# Maladaptive positive feedback production of ChREBPβ underlies glucotoxic β-cell failure

**DOI:** 10.1038/s41467-022-32162-x

**Published:** 2022-07-30

**Authors:** Liora S. Katz, Gabriel Brill, Pili Zhang, Anil Kumar, Sharon Baumel-Alterzon, Lee B. Honig, Nicolás Gómez-Banoy, Esra Karakose, Marius Tanase, Ludivine Doridot, Alexandra Alvarsson, Bennett Davenport, Peng Wang, Luca Lambertini, Sarah A. Stanley, Dirk Homann, Andrew F. Stewart, James C. Lo, Mark A. Herman, Adolfo Garcia-Ocaña, Donald K. Scott

**Keywords:** Carbohydrates, Diabetes, Mechanisms of disease, Nuclear transport

## Abstract

Preservation and expansion of β-cell mass is a therapeutic goal for diabetes. Here we show that the hyperactive isoform of carbohydrate response-element binding protein (ChREBPβ) is a nuclear effector of hyperglycemic stress occurring in β-cells in response to prolonged glucose exposure, high-fat diet, and diabetes. We show that transient positive feedback induction of ChREBPβ is necessary for adaptive β-cell expansion in response to metabolic challenges. Conversely, chronic excessive β-cell-specific overexpression of ChREBPβ results in loss of β-cell identity, apoptosis, loss of β-cell mass, and diabetes. Furthermore, β-cell “glucolipotoxicity” can be prevented by deletion of ChREBPβ. Moreover, ChREBPβ-mediated cell death is mitigated by overexpression of the alternate CHREBP gene product, ChREBPα, or by activation of the antioxidant Nrf2 pathway in rodent and human β-cells. We conclude that ChREBPβ, whether adaptive or maladaptive, is an important determinant of β-cell fate and a potential target for the preservation of β-cell mass in diabetes.

## Abstract (web summary)

ChREBP is a glucose-responsive transcription factor, which regulates glucose-mediated proliferation and cell death in pancreatic β-cells. Here the authors show that the acute feed forward induction of ChREBPβ is required for adaptive β-cell expansion, that chronic overexpression of ChREBPβ is toxic to β-cells, and offer mitigation strategies

## Introduction

All major forms of diabetes arise from insufficient β-cell mass. Thus, extensive research efforts are underway to either preserve or expand functional β-cell mass^1,2^. Under physiological conditions, increased blood glucose acts as a systemic adaptive β-cell mitogen, expanding functional β-cell mass through the proliferation of β-cells to meet demand for insulin^3^. However, prolonged hyperglycemia gives rise to glucose toxicity, which impairs insulin production and secretion, promoting a vicious cycle with ever-increasing glucose concentrations and ever-declining β-cell function, and eventually β-cell death^4^. Thus, depending on concentration and duration, increased blood glucose may drive either adaptation or diabetic pathogenesis.

Carbohydrate response-element binding protein (ChREBP, gene name *MLXIPL*) is a glucose-responsive transcription factor, originally cloned from liver, but also expressed at similar levels in pancreatic β-cells^5,6^. A major target gene of ChREBP is thioredoxin interacting protein (Txnip), which binds to and inhibits the antioxidant enzyme, thioredoxin (Txn), thereby promoting oxidative damage in β-cells. Depletion of ChREBP prevents, and overexpression of Txnip promotes glucose toxicity and glucose-mediated β-cell death^7^. In contrast to these observations, our group found that ChREBP is necessary for glucose-stimulated β-cell proliferation, a critical process for adaptive expansion of β-cells. Furthermore, overexpression of the full-length form of ChREBP, now known as ChREBPα, does not cause β-cell death, but rather augments glucose-stimulated β-cell proliferation^5,8^. These apparently disparate observations may be explained by expression and function of the different isoforms of ChREBP.

There are two major isoforms of ChREBP, ChREBPα and ChREBPβ. Both are expressed in β-cells, as they are in adipocytes and hepatocytes^9,10^. ChREBPβ mRNA is transcribed from an alternative promoter located ~17,000 bp upstream of the ChREBPα transcription start site and is alternatively spliced and translated so that ChREBPβ lacks the low glucose inhibitory domain (LID) and nuclear export signal (NES) of the canonical full-length ChREBPα (Supplementary Fig. 1a). Thus, ChREBPβ is constitutively active and nuclear, and orders of magnitude more transcriptionally potent than ChREBPα^11^. Importantly, ChREBPβ expression is driven by powerful carbohydrate response elements (ChoREs) located near its own alternative transcription start site^10–12^. Therefore, increased glucose metabolism activates ChREBPα and, if sustained, initiates a vigorous positive feedback loop, with the newly synthesized ChREBPβ binding to its own ChoRE, producing more and more ChREBPβ (Supplementary Fig. 1b). Gain- and loss-of-function experiments in vitro and ex vivo revealed that the induction of ChREBPβ is the molecular engine that drives glucose-stimulated β-cell proliferation^10^. One goal of the present study was to test whether this process is necessary for the adaptive expansion of β-cells following a high-fat diet.

ChREBPβ is expressed at high levels in diabetes, and overexpression of ChREBPβ or a close homologue of ChREBPβ that lacks the low glucose inhibitory domain and is thus constitutively active results in cell death of cultured β-cells^10,13,14^. Thus, the molecular engine that drives glucose-stimulated β-cell transcription may also mediate cell death when levels of ChREBPβ get too high. By contrast, overexpression of ChREBPα does not cause β-cell death because it stimulates the Nrf2 antioxidant pathway, delivering protection from oxidative damage^8,15^. Despite these recent advances, key questions and controversies remain on the roles of the two ChREBP isoforms. For example, how is it that loss of ChREBP [presumably both isoforms^16^] and overexpression of ChREBPα^8^ are both protective in settings of β-cell oxidative stress? Similarly, Shalev and colleagues found that acute overexpression of ChREBPβ decreases ChREBPα expression, and hypothesized that ChREBPβ is expressed at high levels in diabetes to block the presumed destructive effects of ChREBPα in diabetes^13^, a model clearly different from the one described above.

Here we clarify the roles of the ChREBP isoforms in β-cells using a variety of tools and in vitro and in vivo approaches that distinguish the two isoforms. We find that under conditions of high concentrations of glucose, high-fat diet, or diabetes, ChREBPβ becomes the predominant isoform found in the nucleus of β-cells. Furthermore, we found that a modest, physiological induction of ChREBPβ is necessary for adaptive proliferation and expansion of β-cells after a high-fat diet. However, robust β-cell-specific overexpression of ChREBPβ mimics glucose toxicity in vivo, and results in frank diabetes. In addition, we find that deletion of ChREBPβ prevents β-cell glucolipotoxicity. Finally, we present novel approaches to mitigate the effects of ChREBPβ-mediated toxicity in rodent and human β-cells, providing insights for possible future therapies to preserve β-cell mass and combat type 2 diabetes. These observations place CHREBP isoforms at a nexus of control of the β-cell response to metabolic challenge and provide a revised understanding of glucolipotoxicity.

## Results

### ChREBPβ is the predominant nuclear isoform after prolonged exposure to high glucose

To understand the mechanisms and consequences of the dynamic relationship between activation of ChREBPα and the positive feedback induction of ChREBPβ (Supplementary Fig. 1), it was critically important to devise and use tools that distinguish the two isoforms (Supplementary Fig. 2). Since ChREBPβ is a truncated version of ChREBPα, and lacks the N-terminal low glucose inhibitory (LID) domain^11^, an antibody directed against an N-terminal epitope identifies only ChREBPα, and an antibody directed against the C-terminal region recognizes both ChREBPα and ChREBPβ (Supplementary Figs. 1–3). We found ChREBP in the nucleus of INS-1-derived 832/13 cells (hereafter INS-1 cells), as expected, using an antibody recognizing the C-terminus and thus both isoforms after 24 h in 20 mM glucose (Fig. 1a), consistent with prior reports^17,18^. Interestingly, when we used an N-terminal antibody, ChREBPα appeared mostly cytoplasmic, with no discernable difference between low and high glucose (Fig. 1b). Thus, the predominant nuclear ChREBP isoform was ChREBPβ, which seemed at odds with the canonical view that ChREBPα translocates to the nucleus in response to increased glucose metabolism^19^. To confirm that ChREBPβ was the nuclear isoform, we employed islets from floxed ChREBPβ mice^10^. Dispersed islet cells transduced with either an adenovirus expressing LacZ, as a control, or Cre recombinase to remove ChREBPβ, were incubated in 6 or 20 mM glucose for 48 h. As seen in Fig. 1c, d, the N-terminal antibody (ChREBPα) was mostly cytoplasmic, even in 20 mM glucose, while the C-terminal antibody showed bright nuclear staining after culture in 20 mM glucose, indicating the nuclear presence of ChREBPβ. Importantly, after Cre-mediated deletion of ChREBPβ, there was no nuclear ChREBP immunolabeling. To examine this further, we performed a time course experiment with adenovirally-expressed Flag-tagged ChREBPα, and an antibody against the Flag epitope in INS-1 cells after exposure to 2 or 20 mM glucose (Fig. 1e, f). Flag-tagged ChREBPα was mostly cytoplasmic when cultured in 2 mM glucose. After replacing the media with 20 mM glucose, Flag-tagged ChREBPα migrated rapidly into the nucleus within 5 min, in concert with previous observations^17,18^. However, after 3 h in 20 mM glucose ChREBPα appeared cytoplasmic, and remained cytoplasmic at 6 and 24 h (Fig. 1f, g). These studies illustrate that ChREBPα moves transiently into the nucleus in response to glucose stimulation, but rapidly returns (minutes) to the cytoplasm. In contrast, ChREBPβ, induced by high glucose via ChREBPα, becomes both elevated and nuclear.

**Fig. 1:**
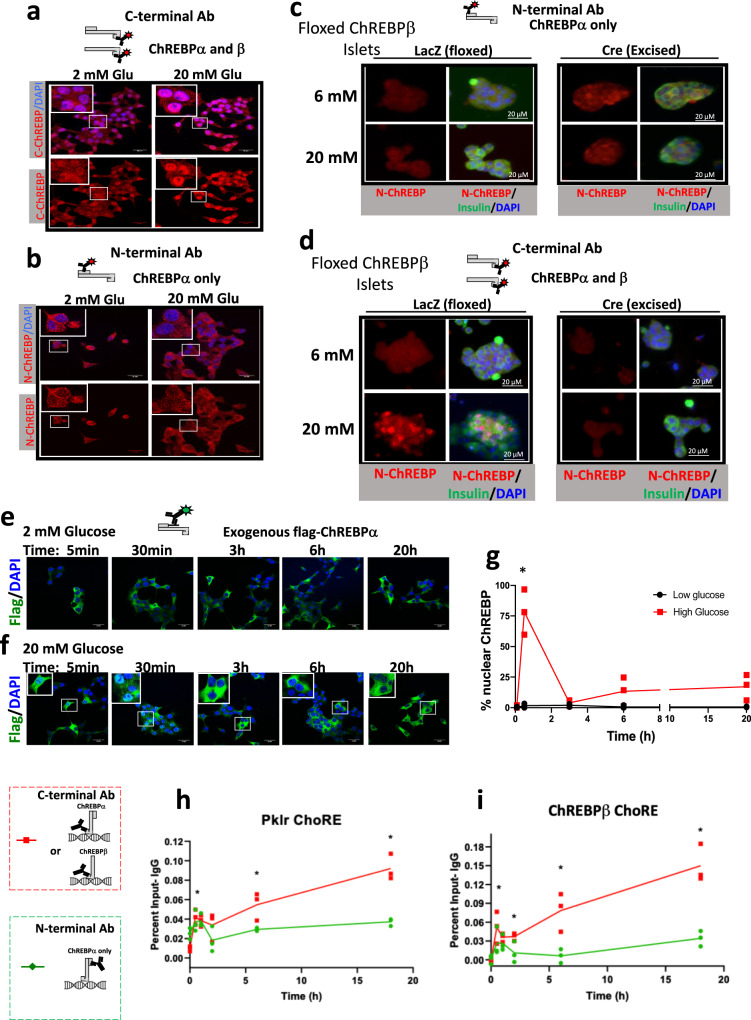
ChREBPβ is the main nuclear isoform after prolonged exposure to high concentrations of glucose. **a**, **b** Ins-1 cells were cultured in low (2 mM) or high (20 mM) glucose for 24 h. Cells were fixed and immunostained with the C-terminus antibody for ChREBP, which recognizes both ChREBPα and ChREBPβ (**a**), or the N-terminus antibody for ChREBP, specific for ChREBPα (**b**). The results are representative of three independent experiments. **c**, **d** Islets from floxed ChREBPβ mice were isolated and transduced with adenoviruses expressing LacZ as a control, or Cre recombinase to excise ChREBPβ and cultured in 6 mM or 20 mM glucose. After 48 h, cells were fixed and immunostained with the N-terminal (**c**) or C-terminal (**d**) antibody; nuclei were stained with DAPI. Shown is a representative result of 3 independent experiments. **e**, **f** Ins-1 cells were transduced with an adenovirus expressing flag-tagged ChREBPα and treated with 2 mM (**e**) or 20 mM glucose (**f**) for the indicated times. Cells were fixed and immunostained with an anti-Flag antibody and nuclei were stained with DAPI. The results from (**f**) were quantified in (**g**). The results are representative of three independent experiments, *, mean, *P* < 0.05. **h**, **i** Ins-1 cells were cultured overnight in 2 mM glucose and then glucose was added to a total of 20 mM for the indicated times; chromatin was isolated and processed for chromatin immunoprecipitation using antibodies recognizing the C-terminus, the N-terminus, or IgG. DNA was amplified by qPCR using primers specific for regions near the ChoREs on the *Pklr* (**h**), or *Mlxipl* (ChREBPβ) (**i**) gene promoters. The data are the means ± SEM of the percent input after subtraction of the IgG control. *n* = 4; *p < 0.05; ***P < 0.0005; ****P < 0.0001 using two-way ANOVA.

To determine whether ChREBPβ becomes the major isoform bound to DNA, we performed a time course chromatin immunoprecipitation (ChIP) experiment using antibodies directed against either the N-terminus (recognizing ChREBPα only) or the C-terminus (recognizing both isoforms; Supplementary Fig. 3). We selected the mouse *Pklr* promoter as a target because it contains a well-studied ChoRE^5,12,20,21^. The recruitment over time of ChREBPα to both the *Pklr* ChoRE region and the ChREBPβ (*Mlxipl*) ChoRE region increased for the first 30 min, and sharply decreased and plateaued for the remainder of the experiment (Fig. 1h, i). The recruitment of both isoforms, as determined by the C-terminal antibody, increased and decreased, similar to the signal from the N-terminal antibody, but then increased for the duration of the 18 h experiment. These observations strongly suggested that recruitment of ChREBPβ continued throughout the time course of the experiment, whereas recruitment of the ChREBPα isoform increased only during the first 30 min of glucose treatment, broadly consistent with the experiments in Fig. 1a–f. These results are consistent with a model in which ChREBPβ becomes the major nuclear ChREBP isoform bound to DNA after prolonged exposure to high concentrations of glucose. Together, these observations strongly suggest that ChREBPα is transiently nuclear, and that ChREBPβ is the primary nuclear isoform after prolonged treatment with high concentrations of glucose.

An alternative explanation of the results in Fig. 1 could be that the epitope of the N-terminal antibody (recognizing only ChREBPα) becomes “masked” by the assembly of the transcriptional apparatus. In this scenario, the glucose-dependent recruitment of large co-activator protein complexes might sterically hinder the binding of antibodies, rendering ChREBPα “invisible”. To address this possibility, we used CRISPR/Cas9 editing to add fluorescent tags to the 5′ and 3′ ends of full-length ChREBPα in INS-1 cells. mCherry was attached to the N-terminal LID domain, which identifies ChREBPα exclusively (Red cells, see schematic Fig. 2a). We also generated cells labeled with eGFP on the C-terminus (Green cells), representing both ChREBPα and ChREBPβ, and doubly labeled cells (Red/Green cells), in which ChREBPα appeared red/green, and ChREBPβ appeared green. The cells were FACS sorted and validated via PCR, RT-PCR and Western blots (Supplementary Figs. 4–6). Red and Green cells were cultured in increasing concentrations of glucose (2–20 mM) for 72 h. Live-cell imaging demonstrated cytoplasmic localization for the ChREBPα regardless of glucose concentration, and nuclear localization for ChREBPβ at the highest concentration (Fig. 2b–d**;** Supplementary Fig. 7), independently confirming the results in the preceding paragraphs.

**Fig. 2:**
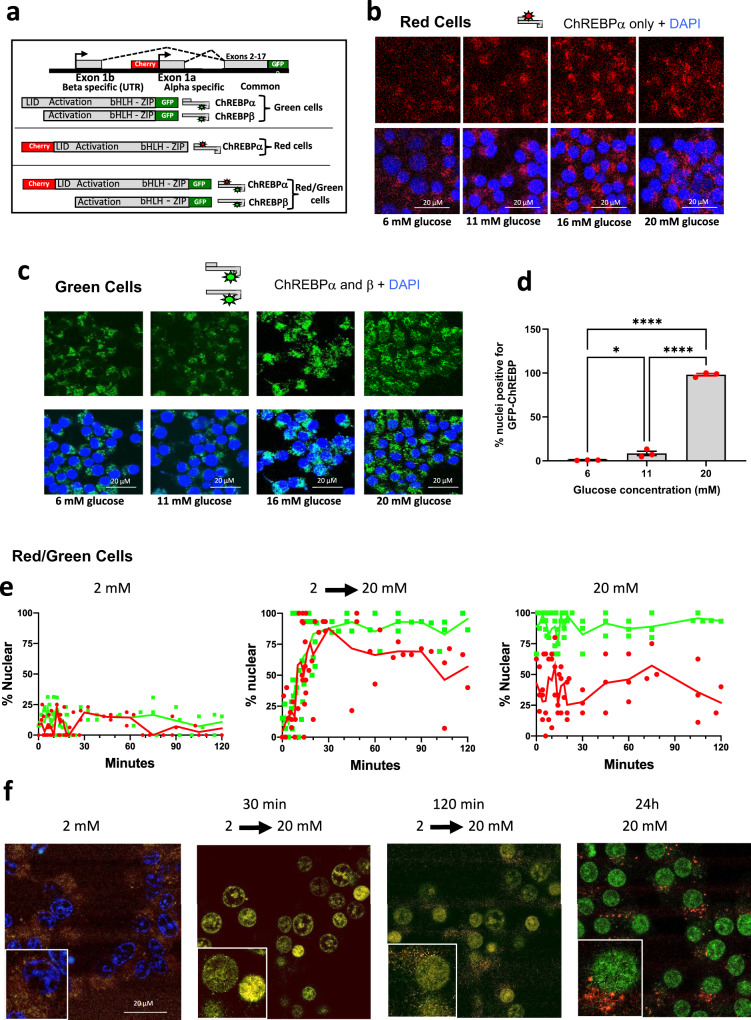
Cellular localization of genetically edited and tagged ChREBP isoforms in response to glucose. **a** Design of labeled ChREBP isoforms. mCherry and eGFP were integrated into the genome using the CRISPR/Cas9 method for gene editing in frame with exon 1a and exon 17. b, **c** Confocal live imaging was performed on Red or Green INS-1 cells after incubation with the indicated concentrations of glucose for 72 h. **d** The percent nuclear green fluorescence from **c** was determined. Data are the means ± SEM, *n* = 3, *P < 0.05; ****p < 0.0001 using one-way ANOVA. **e**, **f** Red/Green INS-1 cells were incubated in 2 or 20 mM glucose or the media was changed from 2 to 20 mM glucose as indicated. Confocal live-image microscopy was performed and the percent nuclear green or red fluorescence was determined. The data presented in (**e**) represent the aggregate of 3 independent experiments. **f** Representative images from the indicated times and treatments. DAPI nuclear staining is included in the 2 mM image and excluded in the others for clarity. See also related Supplementary Figs. 4–8 and Supplementary Movie 1.

We next performed time-lapse confocal microscopy in INS-1 cells bearing fluorescent tags on both ends of ChREBP (Red/Green cells), while culturing the cells in 2 mM or 20 mM glucose, or after transitioning the cells from low to high glucose. We quantified the nuclear localization of red fluorescence (representing ChREBPα) and exclusively green fluorescence (representing ChREBPβ). After culture for 24 h in 2 mM glucose, nearly all of the fluorescence was cytoplasmic (Fig. 2e, f, left panels). Culture in 20 mM glucose for 24 h resulted in predominantly green nuclear fluorescence, indicating ChREBPβ as the principal nuclear form (Fig. 2e, f right panels). The green signal (ChREBPβ) was mostly nuclear throughout the time of acquisition. In contrast, the red signal (ChREBPα) was present in approximately 50% of the nuclei with a more random distribution, illustrating that ChREBP shuttles between the nucleus and the cytoplasm, and that increased glucose accelerates the rate of nuclear entry^17^. When the glucose in the medium was changed from 2 mM to 20 mM (Fig. 2e, f, middle panels), there was a rapid nuclear localization of ChREBPα (red and green fluorescence) followed by a separation of florescent signals after approximately 30 min, agreeing with our observations in Fig. 1 (and see Supplementary Fig. 8a and Supplementary Movie 1). Interestingly, we found that nuclear localization of either isoform required ongoing protein translation as it was inhibited by cycloheximide (Supplementary Fig. 8b). Together, these results suggested a model wherein ChREBPα is mostly cytoplasmic at low glucose, but with increased glucose metabolism, ChREBPα transiently becomes more nuclear to induce the production of ChREBPβ. ChREBPβ remains predominantly nuclear due to the absence of the LID domain (including the NES) and is more potently and constitutively active when compared to ChREBPα^11^. With sustained high levels of glucose, this positive feedback mechanism continues to produce more ChREBPβ, ensuring that ChREBPβ becomes the major isoform recruited to ChoREs (Supplementary Fig. 1b).

### ChREBPβ expression and nuclear localization correlate with hyperglycemia and diabetes

ChREBPβ was visualized in the nucleus of mouse β-cells in vivo, using our validated C-terminal antibody approach under quiescent, metabolically stressful, and diabetic conditions (Fig. 3a). The N-terminal antibody, representing ChREBPα only, was mostly cytoplasmic in all the conditions tested (Fig. 3a). In C57BL/6 mice, we observed a gradation of ChREBPβ expression: no detectable expression on a standard chow diet; modest abundance after one week on a high-fat diet, representing a normal physiological adaptive response^10^, and very high expression levels in diabetic *db/db* mice (Fig. 3a). In addition, human islets labeled with a RIP-ZsGreen-expressing adenovirus were sorted to obtain pure β-cells^22^. The ratio of ChREBPβ to ChREBPα mRNA expression was significantly higher in subjects with T2D compared to non-diabetic control donors (Fig. 3b). Furthermore, we found that treatment of *db/db* mice with adipsin, which preserves β-cell mass in diabetic *db/db* mice^23^, decreased ChREBPβ abundance in a manner proportionate to the improved glycemia and plasma insulin levels, concordant with the idea that ChREBPβ expression contributes to the glucose toxicity seen in the *db/db* mouse model of T2D (Fig. 3c–f).

**Fig. 3:**
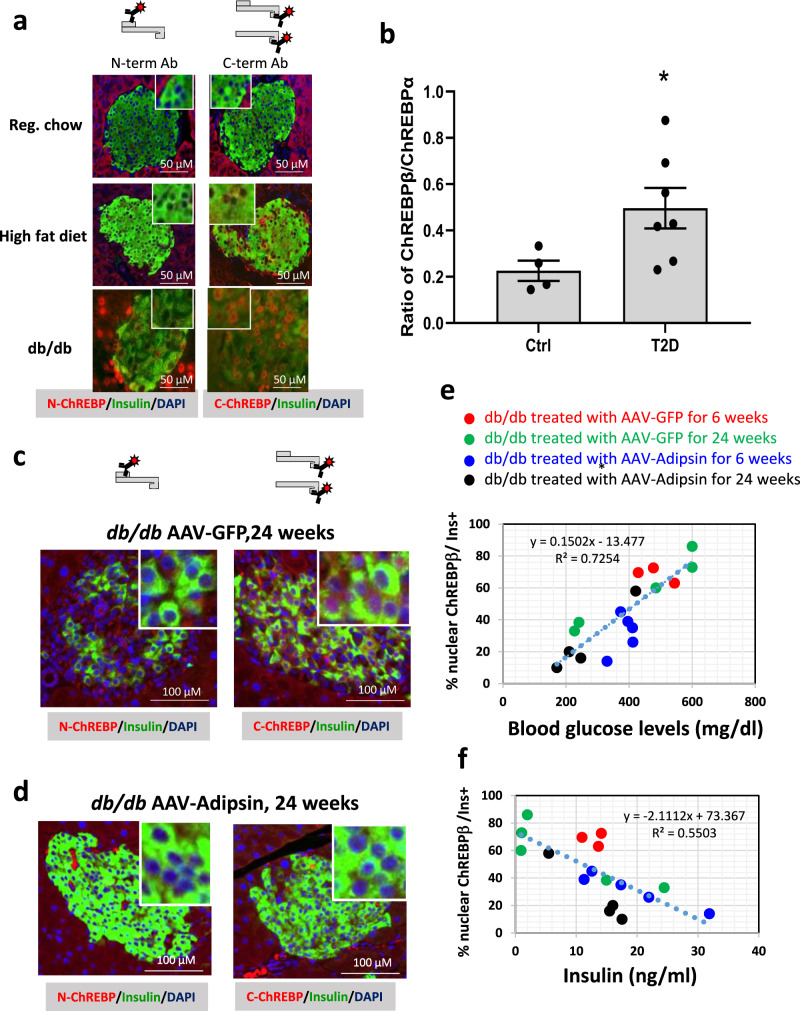
ChREBPβ expression and nuclear localization correlates with adaptive expansion of β-cells and with glucose toxicity in diabetes. **a** The N-terminal or the C-terminal antibodies recognizing ChREBP were used to stain pancreatic tissue slices from C57Bl/6 mice fed on a standard chow diet, or fed a high-fat diet for 1 week, or from *db/db* diabetic mice. All micrographs represent at least 3 independent experiments. **b** Ratio of expression of ChREBPβ to ChREBPα FPKM from RNAseq performed from FACS-sorted human β-cells isolated from non-diabetic (*n* = 4) and Type 2 diabetic subjects (*n* = 7). Each data point represents a different donor. Data are means ± SEM; *p < 0.05 using one-way ANOVA. **c**, **d** The N-terminal or C-terminal antibody recognizing ChREBP were used to immunolabel pancreatic tissue slices from diabetic *db/db* mice treated with control AAV (GFP) or with AAV expressing adipsin for 24 weeks. Correlation between percentages of nuclear ChREBPβ in insulin-positive β-cells and blood glucose levels (**e**) or blood insulin levels (**f**), where each data point represents an individual mouse. All micrographs represent at least 3 independent experiments.

We next explored nuclear localization of ChREBPβ in human β-cells in vivo using a minimal human islet transplant model in immunosuppressed mice^24^. In this experiment, human islets were transduced with adenoviruses and then transplanted under the kidney capsules of streptozotocin-induced diabetic immunocompromised mice (Fig. 4a). 1500 islet equivalents (IEQs) were sufficient to normalize glucose levels (Fig. 4b). 500 IEQs transduced with a control Cre-expressing adenovirus was a minimal mass of β-cells sufficient to keep the animals alive, but hyperglycemic (around 400 mg/dL). When 500 IEQs were transduced with an adenovirus expressing ChREBPα, which activates the Nrf2 antioxidant pathway^8^, blood glucose, plasma insulin, and glucose tolerance all approached normal levels (Fig. 4b–e). At the end of the experiment, a uninephrectomy was performed and glucose levels rose to diabetic levels, confirming that the transplanted human β-cells provided the only insulin in the recipient mice (Fig. 4b). Kidneys containing islet grafts were fixed and immunolabeled for insulin and ChREBP using the C-terminal antibody (Fig. 4f). This revealed abundant nuclear ChREBPβ in β-cells transduced with control, Cre-expressing adenovirus, but nuclear labeling was nearly absent in the ChREBP-α-treated β-cells. In addition, there was a strong correlation between glucose levels prior to the harvesting of the graft and nuclear ChREBPβ abundance (Fig. 4g). Thus, nuclear ChREBPβ expression is proportionate to glucose levels in human β-cells in vivo.

**Fig. 4:**
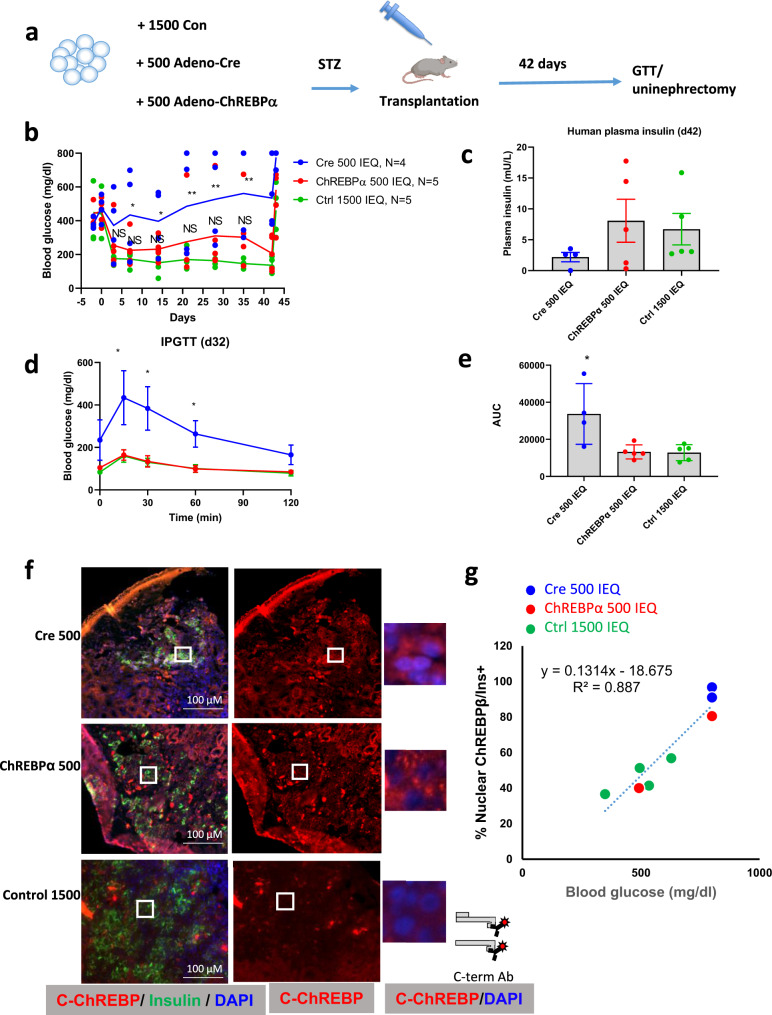
ChREBPβ nuclear localization correlates with blood glucose levels in β-cells from transplanted human islets. **a** Schematic of experimental design using the STZ-diabetic immunocompromised marginal islet mass model (Created with BioRender.com). Three groups of mice each received human islets from the same four to five human islet donors: Cre-transduced 500 IEQs (*n* = 4), ChREBPα-transduced 500 IEQs (*n* = 5), or 1500 untreated control IEQs (*n* = 5). The 500 IEQ groups were treated with an adenovirus expressing either Cre as a negative control or ChREBPα 24 h prior to transplantation. Glucose tolerance test was performed at day 42, a unilateral nephrectomy was performed at day 43. **b** Glucose levels were measured. **c** Circulating insulin measured using a human insulin-specific assay. **d** Intraperitoneal glucose tolerance test. **e** Area under the curve (AUC) for the three groups in (**d**). Values are means ± SEM. *p < 0.05; **p < 0.01 compared to 1500 IEQ using two-way ANOVA. **f** Representative images of insulin and C-terminal ChREBP immunohistochemistry from islet grafts of at least 3 different mice. **g** Correlation between percentages of nuclear ChREBPβ from at least 1000 insulin-positive β-cells from the grafted human islets and blood glucose levels, where each data point represents an individual transplanted mouse.

### Whereas ChREBPβ is required for adaptive β-cell proliferation and expansion of β-cell mass, depletion of ChREBPβ protects from glucolipotoxicity

To more deeply explore the physiological role of ChREBPβ in adult pancreatic β-cells, floxed ChREBPβ^lox/lox^ mice were crossed with MIP-Cre-ERT mice to generate a β-cell-specific tamoxifen-inducible knock out of ChREBPβ (iβKOβ)^10,25^, (Fig. 5a and Supplementary Fig. 9, 10). iβKOβ mice were injected with tamoxifen or oil for 5 consecutive days (75 μg/g body weight). Two days later, they were placed on either a control chow diet or a high-fat diet (HFD) for either one or four weeks. As expected, the oil-injected mice showed nuclear ChREBP labeling with the C-terminal antibody after a high-fat diet, whereas this labeling was not observed in the tamoxifen-injected mice, confirming the high knock-out efficiency in iβKOβ mice, and supporting the notion that ChREBPβ becomes nuclear in vivo in response to high-fat feeding (Supplementary Fig. 9a). Three weeks after the first  tamoxifeninjection, mice on a HFD displayed a significant increase in non-fasting blood glucose levels compared to vehicle-treated littermate controls at 3 weeks (Fig. 5b). After one week, glucose tolerance was impaired on a HFD, but there was no significant difference between the oil and tamoxifen-injected groups (Fig. 5c, d). However, Ki67 immunolabeling in β-cells after one week on a HFD was significantly lower in tamoxifen-injected iβKOβ mice compared to littermate controls, demonstrating the necessity for ChREBPβ for adaptive β-cell proliferation (Fig. 5e, f). After 1 month on a HFD, the tamoxifen-injected mice became more glucose intolerant compared with littermate oil-injected mice (Fig. 5g, h). Concordantly, β-cell mass was significantly lower in tamoxifen-injected iβKOβ mice fed a HFD for a month compared to iβKOβ mice injected with oil and fed a HFD, but was not different from β-cell mass in chow-fed control mice (Fig. 5i). Plasma insulin levels remained the same in mice on a HFD diet despite the increased glucose levels (Fig. 5j). Female mice were largely protected from the effects of ChREBPβ depletion (Supplementary Fig. 10c–g). Together, these findings illustrate that ChREBPβ is necessary for adaptive β-cell mass expansion.

**Fig. 5:**
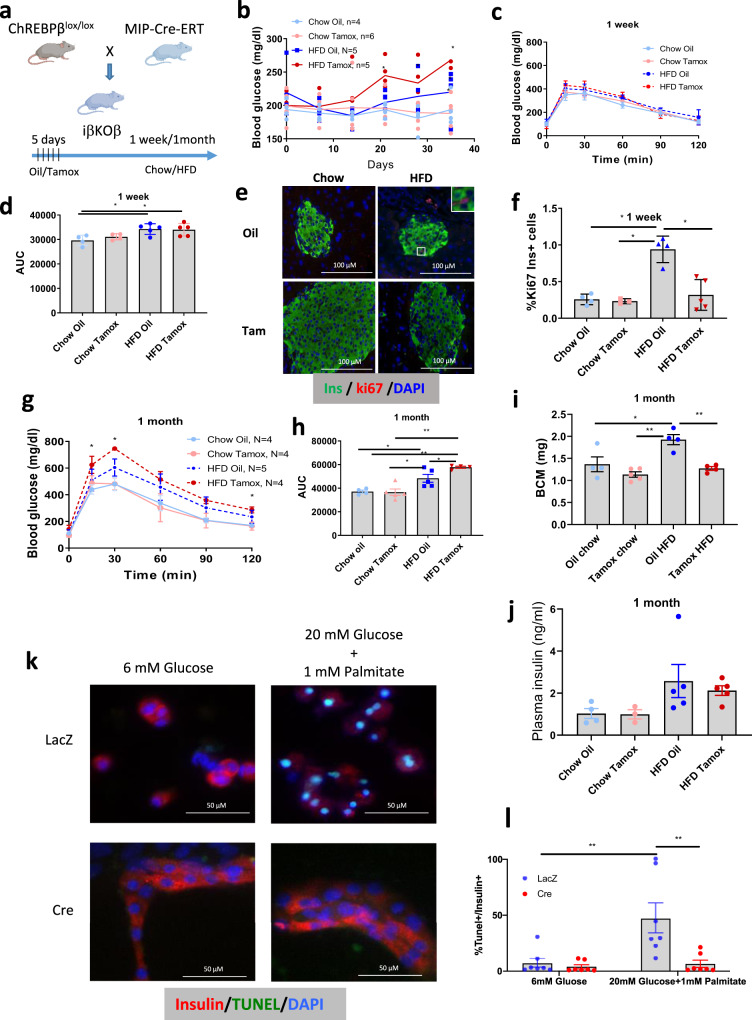
ChREBPβ is required for adaptive β-cell proliferation and expansion of β-cell mass, and loss of ChREBPβ prevents glucolipotoxicity. **a** Schematic showing generation of β-cell specific, inducible ChREBPβ knockout mice (iβKOβ, created with BioRender.com). **b** Blood glucose levels after the indicated treatments and times. **c**, **d** Glucose tolerance test and area under the curve measurements after 1 week on a chow or high-fat diet (HFD). **e**, **f** Percent Ki67-postive/insulin-positive cells in pancreata from iβKOβ mice after 1 week of HFD. **g**, **h** Glucose tolerance test and area under the curve measurements after 1 month on a chow or high-fat diet (HFD). **i**, **j** β-cell mass and Plasma insulin were measured after 1 month on a chow or high-fat diet (HFD). Data are means ± SEM; *N* = 4 or 5 as indicated; *p < 0.05; **p < 0.01 using two-way ANOVA. **k** Islets were isolated from floxed ChREBPβ mice, dispersed and transduced with adenoviruses expressing either GFP or Cre recombinase. Cells were cultured as indicated and subjected to a TUNEL assay after 48 h and immunostained for insulin and DAPI. **l** Percentage of insulin-positive/TUNEL-positive cells. Data are means ± SEM; *N* = 7; *p < 0.05; **p < 0.01 using two-way ANOVA.

We repeated these experiments, crossing ChREBPβ^lox/lox^ mice with INS-1-Cre^Herr^ mice^26^, which express Cre under control of the insulin promoter at or near embryonic day 8.5, to generate an embryonic β-cell-specific knock out of ChREBPβ (eβKOβ), and performed the same set of experiments on two-month-old mice (Supplementary Figs. 11–13). These experiments recapitulated the results in iβKOβ mice, showing that ChREBPβ was necessary for β-cell expansion after a HFD in male (but not female) mice. Thus, ChREBPβ is dispensable for normal β-cell development under non-metabolically-stressed conditions, but is required for adaptive proliferation and expansion of β-cell mass in response to a HFD in adult male mice.

To explore underlying mechanisms, mRNA was isolated from islets of male eβKOβ mice fed one week on a chow or HFD (Supplementary Fig. 12e–g). Whereas the knockdown efficiency of ChREBPβ in the Cre-positive mice both on chow or HFD is evident and significant, ChREBPα remained unchanged between Cre-negative and Cre-positive groups, as did β-cell markers, consistent with the idea that ChREBPβ is not necessary for β-cell differentiation or maintenance of β-cell phenotype. Myc, a cell cycle regulator required for adaptive expansion of β-cell mass, and an essential factor for ChREBP activity^21,27,28^, was downregulated in both chow and HFD after depletion of ChREBPβ (Supplementary Fig. 12g). This suggests that the lack of proliferation seen in Cre-positive iβKOβ and eβKOβ β-cells may be caused by a failure to induce Myc in response to the HFD. Altogether, the data from the iβKOβ and eβKOβ mice demonstrate that ChREBPβ plays a key role in adaptive β-cell proliferation but is unlikely to play a role in normal pre- and postnatal β-cell expansion during development.

### Depletion of ChREBPβ protects against glucolipotoxicity

To further explore whether ChREBPβ might play a role in glucolipotoxicity, we cultured dispersed islet cells from ChREBPβ^lox/lox^ mice after transduction with adenoviruses expressing either control GFP or Cre recombinase in low glucose or high glucose plus palmitate (Fig. 5k, l). Culturing islet cells in glucolipotoxic conditions led to marked increases in β-cell death as assessed using TUNEL assay (average ~50%). Strikingly, deletion of ChREBPβ completely prevented cell death. Thus, although transient increases in ChREBPβ are necessary for adaptive β-cell expansion, sustained increases in ChREBPβ are a key driver of glucolipotoxic β-cell death.

### ChREBPβ overexpression in vivo results in β-cell death and diabetes

To test if overexpressing ChREBPβ in β-cells caused β-cell death in vivo, MIP-Cre-ERT mice were crossed to mice containing a Lox-Stop-Lox Flag-tagged ChREBPβ cassette residing in the *Rosa26* locus, termed iβOEβ mice (Fig. 6a, Supplementary Fig. 14). Cre-mediated recombination resulted in the expression of flag-tagged ChREBPβ, confirmed by immunoblots and RT-PCR. Tamoxifen-mediated recombination was restricted to β-cells (Supplementary Fig.. 14b–d). Furthermore, immunostaining of pancreata displayed a marked induction of Cre in insulin-positive β-cells from the iβOEβ mice after tamoxifen treatment (Supplementary Fig. 14e).

**Fig. 6:**
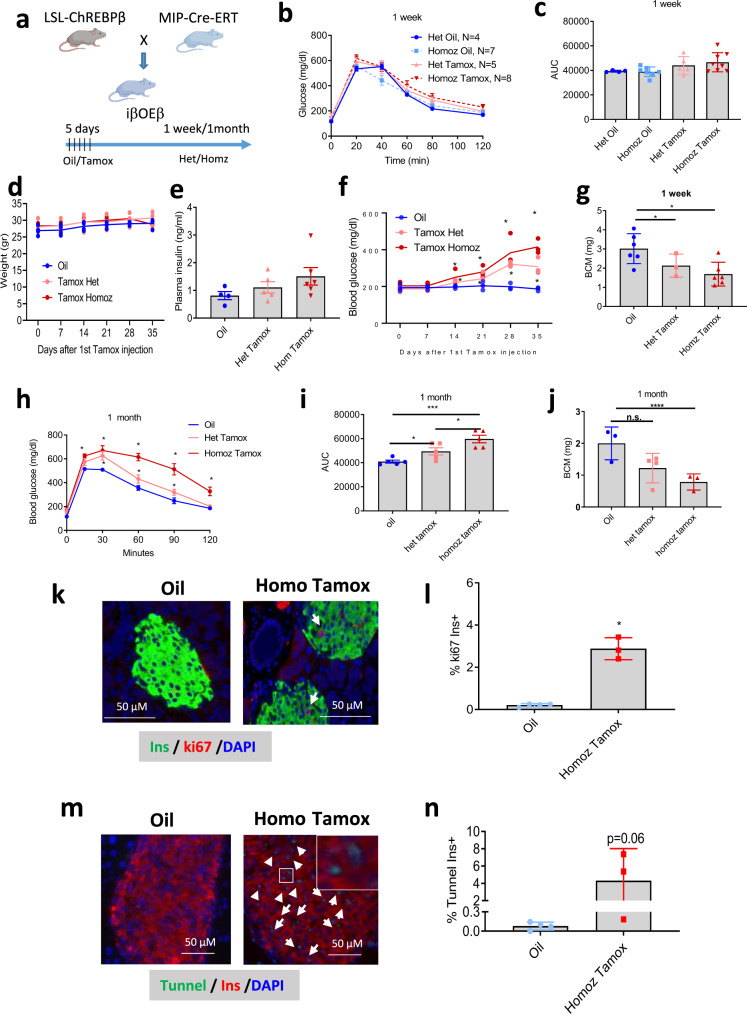
Overexpression of ChREBPβ leads to β-cell death, glucose intolerance and diabetes. **a** LSL-ChREBPβ mice were bred with MIP-Cre-ERT mice to generate inducible β-cell-specific overexpressing ChREBPβ mice, termed iβOEβ (created with BioRender.com; see also Supplementary Figs 16 and 17). Presented are measurements from male mice (see also Supplementary Fig. 18 for female mice). **b**, **c** Glucose tolerance test and area under the curve (AUC) one week after vehicle oil or tamoxifen treatment. **d** Weekly measures of whole body weight. **e** Plasma Insulin levels after one week. **f** Non-fasting blood glucose levels for the indicated times and treatment groups. **g** β-cell mass (BCM) one week after vehicle oil or tamoxifen treatment. **h**, **i** Glucose tolerance test and area under the curve (AUC) one month after vehicle oil or tamoxifen treatment. **j** β-cell mass (BCM) one month after vehicle oil or tamoxifen treatment. Data are means ± SEM, *N* = 4–6; *p < 0.05; **P < 0.001; ****P < 0.0001 using two-way ANOVA. **k**, **l** Percent Ki67-postive and insulin-positive cells in pancreata from male homozygous iβOEβ mice 1 week after oil or tamoxifen injection. **m**, **n** Percent TUNEL-positive and insulin-positive cells in pancreata from male homozygous iβOEβ mice 1 week after oil or tamoxifen treatment. Data are means ± SEM from five mice/group. *p < 0.05 using two-way ANOVA.

Seven days after tamoxifen-injection, iβOEβ male mice displayed no significant change in glucose tolerance, body weight, plasma insulin or non-fasting glucose (Fig. 6b–f). However, heterozygotes and homozygotes displayed significant decreases in β-cell mass after one week (Fig. 6g). Strikingly, within 30 days after the last injection of tamoxifen, male iβOEβ mice became diabetic, evidenced by increased non-fasting blood glucose levels, impaired glucose tolerance and a marked decrease in β-cell mass, all in a gene-dose-dependent manner (Fig. 6f, h–j). Induction of ChREBPβ was associated with a significant increase in Ki67 staining, and a concomitant increase in TUNEL staining, perhaps reflecting simultaneous attempts at β-cell proliferation and cell death, or DNA damage repair activity (Fig. 6k–n). By contrast, females were partially protected, with only homozygous mice displaying significant glucose intolerance one month after tamoxifen treatment, (Supplementary Fig. 15). Thus, inducible overexpression of ChREBPβ in mice mimics glucose toxicity with β-cell destruction resulting in diabetes.

To determine whether ChREBPβ impacts β-cell function if overexpressed early in development, Lox-Stop-Lox Flag-tagged ChREBPβ mice were crossed with INS-1-Cre^Herr^ mice^26^, to generate embryonically expressed β-cell-specific knock-in flag-tagged ChREBPβ mice, termed eβOEβ mice (Supplementary Figs. 16a–c). At 3 weeks of age, body weight was not significantly different between the Cre-negative and Cre-positive littermates, and only homozygous eβOEβ mice showed a significant increase in non-fasting or fasting blood glucose levels (Supplementary Fig. 16d, e). By 8 weeks both heterozygous and homozygous eβOBβ Cre-positive mice displayed increased non-fasting glucose levels (Supplementary Figs. 16e). At 8 weeks of age, the male mice overexpressing either one or two copies of ChREBPβ had severely impaired glucose tolerance, increased fasting and non-fasting glucose levels, and homozygous animals had severe diabetes and weight loss (Supplementary Fig. 16d–h). Concordantly, insulin levels were significantly decreased in homozygous mice, and β-cell mass was nearly absent for both heterozygous and homozygous mice (Supplementary Fig. 16i, j). Furthermore, the islet architectures of the Cre-positive mice are clearly disturbed with necrotic centers evident within islets (Supplementary Fig. 17a), with no obvious difference in somatostatin or glucagon immunolabeling, and normal alpha cell mass (Supplementary Fig. 17b). The overall graded response between heterozygotes and homozygotes demonstrated a gene dosage effect. Insulin tolerance was very similar between the Cre-negative and Cre-positive groups, indicating that the diabetic phenotype was due to catastrophic loss of β-cell mass rather than insulin intolerance in peripheral tissues (Supplementary Fig. 17c–g; see also Supplementary Movies 2 and 3). Results in female eβOEβ mice were similar to those in male mice (Supplementary Fig. 18). Thus prolonged and very high overexpression of ChREBPβ leads to β-cell death, mimicking glucotoxicity.

### Overexpression of ChREBPβ promotes a signature of increased proliferation, apoptosis, and dedifferentiation

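The RNAseq experiment used INS-1 cells, a rat insulinoma line that secretes insulin in response to glucose. The cells carried an adenovirus expressing GFP, the control, or one expressing mCherry-tagged mouse ChREBPβ, the short isoform of the glucose-responsive transcription factor encoded by Mlxipl. Each virus was combined with 2 mM or 11 mM glucose for 48 h, and 3 libraries were sequenced in each of the 4 groups, 12 in all. The time of 48 h is the one the paper gives for the RNAseq, while its general adenovirus methods give a longer time. RNA was amplified before sequencing, so counts are not independent molecules and any limit drawn from a low count covers counting error only. The authors deposited the number of reads counted on each gene, without normalization, in a table of 28728 genes. The aligner, the genome build and the counting program are not named in the paper's text for these libraries.

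Total counts on named genes ranged from 25754488 to 32938546 with GFP at 2 mM glucose (median 30197425) and from 36219167 to 46654823 with GFP at 11 mM (median 44398404). With ChREBPβ at 2 mM the totals were 28595982, 57726412 and 57313995. They ranged from 57088794 to 60531215 with ChREBPβ at 11 mM (median 59249045). The mean total was therefore 1.99 times as high in the ChREBPβ group at 11 mM as in the GFP group at 2 mM, and any comparison of counts between groups depends on how library size is scaled. The paper's methods give a depth of 35 to 40 M reads. All values here use the totals of the deposited counts. Every pair of libraries within a group differed by more than the sampling noise, with a chi-square per degree of freedom between 3.06 and 16.6.

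Counts were scaled by edgeR's TMM method, whose factors lay between 0.958 and 1.06, and are given as TMM-scaled CPM. This scaling assumes that most genes do not change. Without an external RNA standard, it gives changes relative to the bulk of the genes, not amounts of RNA per cell. Differential expression was tested with edgeR's quasi-likelihood test on the 14669 genes that passed edgeR's filter on low counts, in a single fit of all 12 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.2-fold, the minimum the paper names, were counted as differentially expressed. The cutoff on the adjusted p was set here.

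The overexpressed gene was examined first, in each library. Mlxipl was at 240.4, 251.9 and 277.1 CPM with GFP at 2 mM and at 201.9, 212.5 and 207.5 with GFP at 11 mM. In the libraries labelled ChREBPβ it was at 203.3, 211.8 and 198.7 at 2 mM and at 200.7, 180.7 and 182.8 at 11 mM. Its log2 fold change with ChREBPβ was -0.33 at 2 mM (standard error 0.05, edgeR adjusted p = 2.03e-05) and -0.14 at 11 mM (standard error 0.05, edgeR adjusted p = 0.0295), the latter under the minimum fold change. The count of this rat gene thus did not rise with the virus, which carries a mouse sequence, and the groups are named by their labels throughout. A separate entry of the table, named ChREBPb, had a log2 fold change of 0.21 at 2 mM, under the minimum fold change (standard error 0.06, edgeR adjusted p = 0.00841), and of 0.37 at 11 mM (standard error 0.06, edgeR adjusted p = 6.9e-05). What sequence that entry counts is not stated in the paper's text. Pklr, a target gene of ChREBP, had a log2 fold change of 1.69 at 2 mM (standard error 0.05, edgeR adjusted p = 1.52e-16) and of 1.08 at 11 mM (standard error 0.05, edgeR adjusted p = 1.72e-13).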

To more deeply explore the relationship between ChREBPβ overexpression and β-cell proliferation versus death, we performed RNAseq using INS-1 cells transduced with a control adenovirus (GFP) or an adenovirus overexpressing ChREBPβ and cultured for 48 h in 2 mM or 11 mM glucose (Fig. 7). 

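Between the libraries labelled ChREBPβ and GFP at 2 mM glucose, 6476 of the 14669 tested genes were differentially expressed, 3075 higher and 3401 lower with ChREBPβ. At 11 mM the comparison gave 4904 genes, 2102 higher and 2802 lower. Raising glucose from 2 to 11 mM changed 2963 genes in GFP-treated cells (1491 higher, 1472 lower) and 567 in ChREBPβ-treated cells (145 higher, 422 lower). ChREBPβ at 11 mM compared with GFP at 2 mM gave the most genes, 7407 (3474 higher, 3933 lower), and ChREBPβ at 2 mM compared with GFP at 11 mM gave 3955 (1787 higher, 2168 lower).

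The spread between replicates was small beside these differences. For 9284 genes (63.3%) all 3 ChREBPβ libraries lay above or all below the 3 GFP libraries at 2 mM, and for 8229 genes (56.1%) at 11 mM, where chance gives 10%. The rule on fold change moved the counts most. With a minimum of 2-fold in place of 1.2-fold, ChREBPβ changed 1456 genes at 2 mM and 992 at 11 mM.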

Six differential gene expression (DGE) analyses were conducted to unbiasedly compare all possible combinations between the 4 groups. Gene Ontology (GO) terms enriched by differentially expressed genes (Supplementary Table 4) from each DGE were processed using the ViSEAGO R package that helps capture the biological background from the complexity of the experimental design with multiple comparisons^29^. ViSEAGO computed the semantic similarity between 471 enriched GO terms, and identified 45 clusters, and 5 superclusters of GO terms (Fig. 7a). Supercluster (1) includes clusters populated by apoptosis, cell death and proliferation clusters. Other superclusters include transmembrane transport (2) regulation of metabolic processes (3 and 4) and cell differentiation (5). Figure 7b depicts a volcano plot comparing GFP and ChREBPβ-treated INS-1 cells cultured in 11 mM glucose. 

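In this comparison at 11 mM glucose, 571 genes were at least 2-fold higher and 421 at least 2-fold lower in the libraries labelled ChREBPβ. The largest increases among genes with a mean of at least 5 CPM were those of Ccnd1, S100a4, Tnxb, Adamts8 and Islr2. S100a4 rose from 3.85 ± 0.23 to 231 ± 26 CPM (SD, n = 3), a log2 fold change of 5.91 (standard error 0.09, edgeR adjusted p = 2.06e-20). Tnxb had a log2 fold change of 5.75, Adamts8 of 5.28 and Islr2 of 5.11. The largest decreases were those of Oxtr, Gcg, Stc1, Tmem163 and Crhr1. Oxtr fell from 13.0 ± 1.0 to 3.06 ± 0.39 CPM (SD, n = 3), a log2 fold change of -2.09 (standard error 0.12, edgeR adjusted p = 1.94e-11). Stc1 had a log2 fold change of -1.74, Tmem163 of -1.66 and Crhr1 of -1.65.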

GO pathway analysis revealed that the top two pathways associated with ChREBPβ overexpression in 11 mM glucose were proliferation and apoptosis (Fig. 7c). Nearly every apoptosis marker was upregulated by ChREBPβ, both in 2 mM and 11 mM glucose (Fig. 7d). In addition, *Txnip*, which drives β-cell glucose toxicity and is a major target gene of ChREBP^30^, was highly upregulated by ChREBPβ in both 2 mM and 11 mM glucose (Fig. 7e). 

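The 22 apoptosis regulators of Fig. 7d were all among the tested genes. After scaling for library size, 12 had a positive and 10 a negative log2 fold change in the libraries labelled ChREBPβ at 2 mM glucose, and 11 each way at 11 mM. Before scaling, 18 genes had higher group means with ChREBPβ at both glucose levels, against 9 after scaling. The unscaled means, examined after the data had been seen, carry the larger mean library totals of the ChREBPβ groups. Differential expression was reached by 4 higher and 5 lower genes at 2 mM and by 5 higher and 5 lower genes at 11 mM. Adjusted over the list alone, 9 genes passed at 2 mM and 10 at 11 mM. The list is the study's own, and the legend of Fig. 7d does not state how it was chosen. The median log2 fold change was 0.01 at 2 mM and -0.00159 at 11 mM, and its sign depended on the scaling. With library totals in place of TMM factors the median at 2 mM was -0.09. Leaving out replicate b of ChREBPβ at 2 mM gave -0.06 at 2 mM, and leaving out replicate a of GFP at 11 mM gave 0.05 at 11 mM. As a set, the list was not detectably different from the other genes (limma's camera test, adjusted p = 0.985 at 2 mM and 0.721 at 11 mM). The fry test of limma gave adjusted p = 0.0643 and 0.0386.

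Bmf, which encodes a BH3-only activator of apoptosis, changed most. Its level was 1.52 ± 0.21 with GFP and 10.4 ± 0.6 CPM with ChREBPβ at 2 mM, and 2.90 ± 0.43 and 11.1 ± 0.5 at 11 mM (SD, n = 3). Its log2 fold changes were 2.77 (standard error 0.13, edgeR adjusted p = 5.33e-13) and 1.92 (standard error 0.11, edgeR adjusted p = 1.39e-11). Bcl2l11 was also higher, with log2 fold changes of 0.54 at 2 mM (edgeR adjusted p = 6.15e-08) and 0.63 at 11 mM (edgeR adjusted p = 5.27e-09). Bak1 rose by 0.46 and 0.42 on the log2 scale, and Bcl2, which opposes apoptosis, by 0.42 and 0.41. Bax had log2 fold changes of 0.20 and 0.22, under the minimum fold change; without replicate a of GFP at 11 mM it passed there, at 0.28.

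Lower at both glucose levels were Bnip3, at -0.83 (edgeR adjusted p = 6.16e-08) and -0.57 (edgeR adjusted p = 1.1e-05), Casp9, at -0.50 and -0.40, and Bcl2l2, at -0.35 and -0.32. Bok, at -0.30 and -0.50, no longer passed the minimum fold change at 2 mM without replicate c of GFP at 2 mM (-0.25). Bik, with group means of only 0.769 to 1.40 CPM, had log2 fold changes of -0.82 and -0.68. The latter was no longer significant without replicate b of GFP at 11 mM (-0.45) or without replicate a of ChREBPβ at 11 mM (-0.60).

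**Figure D1:**
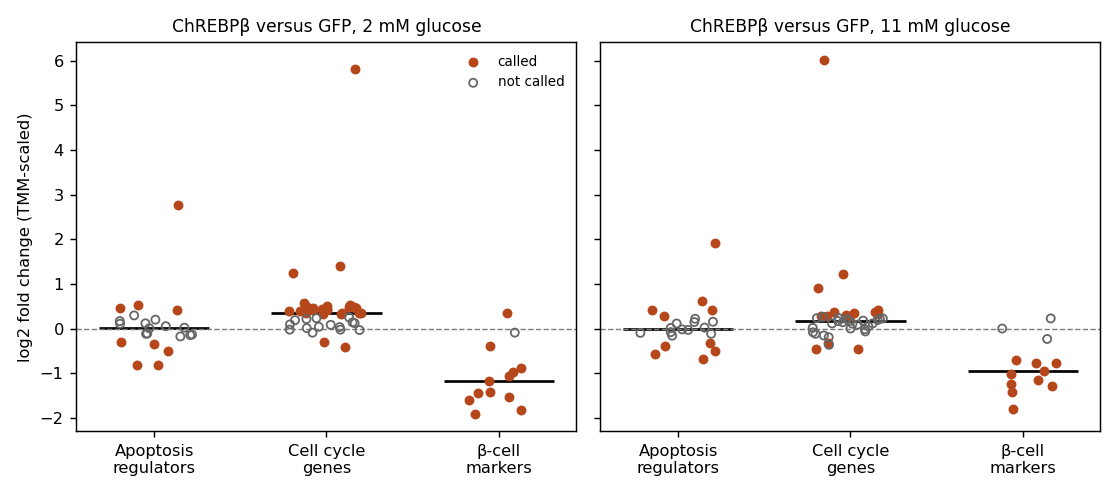
Log2 fold change (TMM-scaled, vertical axis) of each gene of Fig. 7d, 7f and 7g between the libraries labelled ChREBPβ and GFP at 2 mM (left) and 11 mM glucose (right), with filled points for differentially expressed genes, open points for the others and a line at each list's median. The 22 apoptosis regulators lie on both sides of 0, most cell cycle genes above it and most β-cell markers below it.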

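Scaled for library size, Txnip was at 26.3 ± 1.7 CPM with GFP and 457 ± 13 in the libraries labelled ChREBPβ at 2 mM glucose, and at 351 ± 18 with GFP and 666.3 ± 9.8 with ChREBPβ at 11 mM (SD, n = 3). Its log2 fold change with ChREBPβ was 4.12 at 2 mM (standard error 0.05, edgeR adjusted p = 2.12e-21) and 0.93 at 11 mM (standard error 0.05, edgeR adjusted p = 1.54e-12). Glucose alone raised Txnip in GFP-treated cells by 3.74 on the log2 scale (standard error 0.05, edgeR adjusted p = 3.26e-20). In ChREBPβ-treated cells the increase with glucose was 0.54 (standard error 0.05, edgeR adjusted p = 3.67e-07). All 3 libraries of each group lay apart from those of every other group (exact two-sided permutation test, p = 0.1 for each of the 6 comparisons, the smallest p that 3 against 3 libraries allow).

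The counts before scaling were 730, 835 and 863 with GFP at 2 mM and 15121, 12967 and 17509 with GFP at 11 mM. With ChREBPβ they were 12566, 26463 and 25045 at 2 mM and 38842, 37562 and 37044 at 11 mM. The lowest of these in the ChREBPβ group at 2 mM came from the library with the smallest total of that group.

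**Figure D2:**
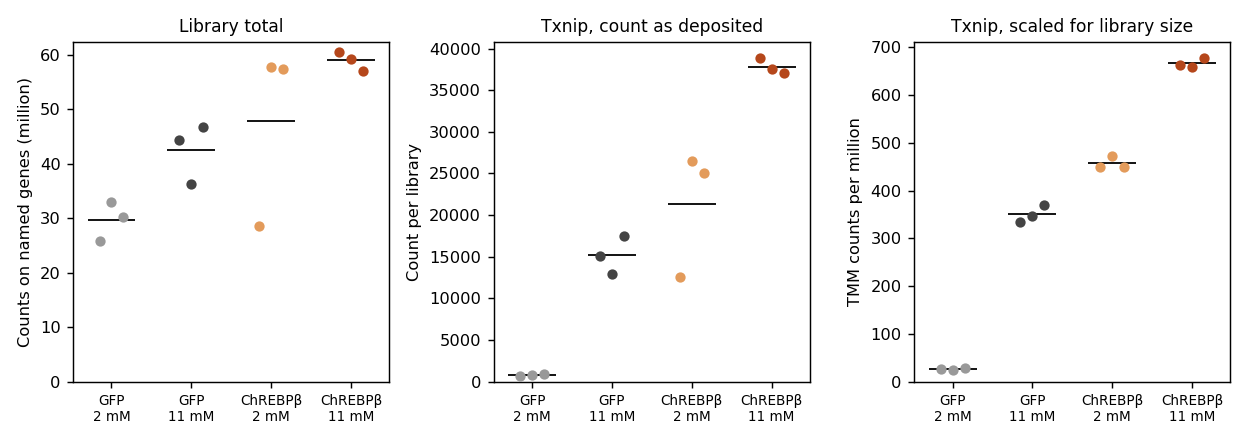
Total count of each library (left, in M), deposited Txnip count (middle) and TMM-scaled Txnip CPM (right) in the 4 groups; points are libraries and bars are group means. The library that lies apart in the ChREBPβ group at 2 mM in the left and middle plots, with a total of 28.6 M, lies with the other libraries of its group at 450 CPM after scaling.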

Key cell cycle regulator genes were generally induced by increased glucose, and overexpression of ChREBPβ led to an even greater increase in their expression (Fig. 7f). By contrast, β-cell identity markers were markedly decreased by ChREBPβ overexpression (Fig. 7g). Thus, overexpression of ChREBPβ behaves much like overexpression of Myc, with a signature supporting both proliferation and apoptosis in β-cells, and with a general effect of decreasing β-cell identity while increasing the transcription of most of the genes examined^31,32^.

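Of the 40 cell cycle genes of Fig. 7f, 36 had a positive log2 fold change between 11 and 2 mM glucose in GFP-treated cells, with a median of 0.26, and 17 were differentially expressed, all higher (limma's camera test of the list, adjusted p = 2.11e-10). In the libraries labelled ChREBPβ at 2 mM, 34 genes were above GFP, with a median log2 fold change of 0.34, and 23 were differentially expressed and higher and 2 lower (camera adjusted p from limma = 2.81e-07). At 11 mM, 30 genes were above GFP, with a median of 0.17, and 12 were differentially expressed and higher and 3 lower (camera adjusted p from limma = 1.09e-04). In ChREBPβ-treated cells, glucose moved the list by a median of 0.09 and 2 genes reached differential expression. Adjusted over the list alone, 25 genes passed at 2 mM and 15 at 11 mM with ChREBPβ. The legend of Fig. 7f describes the genes as differentially expressed, so the study chose them on these samples, and neither the counts nor the list tests are independent evidence. With that limit, the camera results in the 4 comparisons were also past the threshold under limma's fry test and with an estimated correlation.

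Ccnd1 rose from 1.64 ± 0.27 to 93.4 ± 7.3 CPM at 2 mM and from 2.00 ± 0.34 to 130 ± 7 at 11 mM (SD, n = 3), log2 fold changes of 5.82 (standard error 0.10, edgeR adjusted p = 1.83e-19) and 6.01 (standard error 0.09, edgeR adjusted p = 3.33e-20). Glucose alone did not change it detectably in GFP-treated cells (log2 fold change 0.28, edgeR adjusted p = 0.211). Ccnd2 had log2 fold changes of 1.40 and 0.92 with ChREBPβ. Cdkn1a, an inhibitor of the cell cycle, rose by 1.24 and 1.23. Mki67 rose by 0.34 at 2 mM (edgeR adjusted p = 0.0062) and 0.29 at 11 mM (edgeR adjusted p = 0.0216). The first was under the minimum fold change without replicate b of GFP at 2 mM (0.22). The second was no longer significant without replicate a (0.21) or c (0.23) of GFP at 11 mM or without replicate a of ChREBPβ at 11 mM (0.20). Cdk4 rose by 0.46 at 2 mM and by 0.26 at 11 mM, just under the minimum fold change, and passed it at 0.28 with DESeq2. It also passed without replicate a (0.28) or c (0.28) of GFP at 11 mM, without replicate a (0.27) or c (0.28) of ChREBPβ at 11 mM, or without replicate a of ChREBPβ at 2 mM (0.27). Among the lower genes, Ccnd3 had log2 fold changes of -0.42 and -0.32 and Cdkn2c, an inhibitor, of -0.30 and -0.46. Cdkn2c at 2 mM fell under the minimum fold change, to -0.24, without replicate b of GFP at 2 mM.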

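Of the 13 β-cell markers of Fig. 7g, 12 had a negative log2 fold change in the libraries labelled ChREBPβ at 2 mM glucose and 11 at 11 mM. Differential expression was reached by 11 lower genes and 1 higher gene at 2 mM and by 10 lower genes at 11 mM. Adjusted over the list alone, 12 genes passed at 2 mM and 10 at 11 mM. The study also chose this list on these samples, so the counts and the list tests are not independent evidence. The median log2 fold changes were -1.16 and -0.96 (limma's camera test, adjusted p = 1.25e-08 and 8.11e-09), and both were also past the threshold under limma's fry test and with an estimated correlation. Raising glucose in GFP-treated cells also lowered the list, by a median of -0.45 (camera adjusted p from limma = 1.84e-08).

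Ins1, the most abundant of these transcripts, fell from 11679 ± 928 to 4310 ± 75 CPM at 2 mM and from 8787 ± 584 to 3605 ± 199 at 11 mM (SD, n = 3). Its log2 fold changes were -1.44 (standard error 0.06, edgeR adjusted p = 2.09e-14) and -1.29 (standard error 0.06, edgeR adjusted p = 1.93e-13). Ins2, at 72.3 ± 6.9 CPM with GFP at 2 mM, had log2 fold changes of -1.42 and -1.15, which are uncertain because the authors' counting could have split reads between the near-identical insulin genes. Nkx6-1 fell from 95.4 ± 6.3 to 31.4 ± 0.9 CPM at 2 mM (SD, n = 3), with log2 fold changes of -1.61 (standard error 0.06, edgeR adjusted p = 2.96e-15) and -1.42 (standard error 0.05, edgeR adjusted p = 3.07e-14). The corresponding values were -1.06 and -0.78 for Pdx1 and -0.88 and -0.76 for Mafa. Gcg, which encodes glucagon and is in the same heat map, fell by 1.91 and 1.79 on the log2 scale. Neurod1 was lower by -0.39 at 2 mM (edgeR adjusted p = 2.63e-07) and by -0.23 at 11 mM, under the minimum fold change; with library totals the latter passed, at -0.32. Foxa2 was the 1 gene that was higher, by 0.35 at 2 mM (edgeR adjusted p = 1.58e-05), under the minimum fold change with library totals (0.25).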

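Over all 14669 tested genes, 48.5% had a positive log2 fold change in the libraries labelled ChREBPβ at 2 mM glucose and 47.6% at 11 mM. Among the differentially expressed genes, 47.5% were higher at 2 mM and 42.9% at 11 mM. These shares follow the scaling, since TMM factors centre the changes near 0. With library totals 33.2% and 29.3% of the differentially expressed genes were higher. Myc itself rose from 39.3 ± 2.6 to 110 ± 3 CPM with ChREBPβ at 2 mM and from 91.0 ± 3.8 to 123.2 ± 0.8 at 11 mM (SD, n = 3). Its log2 fold changes were 1.49 (standard error 0.05, edgeR adjusted p = 2.59e-15) and 0.44 (standard error 0.05, edgeR adjusted p = 2.02e-07). The paper draws on its Gene Ontology analyses (Fig. 7a, c), which were not repeated here, and on Txnip (Fig. 7e). It also draws on the apoptosis, cell cycle and β-cell marker genes in these cells (Fig. 7d, f, g). From these it reasons that ChREBPβ carries a signature of both proliferation and apoptosis with a loss of β-cell identity. It concludes that overexpression of ChREBPβ behaves much like that of Myc.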

**Fig. 7:**
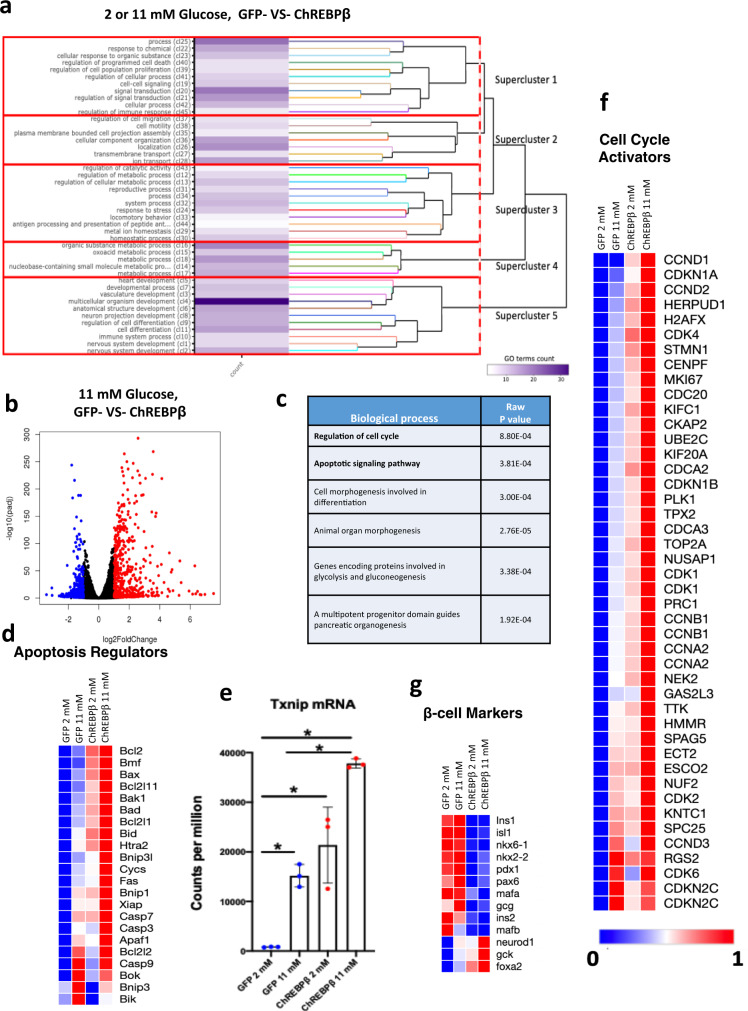
ChREBPβ initiates programs of cell cycle regulation and apoptosis when overexpressed in Ins-1 cells. Ins-1 cells were transduced with an adenovirus expressing GFP or ChREBPβ and cultured for 48 h in 2 or 11 mM glucose. RNA was collected and RNA-seq was performed. **a** Heatmap of the cluster of GO terms. The 471 GO terms (pathways) enriched by differentially expressed genes across the 6 DGEs from the 4 groups (see text) are grouped into 45 clusters of GO terms. The hierarchical tree scoring the distances between each of the 45 clusters originates superclusters that are boxed in red. The superclusters highlight the main cellular functions common to the different DGEs. **b**, **c** Volcano plot and gene ontology of biological processes affected by ChREBPβ compared to GFP-treated INS-1 cells cultured in 11 mM glucose. **d** Heat maps of the average expression levels of apoptosis regulators **e** *Txnip* mRNA expression; means of 3 independent measures, error bars are SEM; *p < 0.05. **f**, **g** Heat maps of the averages of differentially expressed cell cycle activators or β-cell marker genes. Values represent the average of three independent experiments and genes are sorted by the Pierson correlation of nearest neighbors.

### Rescue from ChREBPβ-mediated β-cell death by ChREBPα and Nrf2

Since overexpression of ChREBPα does not result in β-cell death, but rather augments glucose-stimulated β-cell proliferation via activation of the antioxidant Nrf2 pathway^5,8^, we queried whether co-expression of ChREBPα with ChREBPβ could rescue β-cells from ChREBPβ-mediated cell death. We first tested the hypothesis that the ratio of ChREBPα:ChREBPβ is an important determinant of β-cell apoptosis. INS-1 cells were transduced with a constant MOI (150) of adenoviruses expressing either ChREBPα or ChREBPβ. Increasing MOIs of each virus were compared, using LacZ-expressing adenovirus to maintain a constant viral load (Fig. 8a). Cell death, as measured by Annexin V staining and flow cytometry, was evident when the ratio of ChREBPβ to ChREBPα was greater than one. In addition, titration of ChREBPα into ChREBPβ-expressing cells reduced β-cell death. We next isolated islets from Lox-stop-Lox ChREBPβ mice, and induced ChREBPβ using a Cre adenovirus in the absence or presence of an adenovirus expressing ChREBPα, and then measured β-cell death after 48 h by counting TUNEL- and insulin-positive cells. There was almost universal apoptosis in cells overexpressing ChREBPβ, but co-expression of ChREBPα with ChREBPβ rescued β-cell death (Fig. 8b, c). Overexpression of ChREBPα activates the antioxidant Nrf2 pathway^8^. Thus, we explored whether CDDO-Me, an Nrf2 activator, might also rescue β-cells from isolated ChREBPβ-mediated cell death using islets from Lox-stop-Lox ChREBPβ mice. This proved to be true (Fig. 8b, c). Thus, overexpression of ChREBPα or activation of Nrf2 rescues murine β-cells from the cytotoxicity of ChREBPβ overexpression.

**Fig. 8:**
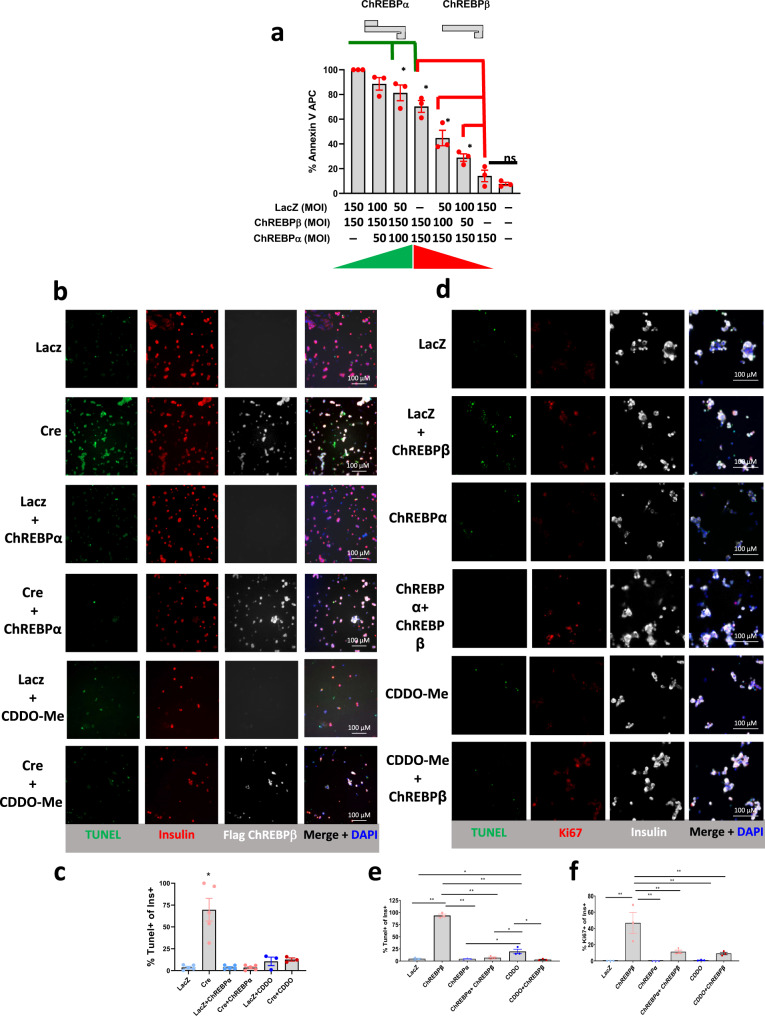
ChREBPα and activation of Nrf2 mitigates ChREBPβ-mediated β-cell death. **a** The indicated amounts of ChREBPα and ChREBPβ were transduced into INS-1-derived 832/13 cells and 48 h later apoptosis was measured with Annexin V staining. Error bars are SEM, *N* = 3, *p < 0.05. **b** Islets were isolated from Lox-Stop-Lox ChREBPβ mice, dispersed and transduced with the indicated adenovirus or 10 µM CDDO-Me for 48 h. Cells were immunostained or processed for TUNEL assay as indicated. **c** Percent of TUNEL+/insulin+ cells from (**b**)**. d** Human islets were dispersed and transduced with the indicated adenovirus or 10 µM CDDO-Me for 48 h and immunostained as indicated. **e** Percent of TUNEL+/insulin+ cells from (**d**). **f** Percent of Ki67+/insulin+ cells from (**d**). Data are the means ± SEM, *n* = 3–4, *p < 0.05, **p < 0.01 using one-way ANOVA; ns not significant.

We asked if ChREBPα could rescue ChREBPβ-mediated β-cell death in human β-cells. ChREBPβ was overexpressed using an adenovirus in dispersed human islets. Overexpression of ChREBPβ resulted in pronounced β-cell apoptosis, as assessed by insulin immunolabeling and TUNEL assay (Fig. 8d, e). We also immunolabeled the same cells for Ki67 and observed a marked Ki67 labeling in β-cells, likely reflecting DNA damage in dying β-cells [Fig. 8f; refs. 2,33]. Overexpression of ChREBPα had no effect on either proliferation or cell death. However, co-expression of ChREBPβ and ChREBPα resulted in a complete absence of cell death, but retention of robust β-cell proliferation. In separate experiments, ChREBPβ-transduced human islet cells were treated with CDDO-Me, an Nrf2 activator (Fig. 8e, f). CDDO-Me reduced ChREBPβ-mediated TUNEL staining and induced or permitted robust Ki67 immunolabeling, strongly suggesting that the rescue effect of ChREBPα was at least in part due to activation of the Nrf2 antioxidant pathway.

## Discussion

β-cells have the remarkable ability to adapt and compensate for increased demand for insulin by expanding β-cell mass, as happens in response to a hypercaloric Western diet in rodents or pregnancy in rodents and humans^2,34^. Diabetes results from an inability of β-cells to compensate for increased demand for insulin, or from decompensation resulting from a glucotoxic environment from prolonged hyperglycemia^1,35,36^. Here we find that ChREBPβ is a key modulator of both compensation and decompensation of β-cells (Fig. 9). Major findings include: (1) in response to increased glucose, ChREBPα rapidly and transiently migrates to the nucleus, and through the resulting positive feedback induction, ChREBPβ becomes the major nuclear form of ChREBP. The nuclear abundance of ChREBPβ correlates with the degree of hyperglycemia in rodent and human β-cells. Thus, nuclear ChREBPβ is a biomarker for the β-cell response to hyperglycemia. (2) The induction of ChREBPβ is required for the normal early physiological adaptive expansion of β-cells in response to a high-fat diet. (3) Chronic ChREBPβ overexpression results in β-cell death and diabetes. (4) Deletion of ChREBP-β prevents glucolipotoxicity in cultured mouse β-cells. (5) ChREBP-β-mediated glucose toxicity can be mitigated by exogenous expression of ChREBPα, or with activation of the Nrf2 antioxidant pathway.

**Fig. 9:**
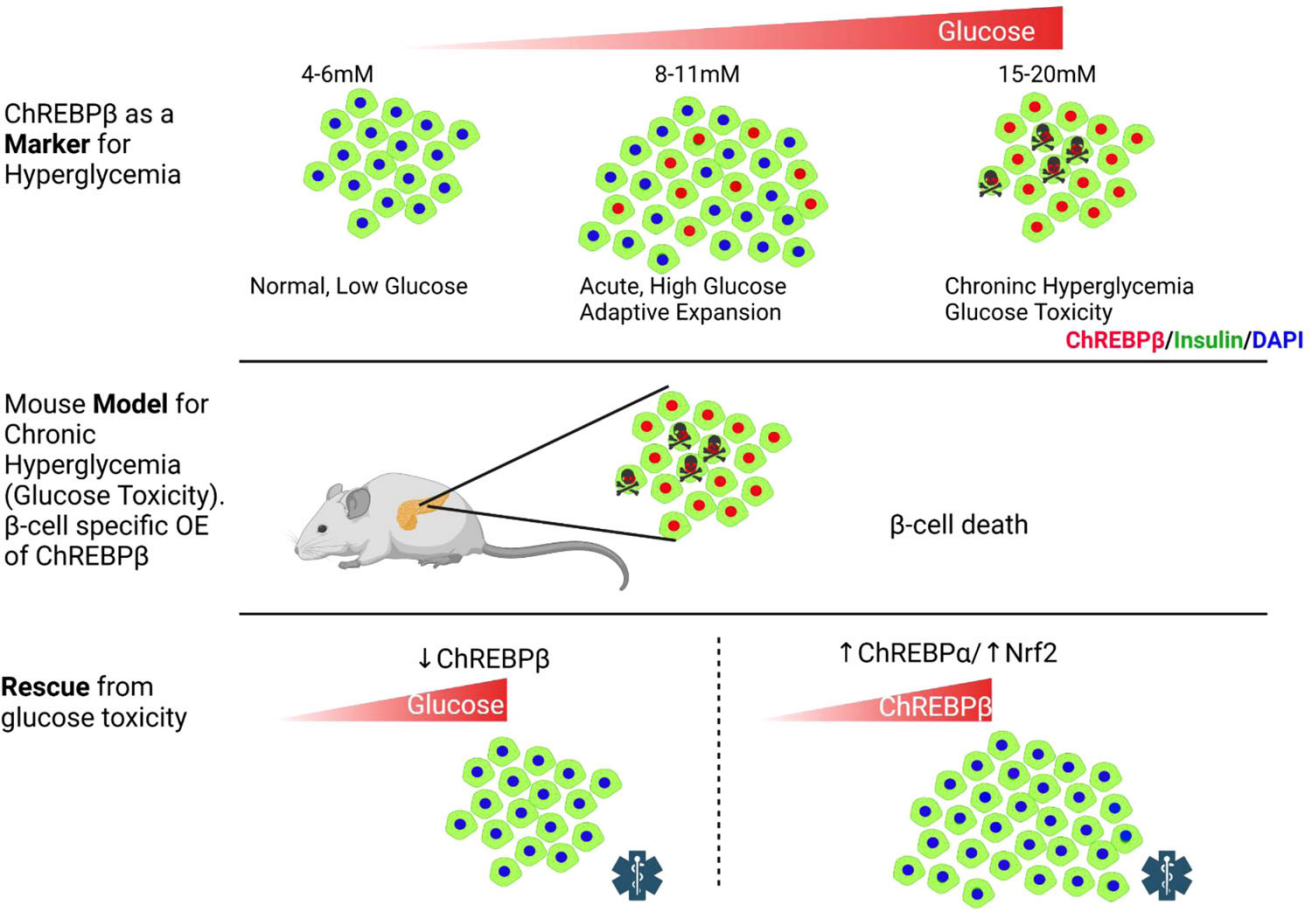
ChREBPβ is required for adaptive β-cell expansion but contributes to glucose toxicity with prolonged hyperglycemia and effects of its overexpression can be rescued by activation of the Nrf2 antioxidant pathway. Nuclear expression of ChREBPβ increases in β-cells with increased glucose concentrations. Loss of function experiments demonstrate that ChREBPβ is necessary for adaptive expansion of β-cells after a high fat diet. Gain of function experiments demonstrate that ChREBPβ overexpression mimics glucose toxicity. Deletion of ChREBPβ protects β-cells from glucolipotoxicity and ChREBPβ-mediated β-cell death can be mitigated by overexpression of ChREBPα or by activation of the Nrf2 antioxidant pathway. Created with BioRender.com.

The canonical view of ChREBP translocation posits that ChREBP remains in the cytoplasm under low glucose conditions, and then rapidly translocates to the nucleus in response to the metabolism of glucose^19^. Most assays that characterize ChREBP translocation have been performed either with antibodies that do not distinguish between ChREBPα and ChREBPβ, or by ectopic expression of epitope-tagged ChREBPα^17,18,37^. Here we used tools designed to distinguish the two major endogenous isoforms and found that ChREBPα only transiently migrates to the nucleus in response to glucose and then induces the production of ChREBPβ. Importantly, ChREBPβ is generated from a powerful positive feedback loop driven by ChoREs near an alternative transcription start site. Alternative splicing replaces exon 1a with exon 1b, leading to a mRNA encoding ChREBPβ that lacks the LID domain and an NES, and so is more transcriptionally potent and more likely to be nuclear than ChREBPα^11^. Thus, with sustained, prolonged glucose metabolism, ChREBPβ becomes the predominant ChREBP isoform bound to DNA. The functional interaction between the two isoforms of ChREBP provides the molecular machinery for acute glucose regulation by ChREBPα, and the regulation of adaptive responses for longer exposure to glucose by ChREBPβ, and the potential for pathological consequences after chronic and unrestrained positive feedback expression of ChREBPβ.

While transcriptional regulation and localization of the two splice isoforms, as demonstrated in this study seem to be of high importance for the regulation of ChREBP and activity, there are additional mechanisms that have been previously shown to tightly regulate ChREBP location and activity. ChREBP is regulated by carbohydrate metabolites and other metabolic signals^19,38^, including Ca^++^ flux, which dissociates its binding to sorcin allowing nuclear translocation in beta cells^18^, and several posttranslational modifications [reviewed in^39^], which may affect its stability and the binding of co-factors and co-activators^40,41^. Additionally, nuclear retention of ChREBP’s mRNA^42^, and sequestration of ChREBP’s heterodimer partner, Mlx, in lipid droplets play important roles in regulating ChREBP activity^43^. Furthermore, there are other mechanisms that have not been fully explored that may regulate the ratio of ChREBP isoform activity during increasing metabolic stress including differential mRNA and protein stability and differential protein translation rates. Clearly, a transcription factor that plays such an important role in beta cell function, proliferation, and apoptosis should be tightly controlled.

We have previously shown that the induction of ChREBPβ is necessary for a full transcriptional and proliferative response to glucose in rodent β-cells in vitro^10^. Here we show that ChREBPβ is necessary for adaptive β-cell proliferation and expansion of β-cell mass using models that remove ChREBPβ either conditionally in adults, or embryonically. One important observation is that removal of ChREBPβ did not affect glucose homeostasis unless the mouse was challenged with a HFD. Thus, ChREBPβ is dispensable for normal β-cell development and β-cell function under non-stressed circumstances. This is consistent with observations of very low expression levels of ChREBPβ mRNA in β-cells cultured in low glucose and with global ChREBP knock out mice, which display relatively normal β-cell function^10,44^. Another striking observation was that deletion of ChREBPβ protected β-cells from glucolipotoxic cell death. Since ChREBP is lipogenic, and inhibition of lipogenesis promotes fatty acid oxidation and protection from ceramide-mediated β-cell death^19,45,46^, a reasonable explanation for the protective effect of ChREBPβ depletion in β-cells may be decreased lipogenesis and an increased ability to process the exogenous palmitate.

Whereas overexpression of ChREBPα does not cause cell death^5,8^, overexpression of ChREBPβ resulted in robust β-cell apoptosis, resulting in decreased β-cell mass and diabetes. As with our studies, Chan and colleagues found a similar result in INS-1 cells overexpressing a constitutively active version of ChREBP that lacks the LID domain and thus is functionally and structurally similar to ChREBPβ^14^. That ChREBPβ drives apoptosis is consistent with the fact that *Txnip* is a target gene of ChREBP and that depleting β-cells of ChREBP or Txnip prevents glucotoxic mediated cell death^7,14,47^. It seems that the ratio of ChREBPβ to ChREBPα is critical for β-cell fate, and that a threshold of ChREBPβ must be reached for pathological results to occur. We observed a dose- and time-dependent component of ChREBPβ-mediated β-cell death in vivo, FACs-sorted human β-cells from T2D donors displayed a higher ChREBPβ:ChREBPα ratio than from non-diabetic donors, and increasing the ChREBPα abundance mitigated ChREBP-β-mediated cell death in vitro and in vitro in both rodent and human β-cells. These results are in concert with studies showing high levels of ChREBP correlate with poor diagnosis and increased rates of proliferation in certain forms of cancer^48^. Indeed, in many respects, ChREBPβ behaves very much like Myc in β-cells. Myc is induced by glucose and its overexpression is closely correlated to glucose toxicity and the reduction of β-cell-enriched genes, including insulin itself^49^. Furthermore, overexpression of ChREBPβ, much like Myc, results in a general amplification of actively transcribed genes^31,50^. Collectively, these results suggest that ChREBPα and ChREBPβ drive different transcriptional programs. On the one hand, overexpression of both ChREBPα and ChREBPβ result in decreased expression of β-cell markers [ref. 51 and this study]. On the other hand, overexpression of ChREBPβ leads to hyper-expression of Txnip and cell death, whereas overexpression of ChREBPα activates the Nrf2 antioxidant pathway via unknown mechanism, resulting in enhanced glucose-stimulated proliferation and protection from ChREBPβ-mediated cell death [ref. 8 and this study]. The identity of the different gene targets of the two ChREBP isoforms and the mechanisms by which they are regulated are areas of active investigation.

Interestingly, Shalev and colleagues demonstrated that ChREBPβ overexpression decreases ChREBPα abundance and postulated that a role of ChREBPβ is to prevent ChREBPα from mediating glucose toxicity^13^. Those experiments were performed at relatively early time points in vitro and did not assess apoptosis. We suspect that had longer term experiments in the studies of Jing et al. would have revealed results similar to those reported here.

We found it possible to mitigate the effect of ChREBPβ by either restoring the balanced ratio of ChREBPβ to ChREBPα, or by activating the Nrf2 antioxidant pathway. The latter effect follows from our previous study demonstrating that overexpression of ChREBPα results in the activation of Nrf2^8^. Considering that ChREBPβ drives glucose toxicity, it is not surprising that activation of an antioxidant pathway alleviates its pathological effects. Glucose toxicity can be alleviated and β-cell function improved by a large variety of antioxidants, particularly those that activate the Nrf2 pathway^15^. Of note is the study by Kjørholt et al. demonstrating that hyperglycemia rather than hyperlipidemia leads to β-cell dedifferentiation and decreased insulin secretion in *db/db* mice, and a number of studies demonstrating that normalizing blood glucose levels with insulin or SGLT2 deletion improves β-cell function^52–54^. We suggest that these effects are likely due, in part, to cessation of the positive feedback loop producing ChREBPβ and a restoration of the ChREBPα:ChREBPβ ratio and redox balance.

A number of Nrf2 activators have been or are currently being tested in clinical trials for the treatment of diabetes. Bardoxolone methyl (CDDO-Me) was investigated for treatment of chronic kidney disease in people with diabetes, but this clinical trial was terminated early due to cardiovascular safety concerns^55^. A new Phase II clinical trial with CDDO-Me has recently started, excluding at-risk patients^56^. Several natural compounds that activate Nrf2 are also under clinical trials, though many have anti-inflammatory effects acting through pathways other than Nrf2, and point out the very real possibility of  beneficial off target side effects^57^. Clearly more studies are needed to improve tissue and target specificity of Nrf2 activator compounds before realizing their potential for increasing or preserving β-cell mass in diabetes.

We acknowledge that this study was limited to β-cells. It will be important to determine whether the mechanistic details of the positive feedback loop as described here apply to other tissues affected by glucose toxicity such as kidney, liver and adipose tissue. In addition, we did not define the exact mechanism of ChREBPβ-mediated β-cell death. It will be important to understand how ChREBP-β integrates with other mechanisms of glucose and lipid toxicity including ER stress, inflammasome activity, mitochondrial dysfunction and dysregulation of Foxo1^58–61^.

In summary, we have clarified the role of ChREBP in β-cells by examining the unique functions of the two major forms of ChREBP, ChREBPα and ChREBPβ. Developing tools that distinguish the two isoforms has allowed a precise delineation of the molecular mechanism by which glucose initiates a positive feedback loop that allows ChREBPβ to become the major nuclear isoform of ChREBP in the context of adaptive responses such as from a HFD. Loss-of-function studies revealed that ChREBPβ is necessary for adaptive expansion. However, excessive ChREBPβ, as may happen from hyper-activation of the positive feedback loop with prolonged hyperglycemia or diabetes, results in β-cell apoptosis. Mitigation of ChREBPβ toxicity is possible by addition of ChREBPα to restore ChREBPα:ChREBPβ ratio, or by activation of the Nrf2 antioxidant pathway.

## Methods

### Cell Culture

INS-1-derived 832/13 cells (a kind gift form Dr. Chris Newgard, Duke University)^62^ were cultured as described previously^21^. Mouse islets were isolated by Histopaque gradient following collagenase P injection to the pancreatic duct, as previously described^63^. A day following the isolation islets were dispersed using 0.05% Trypsin. Islet cells were maintained in RPMI containing 5.5 mM glucose, 100 U/mL penicillin, 100 mg/mL streptomycin and 10% FCS as previously described^64^. Human beta cells were isolated from human cadaveric islets donors provided by the NIH/NIDDK-supported Integrated Islet Distribution Program (IIDP) (https://iidp.coh.org/overview.aspx), and from Prodo Labs (https://prodolabs.com/), the University of Miami, the University of Minnesota, the University of Wisconsin, the Southern California Islet Cell Resource enter, and the University of Edmonton, as summarized in Supplementary Table 3. Informed consent was obtained by the Organ Procurement Organization (OPO), and all donor information was de-identified in accord with Institutional Review Board procedures at The Icahn School of Medicine at Mount Sinai (ISMMS). Human islets were cultured and dispersed as previously described^5^.

### Adenovirus

Ins-1 cells, mouse islets or human islets were transduced with adenovirus at multiplicity of infection (MOI) of 150, unless otherwise indicated. Cells were seeded in RPMI with 100 U/mL penicillin, 100 mg/mL streptomycin in the presence of the virus for 16 h. The following day, FBS was added to a final concentration of 10% and glucose concentration was adjusted to the concentration of the treatment. Cells were harvested or fixed 72 h after transduction and 56 h in the noted glucose concentrations. Flag-tagged mouse ChREBPα and mCherry tagged mouse ChREBPβ were cloned into pDEST and adenoviruses were generated in HEK293 cells (ATTC cat# CRL-3216) as previously described^65^; ChREBP cDNAs were kind gift from Dr. Howard Towle (U. of Minnesota). The Nrf2 adenovirus was previously described in^8^.

### Immunofluorescence

After islet dispersal with 0.05% trypsin, cells were plated on 12-mm laminin coated glass coverslips placed in 24-well plates^24,66^. Islet cells were either uninfected or transduced and cultured as described above at a MOI of 150 of the adenoviruses indicated. Cells were then rinsed with PBS and fixed in 4% paraformaldehyde, and β-cell proliferation was determined by immunolabeling for Ki67 and Insulin. Confocal images were acquired using the Zeiss LSM 880 Airyscan. For time course experiments, cells were in a temperature and CO_2_ controlled chamber throughout the experiment. Images were taken at 10 min intervals for the first 2 h following by hourly acquisition for a total of 10 h. Nuclear quantifications were performed by counting the overlap of DAPI positive nuclei and the marked fluorophore. Approximately 150 cells were counted for every time point.

### Antibodies used

Antibodies used were: anti-insulin guinea pig polyclonal at 1:000 from DAKO (cat# A0564, AB_10013624; anti-glucagon mouse monoclonal at 1:500 from Abcam (cat# ab10988, AB_297642); anti-ChREBP C-term rabbit polyclonal at 1:250 from Novus (cat # NB400-135, AB_10002435); ChREBP N-term rabbit polyclonal at 1:250 generated by Genscript and validated in Supplementary Fig. 3; anti-Flag rabbit polyclonal at 1:500 from Cell Signaling (cat# 2368S, AB_2217020); Anti-green fluorescent protein (GFP) chicken polyclonal at 1:100 from Aves-Labs (cat# GFP-1020, AB_10000240); anti-Cherry (red fluorescent protein) rabbit polyclonal at 1:1000 from Rockland (cat# 600401379S, AB_11182807); anti-Ki67 rabbit monoclonal at 1:250 from ThermoScientific (cat# MA5-14520, AB_10979488), see Supplementary Table 2.

### Genetically modified mice

Mice with β-Cell-specific inducible knockout or knockin of ChREBPβ were generated by combining either MIP-CreERT mice^25^ or RIP-Cre^Herr^ mice [ref. 26, MMRC-Jackson Labs] with floxed ChREBPβ mice^10^ or with 3xFlag-tagged ChREBPβ transgenic mice, respectively. To generate 3xFlag-tagged ChREBPβ transgenic mice, a murine 3xFlag-tagged ChREBPβ transgene was subcloned into a modified Rosa26-pCAG-LSL-WPRE-bGHpA targeting vector between the LSL and WPRE sequences^67^. The LSL sequence contains loxP- Stop codons - 3x SV40 polyA – loxP. The targeting vector was linearized and transfected into the 129/B6 F1 ES cell line G4. G418-resistant ES clones were screened by PCR. Positive ES clones were injected into C57BL/6J blastocysts in the Boston Nutrition Obesity Research Center Transgenic Core to obtain chimeric mice following standard procedures. Chimeric mice were bred with C57BL/6J mice to obtain germline transmitted F1 mice and these mice were backcrossed onto the C57BL/6J background for more than 10 generations. All mice used in this study were in a C57BL/6J mouse background. Mice were periodically outbred to C57Bl/6 to avoid off target effects and to minimize growth hormone effects caused by breeding the Cre allele to homozygosity, as well as to obtain Cre-negative littermate controls^68^. Cre-mediated recombination was achieved by intraperitoneal injection for 5 consecutive days of 75 μg/g body weight of tamoxifen (Tam) (Sigma-Aldrich) dissolved in corn oil. All protocols were performed with the approval of and in accordance with guidelines established by the Icahn School of Medicine at Mount Sinai Institutional Animal Care and Use Committee.

### Islet transplantation

Human islets were transplanted into the renal subcapsular space as described previously^24,66,69^. Numbers of human islet equivalents are described in the Figure Legends.

### HFD feeding

14 week-old mice were fed with a lard-based HFD (41% kcal from fat) (TD 96001; Harlan Teklad) or a regular diet (RD) (13.1% kcal from fat) (Purina PicoLab 5053; LabDiet). After 7 or 30 days, body weights, non-fasting blood glucose, and plasma insulin were measured and pancreata harvested and processed for histological studies or islet isolation.

### Glucose homeostasis

Blood glucose was determined by glucometer (AlphaTrack 2) and plasma insulin by ELISA (Mercodia). An intraperitoneal glucose tolerance test was performed in mice fasted for 16–18 h and injected intraperitoneally with 2 g d-glucose/kg. Insulin tolerance test was performed in non-fasted mice IP-injected with human insulin (1.5 units/kg). Glucose-stimulated insulin secretion and insulin measures were performed as previously described^24,70^.

### Immunohistochemistry and analysis of β-cell proliferation and mass

Paraffin-embedded pancreas sections were immunolabeled with antibodies for insulin (Dako) and Ki67 (Thermo Fisher Scientific), and at least 2000 β-cells were blindly counted per mouse. β-cell mass was measured from at least three insulin-labeled pancreas sections per mouse, at least 5 µm from each other, and quantified using ImageJ (National Institutes of Health). For 3D pancreatic imaging, tissue was cleared using the iDISCO method for tissue clearing as previously described^71^. Z-stack images of insulin-positive pancreata were acquired using Ultramicroscope II (LightSheet) 3D reconstitution of the images and quantification of beta cell mass using Imaris (9.7.2) software.

### Generation of CRISPR/Cas9 INS-1 cells

INS-1 cells were transfected with Lipofectamine 2000 (Invitrogen) according to the manufacturer’s recommendations using two plasmids: the first was the pX330 (Addgene) to which the PAM containing oligos were ligated into *Bbs1* sites using T4 ligase (Promega, overnight according to manufacturer’s instructions). For tagging the N-terminus of ChREBP, the guide RNA was constructed using the following primers: forward CACCGGTCGTCCCCAGCCCGGATTCGG and reverse AAACCCGAATCCGGGCTGGGGACGACC. For tagging the C-terminus of ChREBP, the guide RNA was constructed using the following primers: forward CACCGGACACGTCCCTCTCGATCCTGG and reverse AAACCCAGGATCGAGAGGGACGTGTCC. The first plasmid was co-transfected along with a second plasmid (pUC57) containing homology arms and the sequence for mCherry or eGFP, which was generated using GeneScript gene synthesis (sequence available upon request). Cells were allowed to recover after transfection and were expanded for 7–10 days after which they were collected by fluorescence-activated cytometric sorting at the Mount Sinai Flow Cytometry Core to isolate the fluorescent population of cells. The sorted population of cells was transfected as before, and the cycle of transfection and sorting was repeated 2–3 times to obtain a homogenous population of INS-1 cells expressing the desired fluorescent protein fused to endogenous ChREBP.

### TUNEL and Annexin V assays

TUNEL labeling was performed according to the manufacturer, using the DeadEnd Fluormetric TUNEL System (Cat#G3250, Promega). Annexin V and PI staining were performed as described previously^72^ to distinguish dead (PI-AnnexinV+) and dying INS-1 cells (PI-AnnexinV+) from live INS-1 cells (PI-AnnexinV).

### RNA Seq

Total RNA from ~1 × 10^6^ INS-1 cells was isolated using the RNAeasy mini kit (Qiagen) according to the manufacturer’s protocol. RNA integrity was assessed using Ribogreen to determine total mass and Fragment Analyzer was used to determine RNA integrity. All samples passed quality control, with RNA integrity scores are ranging from 7.7 to 10. Samples were submitted to Genewiz and RNA was amplified via the NuGEN Ovation RNA-Seq System V2 prior to RNA sequencing. Each sample was sequenced on a HiSeq2500 instrument (Illumina) at a depth of 35–40 million, 150 bp paired-end reads, that were single-indexed per lane. Raw counts were processed for DGE analysis using the edgeR R package (version 4.2), using a minimum fold change of 1.2. Six DGEs were conducted to reflect each possible comparison of the 4 groups. The resulting lists of differentially expressed genes were fed into the ViSEAGO R package (version 1.8.0). ViSEAGO carries out a data mining of biological functions and establishes links between genes involved in the study facilitating functional GO analysis of complex experimental design with multiple comparisons^29^. For human studies, β-cells from dispersed human islets were transduced with an adenovirus expressing ZsGreen driven by a MIP-miniCMV promoter and harvested by fluorescence-activated cytometric sorting (FACS Aria II) as described previously^22,66^. The β-cell fraction was confirmed to be >92% pure by immunolabeling of sorted cells with insulin, by qRT-PCR and by RNAseq^66^. RNA sequencing, alignment and feature quantitation was as previously described^22^. The datasets generated during and/or analyzed during the current study are available in the GEO repository as accession number GSE197864.

### qPCR and PCR

mRNA was isolated using the Qiagen RNAeasy mini kit for INS-1 cells, or for islets using the Qiagen RNAeasy mini kit. cDNA was produced using the Promega m-MLV reverse transcriptase. qPCR was performed on the QuantStudio5 using Syber-Green (BioRad) and analysis was performed using the ΔΔCt method. PCR for genotyping was performed using standard methods. Primer sequences are shown in Supplementary Table 1.

### Western blotting and chromatin immunoprecipitation

Cells were lysed in RIPA buffer (Thermo-Fisher) with protease inhibitors (Roche). Lysates were sonicated for 20 s on ice and centrifuged at 10,000 × *g* for 5 min. Lysates were then placed in a 95 **°**C for 5 min with Laemmli loading buffer. A total of 40 μg protein extract/well was loaded on 7.5% SDS polyacrylamide gels. Western blots were carried out using antibodies described in Supplementary Table 2, and the blots were scanned with the LI-COR laser-based image detection method as previously described^73^. Chromatin immunoprecipitation was performed as previously described^21^.

### Statistics

All studies were performed with a minimum of three independent repletion. Data presented in this study as means ± standard error of the mean (SEM). Statistical analysis was performed using Two-way ANOVA on GraphPad (Prism) V9.2.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

Description of Additional Supplementary Files

Supplemental movie 1

Supplemental Movie 2

Supplementary Movie 3

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the GEO repository as accession number GSE197864. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Maladaptive positive feedback production of ChREBPβ underlies glucotoxic β-cell failure
**Source:** Nat Commun. 2022 Jul 30;13:4423. doi: 10.1038/s41467-022-32162-x
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Materials:**

**Maladaptive Positive Feedback Production of ChREBP $\beta$  Underlies Glucotoxic  $\beta$ -  
Cell Failure**

**Supplementary Table 1.****Human primers**

| Gene            | Foward primer          | Reverse primer       |
|-----------------|------------------------|----------------------|
| ChREBP $\alpha$ | ACTCGGACTCGGACACAGAC   | AGGCTCAAGCACTCGAAGAG |
| ChREBP $\beta$  | CTGCAGGTCGAGCGGATT     | GTCTGTGTCCGAGTCCGAGT |
| Pklr            | CTGGTGATTGTGGTGACAGG   | TGGGCTGGAGAACGTAGACT |
| Txnip           | TGTGTGAAGTTACTCGTGCAAA | GCAGGTACTCCGAAGTCTGT |
| $\beta$ -actin  | GTCTTCCCCTCCATCGTG     | AGGTGTGGTGCCAGATTTTC |

**Mouse primers**

| Gene            | Foward primer         | Reverse primer             |
|-----------------|-----------------------|----------------------------|
| ChREBP $\alpha$ | CGACACTCACCCACCTCTTC  | TTGTTCAAGCCGGATCTTGTC      |
| ChREBP $\beta$  | TCTGCAGATCGCGTGGAG    | CTTGTCGCCGGCATAGCAAC       |
| INS-1           | TATAAAGCTGGTGGGCATCC  | GGGACCACAAAGATGCTGT        |
| Ins2            | TTTGTCAAGCAGCACCTTT   | AGG TTT TCT CGC CCC TTA AC |
| Pklr            | TCAAGGCAGGGATGAACATTG | CACGGGTCTGTAGCTGAGTG       |
| Txnip           | CTCGGGTGGAGTGCTTAGAG  | CTGATGGAGGCACAGTGAGA       |
| ACC             | CGCTCACCAACAGTAAGGTGG | GCTTGGCAGGGAGTTCCTC        |
| $\beta$ -actin  | AGCCATGTACGTCCATCC    | CTCCAGCTGTGGTGGTGAA        |
| Nkx6.1          | CGCCCGGGCTCTACTTTAG   | GTCCAGAGAACGTGGGTCTG       |
| Pdx1            | CTCCGGACATCTCCCACATC  | ACGGGTCTCTTGTTTTCTT        |
| MafA            | ATCATCACTCTGCCCACCAT  | AGTCGGATGACCTCCTCCTT       |

**Rat primers**

| Gene            | Foward primer          | Reverse primer        |
|-----------------|------------------------|-----------------------|
| ChREBP $\alpha$ | TGCATCGATCACAGGTCATT   | AGGCTCAAGCATTCTGAAGAG |
| ChREBP $\beta$  | TCTGCAGATCGCGCGGAG     | CTTGTCGCCGGCATAGCAA   |
| Pklr            | GTGGAGCACGGTGGTATCTT   | CTTACGCCTTCATGGTTCT   |
| Txnip           | CTGATGGAGGCACAGTGAGA   | CTCGGGTGGAGTGCTTAGAG  |
| $\beta$ -actin  | AACACCCCAGCCATGTACGTAG | GAACCGCTCATTGCCGATAGT |

**Genotyping primers**

| Mouse              | Foward primer           | Reverse primer           |
|--------------------|-------------------------|--------------------------|
| Flx ChREBP $\beta$ | GCTAGGGAGATGTGGCGTTT    | GGTCCCAAAGTGTAGACCGG     |
| LSL ChREBP $\beta$ | AGGAAGACGAGGCTGGAGAT    | TGACATCGATTACAAGGATGACGA |
| R26                | GCAGAAGGAGCGGGAGAAAT    | TTCCCCTCGTGATCTGCAAC     |
| MIP Cre ERT        | CGCGGTCTGGCAGTAAAACTATC | CCCACCGTCAGTACGTGAGATATC |
| RIP Cre            | TAAGGCTAAGTAGAGGTGT     | TCCATGGTGATACAAGGGAC     |

**Supplementary Table 2.**

| <b>Name</b>   | <b>Mono/<br/>Polyclonal</b> | <b>Host<br/>species</b> | <b>Dilution<br/>Used</b> | <b>Supplier</b>  | <b>Catalog #</b> | <b>Antibody<br/>Registry #</b> |
|---------------|-----------------------------|-------------------------|--------------------------|------------------|------------------|--------------------------------|
| Insulin       | Poly                        | Guinea Pig              | 1:000                    | Dako             | A0564            | AB_10013624                    |
| Glucagon      | Mono                        | Mouse                   | 1:500                    | Abcam            | ab10988          | AB_297642                      |
| ChREBP C term | Poly                        | Rabbit                  | 1:250                    | Novus            | NB400-135        | AB_10002435                    |
| ChREBP N term |                             | Rabbit                  | 1:250                    | Genscript        |                  |                                |
| Flag          | Poly                        | Rabbit                  | 1:500                    | Cell Signaling   | 2368S            | AB_2217020                     |
| GFP           | Poly                        | Chicken                 | 1:100                    | Aves-Labs        | GFP-1020         | AB_10000240                    |
| Cherry        | Poly                        | Rabbit                  | 1:1000                   | Rockland         | 600401379S       | AB_11182807                    |
| Ki67          | Mono                        | Rabbit                  | 1:250                    | ThermoScientific | MA5-14520        | AB_10979488                    |

### Supplementary Table 3 Human Islets used in this study:

#### T2D study (Figure 3b)

#### Txp localization (Figure 4f,g)

#### Rescue (Figure 8d)

**a** Supp. Figure 1

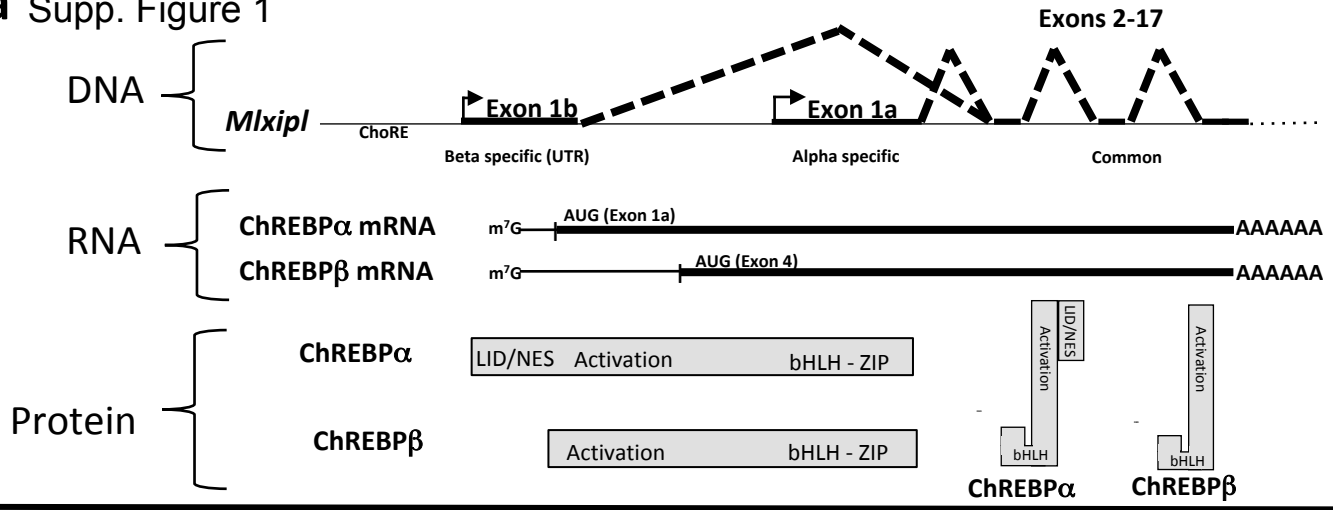

### Glucose-induced Positive Feedback Production of ChREBP $\beta$

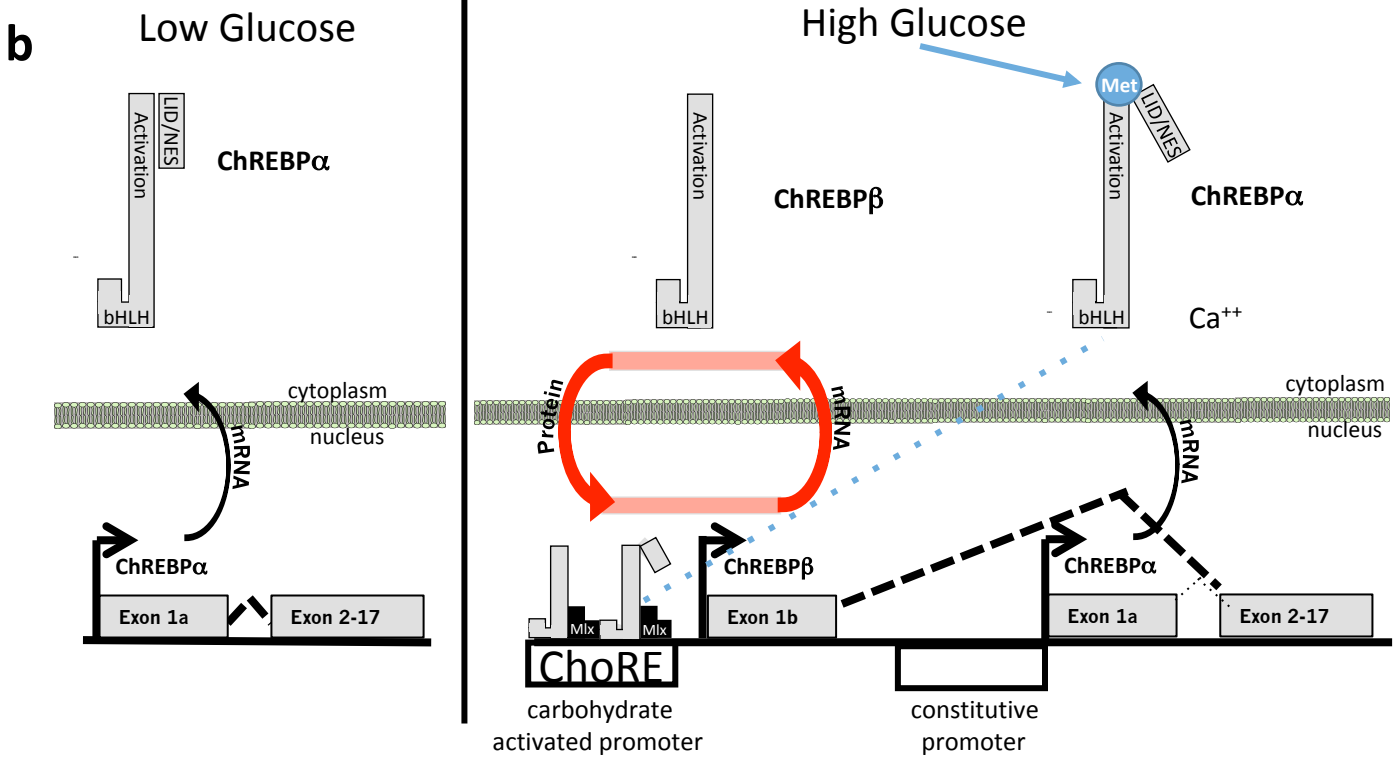

**Supp. Figure 1. Production of ChREBP $\alpha$  and ChREBP $\beta$ .** Two promoters of *Mlxipl* drive expression of the 2 major ChREBP isoforms, ChREBP $\alpha$  and ChREBP $\beta$ . The arrows denote transcription start sites. Alternative splicing results in mRNA species with different translation start sites and thus give rise to full length ChREBP $\alpha$  and a truncated ChREBP $\beta$ , without a low glucose inhibitory (LID) domain or nuclear export sequence (NES). The basic helix-loop-helix zipper (bHLH-Zip) domain allows for DNA binding and obligate heterodimerization with *Mlx*, respectively. The LID domain folds over and sterically inhibits the activation domain. ChREBP $\beta$ , without the LID or NES domains is much more transcriptionally active than ChREBP $\alpha$ . The alternative promoter for ChREBP contains a strong carbohydrate response element (ChoRE), setting the stage for a positive feedback loop. **b.** ChREBP $\alpha$  is constitutively produced and sequestered mostly in the cytoplasm under conditions of low glucose (*left panel*). With high glucose, a metabolite (Met) of glucose, whose identity is still controversial, binds to the glucose-sensing domain and a conformational change occurs, exposing the activation domain. Concurrently, in a  $\text{Ca}^{++}$ -dependent manner in  $\beta$ -cells, ChREBP $\alpha$  enters the nucleus and binds to the ChoRE. Alternative splicing leads to production of ChREBP $\beta$ , which immediately begins producing more of itself in a positive feedback loop (red, *right panel*).

## Tools used to distinguish ChREBP $\alpha$ from ChREBP $\beta$

1. RT-PCR primers specific to ChREBP $\alpha$  or ChREBP $\beta$  mRNA
2. Antibodies specific to ChREBP $\alpha$  (N-terminal) or both ChREBP $\alpha$  and ChREBP $\beta$  (C-terminal)

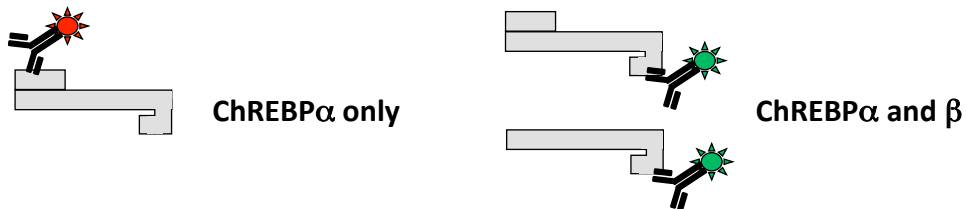

3. Anti-Flag antibodies specific to Flag-tagged ChREBP $\alpha$  or ChREBP $\beta$

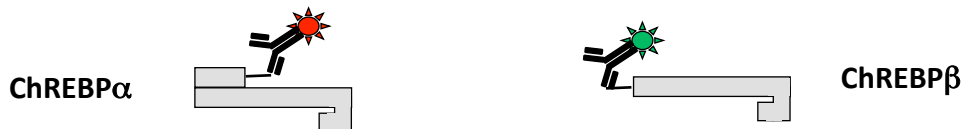

**Supp. Figure 2. Tools used to distinguish ChREBP $\alpha$  from ChREBP $\beta$ .** This figure lists tools we used in this study to distinguish between ChREBP $\alpha$  and ChREBP $\beta$ . **1.** RT-PCR was used with primers specific to either isoform. **2.** Antibodies against the N-terminal low glucose inhibitory domain (LID) can only recognize ChREBP $\alpha$ ; antibodies against the C-terminus recognize both isoforms. **3.** Antibodies against the flag epitope tag can recognize flag-tagged ChREBP $\alpha$  or ChREBP $\beta$ .

Supp. Figure 3

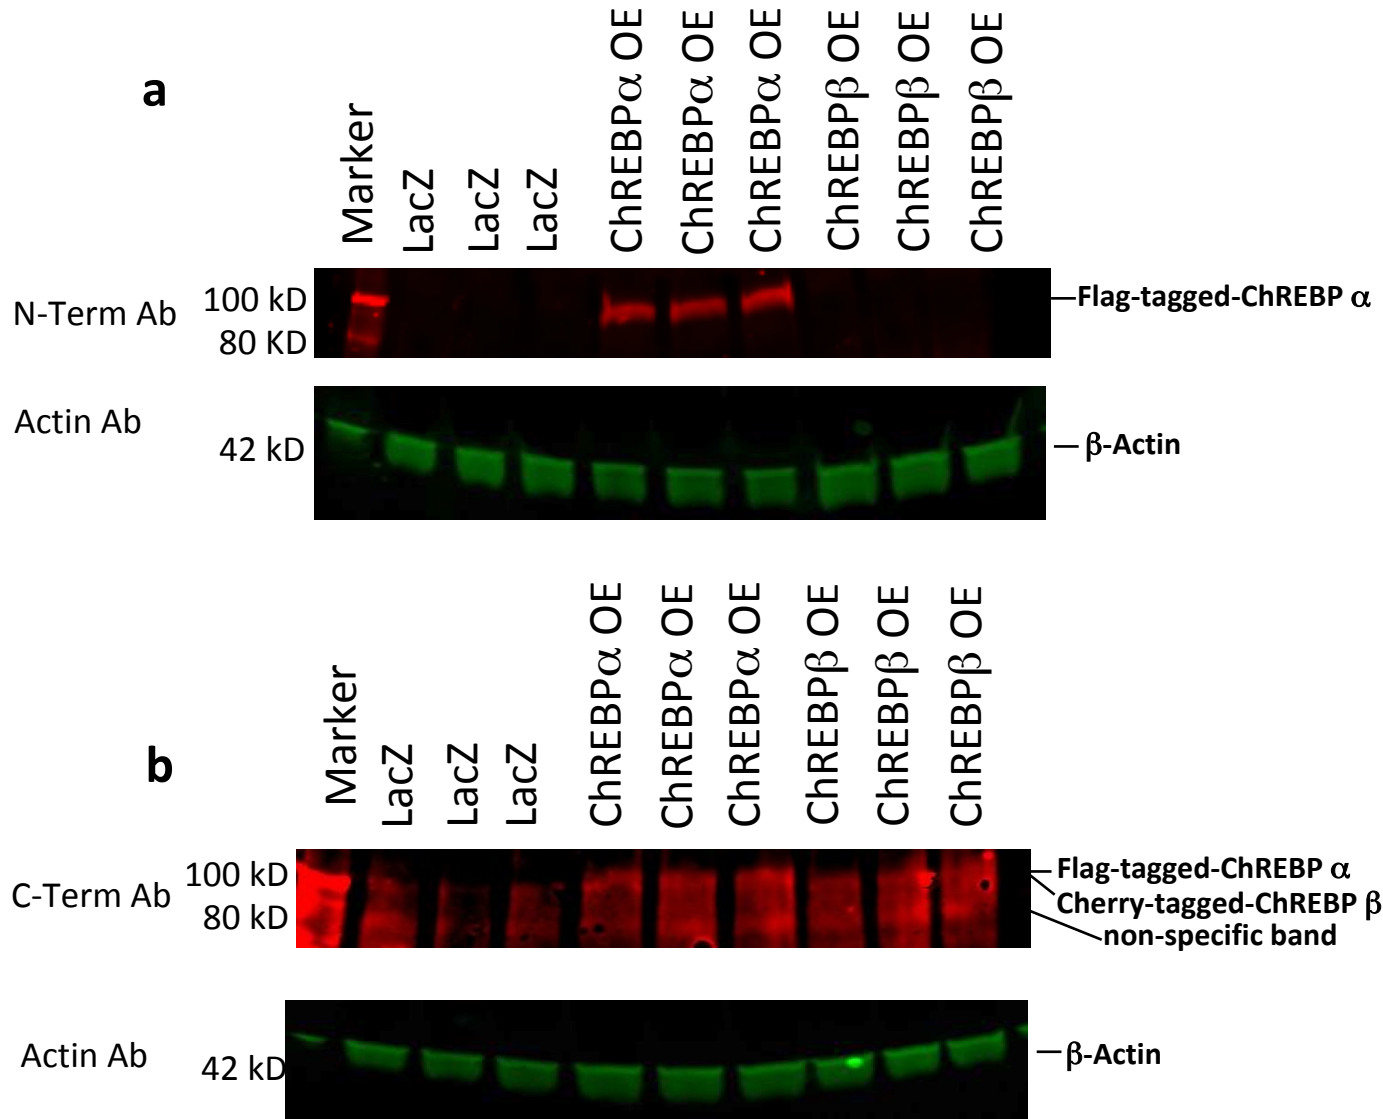

**Supp. Figure 3. Validation of antibodies detecting ChREBP isoforms.** INS-1 cells were transduced with the adenoviruses expressing either  $\beta$ -galactosidase (LacZ) as a control, or ChREBP $\alpha$  or ChREBP $\beta$ . Protein extracts were prepared, and Western blots performed using an N-terminal antibody to detect ChREBP $\alpha$  (**A**) and a C-terminal antibody to detect both ChREBP $\alpha$  and ChREBP $\beta$  (**B**), and  $\alpha$ -Actin as a loading control. Note that Cherry-tagged ChREBP $\beta$  migrates at nearly the same rate as Flag-tagged ChREBP $\alpha$ . Shown are the extracts from 3 separate experiments.

# Supp. Figure 4

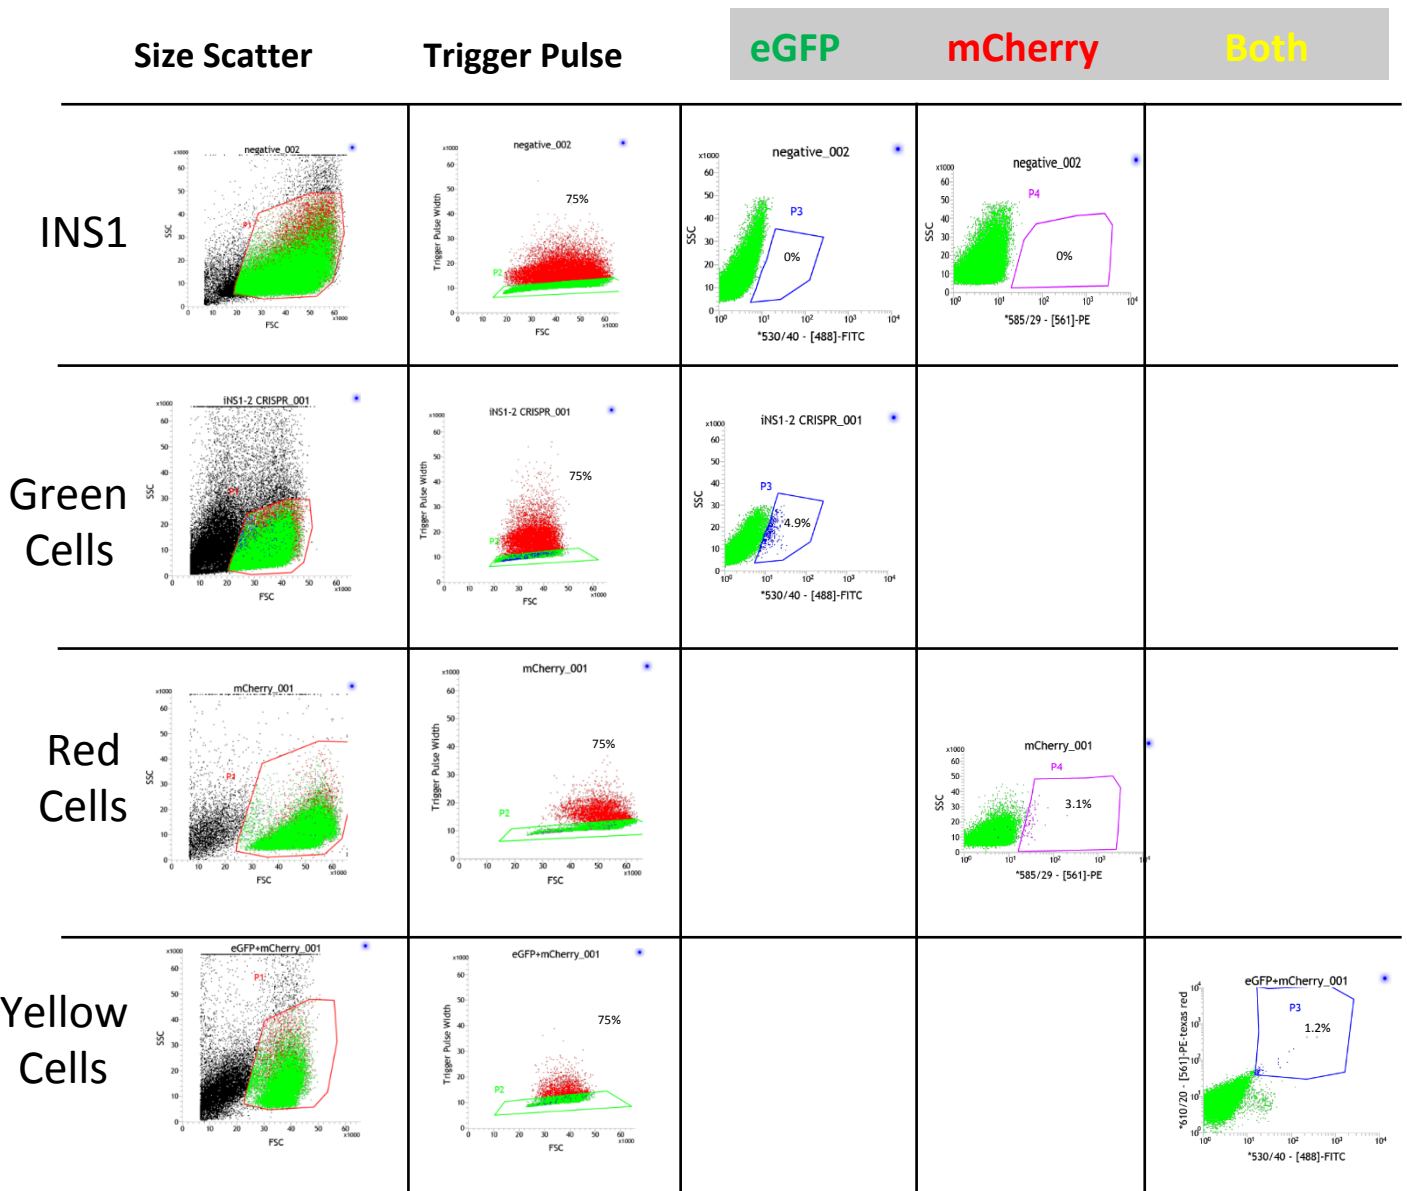

**Supp. Figure 4. Gating and fluorescent activated cell sorting of ChREBP genomically edited with eGFP and mCherry labels in INS-1 cells.** INS-1 cells were genome-edited using CRISPR/Cas9 as described in the Methods to add GFP or Cherry tags or both to the endogenous Mlxipl (ChREBP) gene (and see Suppl. Fig 1). Cells were sorted on a FACSaria II in the Mount Sinai Flow Cytometry Core. Shown is a grid with the gating used to sort the edited INS-1 cells to derive Green, Red and Red/Green INS-1 cells. The data shown represents the first of several rounds of sorting.

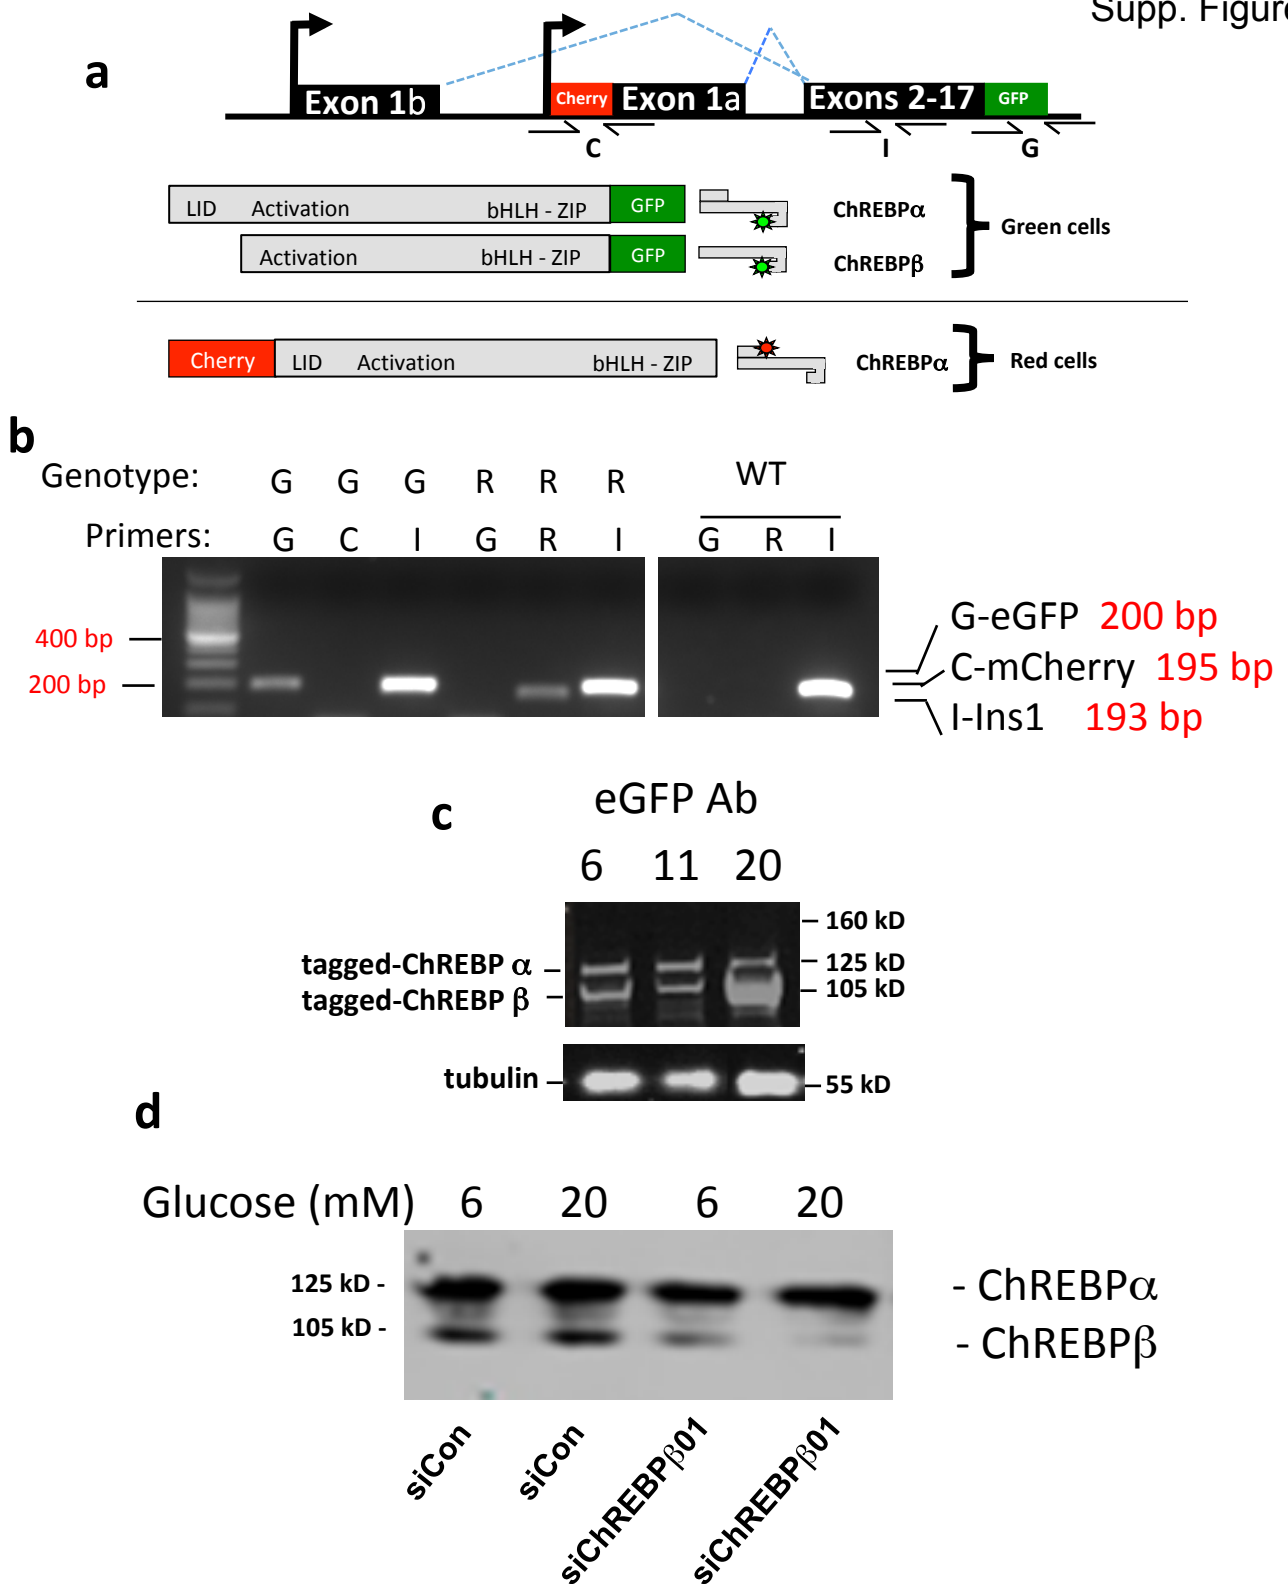

**Supp. Figure 5. Validation of Green and Red ChREBP-edited INS-1 cells.** **a.** Schematic of genomic editing of ChREBP including location of genotyping primers. **b.** Agarose gel of genotyping red and green cells using the indicated primers from **(a)**. **c.** Western blot of extracts from Green (eGFP antibody) cells treated with the indicated concentration of glucose for 16 h.  $\beta$ -Actin was used as loading controls. **d.** Western blot from extracts of Green cells treated with a control siRNA or and siRNA against ChREBP $\beta$  and cultured for 2 days in the indicated glucose concentration.

# Supp. Figure 6

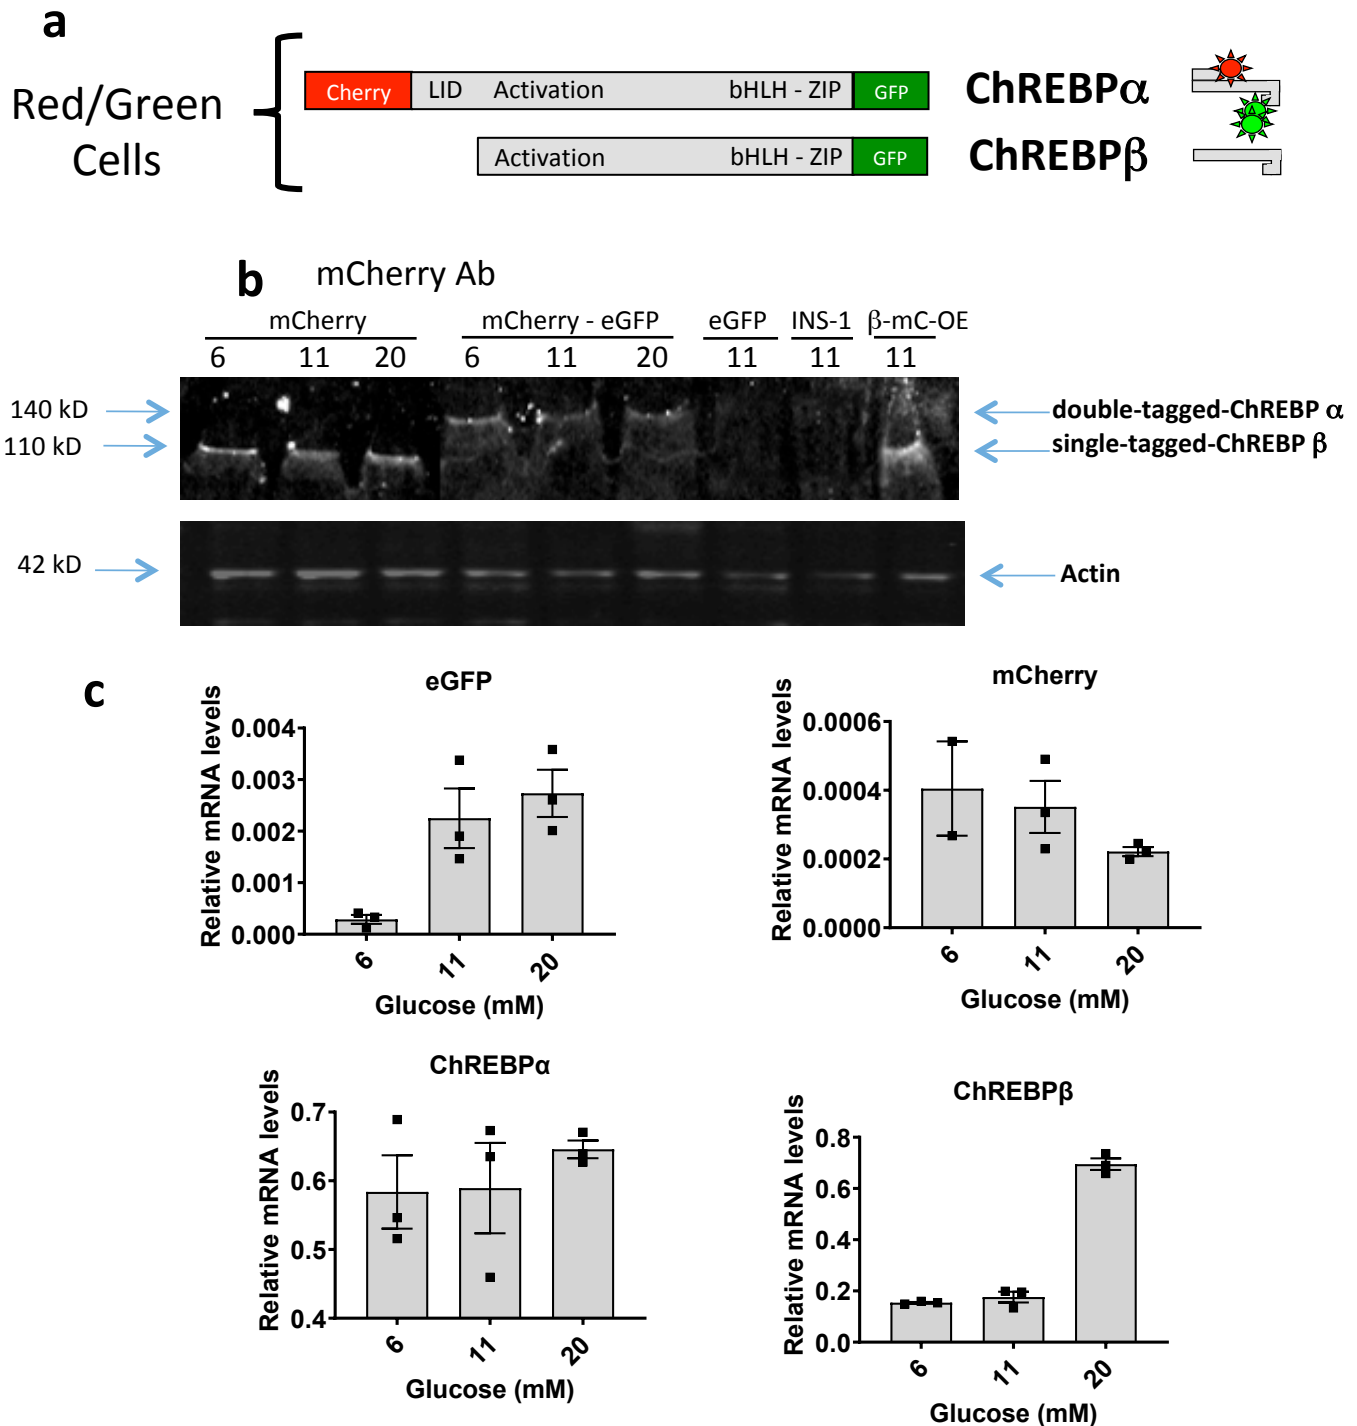

**Supp. Figure 6. Validation of Red and Red/Green ChREBP-edited INS-1 cells.** **a.** Schematic of genomic editing of Red/Green cells. **b.** Western blot of protein extracts of Red (mCherry), Green (eGFP), Red/Green (mCherry-eGFP), or parental INS1 cells cultured for 2 days in 6, 11, or 20 mM glucose. **c.** RNA was isolated from Red/Green cells cultured in the indicated concentrations of glucose and subjected to RT-PCR using primers for the indicated genes. Data are the means  $\pm$  SEM,  $n=3$ .

**a Red Cells**

ChREBP $\alpha$  only + DAPI

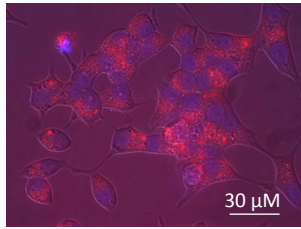

2 mM Glucose

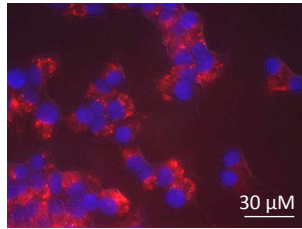

6 mM Glucose

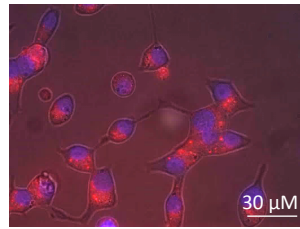

11 mM Glucose

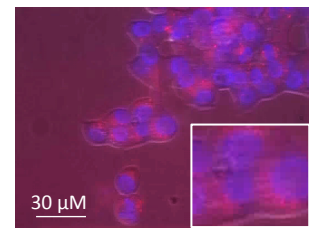

20 mM Glucose

**b**

**Green Cells**

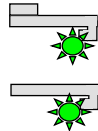

ChREBP $\alpha$  and  $\beta$  + DAPI

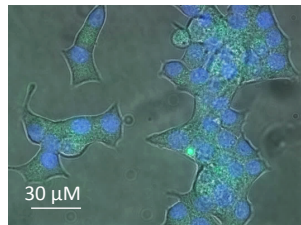

2 mM Glucose

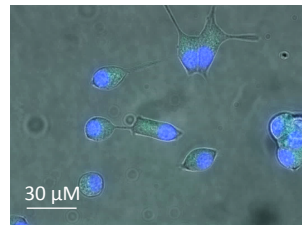

6 mM Glucose

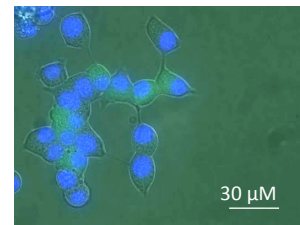

11 mM Glucose

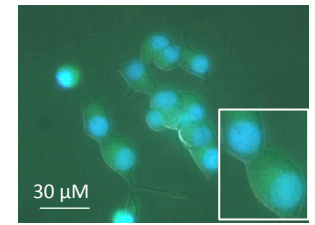

20 mM Glucose

**c**

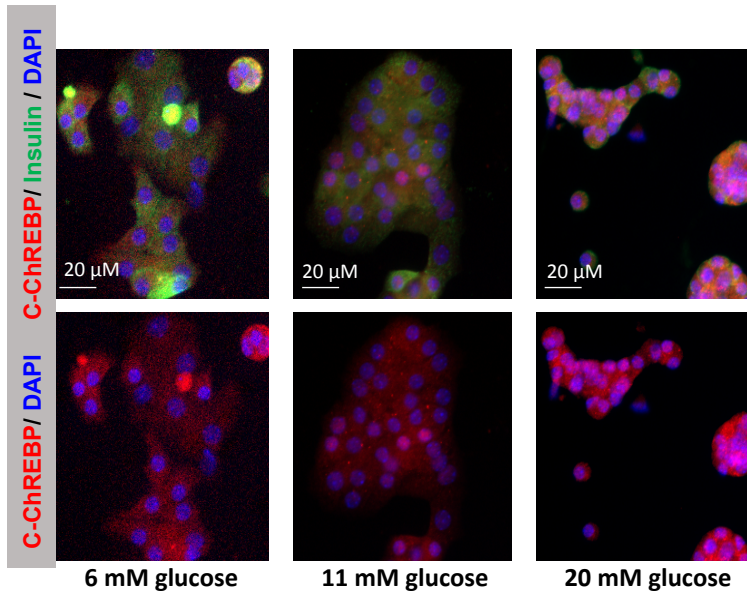

**d**

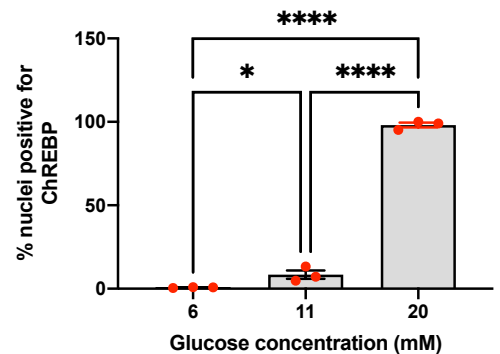

**Supp. Figure 7. ChREBP $\beta$  becomes more nuclear with increasing concentrations of glucose.** Red or Green INS-1 cells were incubated in the indicated concentrations of glucose for 72 h. **a,b.** Live cell microscopy was performed, which includes phase contrast to identify the edges of the cells. All micrographs represent at least 3 independent experiments. **c.** Islets from male C57Bl/6 mice were isolated, dispersed and cultured in the indicated glucose concentrations for 48 h. Cells were fixed and immunostained with the C-terminal antibody for ChREBP (recognizes both ChREBP $\alpha$  and ChREBP $\beta$ , stained red) and Insulin (stained green) **d.** The percent nuclear ChREBP fluorescence from (**C**) was determined. Data are the means  $\pm$  SEM, N=3, \*,  $p < 0.05$ , \*\*\*\*.  $P < 0.0001$  using two-way ANOVA.

Supp. Figure 8

**a**

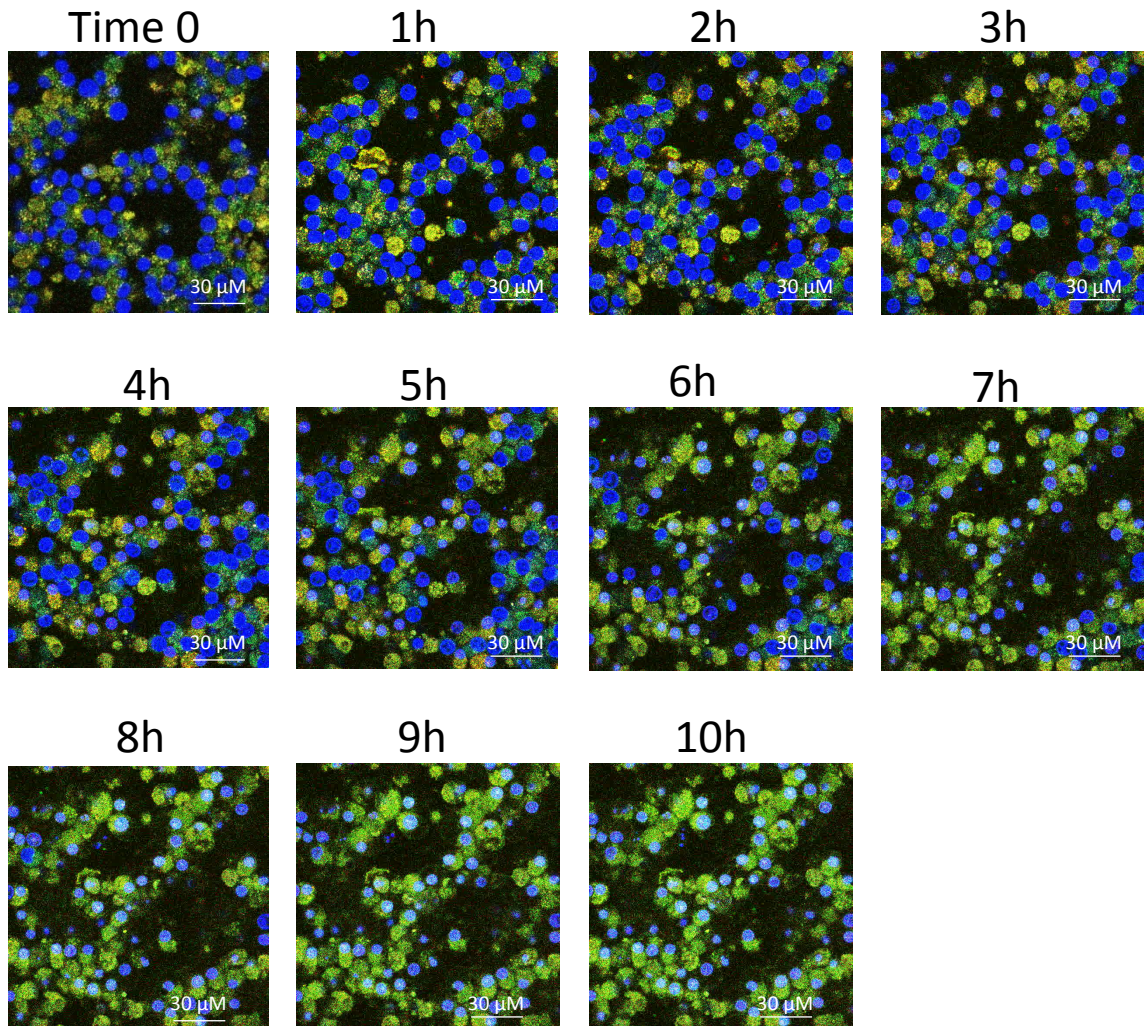

**b**

**2  $\rightarrow$  20+CHX**

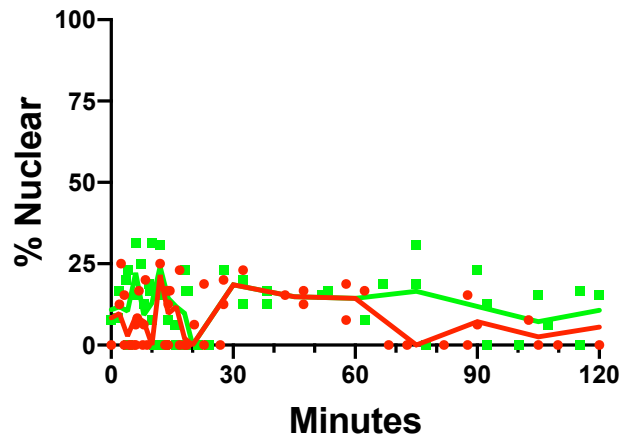

**Supp. Figure 8. Time course of Red/Green cells after changing media from 2 mM to 20 mM glucose.** **a.** A field of Yellow (Red/Green) fluorescence from 0 to 10 h after changing culture medium from 2 mM to 20 mM glucose. **b.** Percent nuclear red or green fluorescence after changing culture medium from 2 to 20 mM glucose in the presence of 10  $\mu$ g/ml cycloheximide (CHX). Representative of 3 independent experiments.

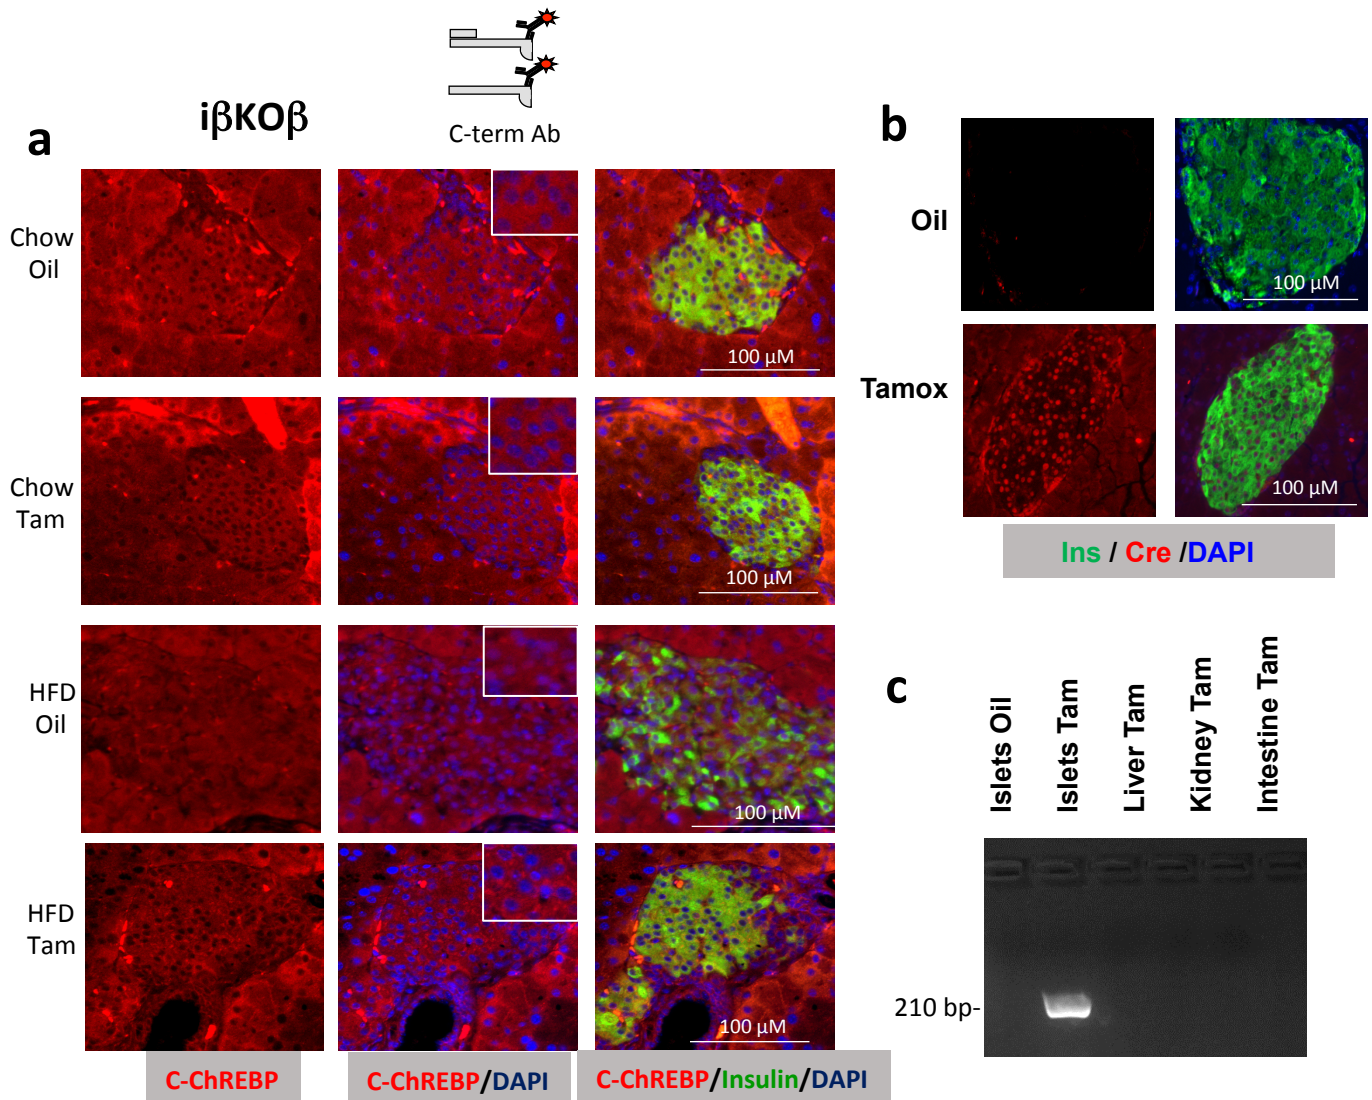

**Supp. Figure 9. Validation of  $i\beta KO\beta$  mice.** **a.**  $i\beta KO\beta$  mice were treated with vehicle corn oil or tamoxifen, allowed to recover for 2 days and then placed on a chow or high-fat diet (HFD) for one week. Pancreata were harvested and tissue slices were immunostained with antibodies against insulin or C-terminal ChREBP. **b.**  $i\beta KO\beta$  mice were treated with vehicle corn oil or tamoxifen. After 7 days past the first injection, pancreata were harvested and immunostained for Cre recombinase and insulin. **c.**  $i\beta KO\beta$  mice were treated with vehicle corn oil or tamoxifen, allowed to recover for 2 days and DNA from the indicated tissues was isolated and used as template for a PCR reaction that provided an amplicon only after recombination resulting in the deletion of ChREBP intron 1b. These results were repeated at least 3 independent times.

Supp. Figure 10

$i\beta ko\beta$  males

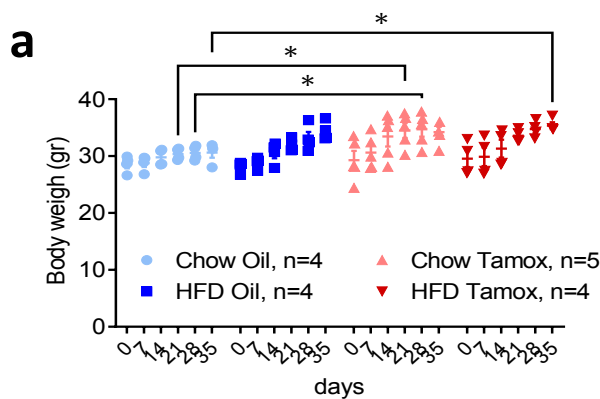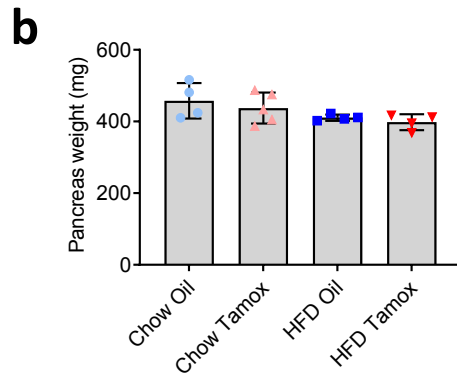

$i\beta ko\beta$  females

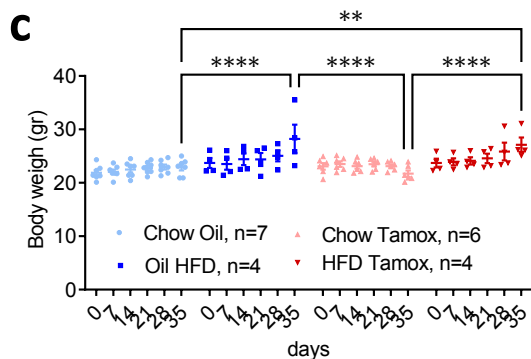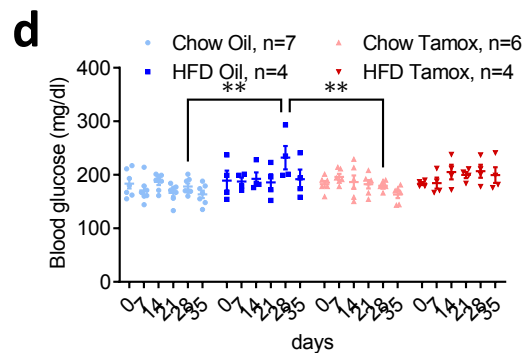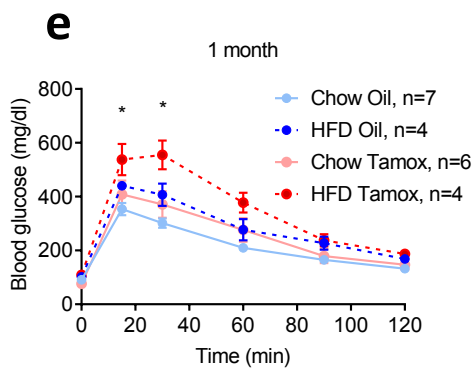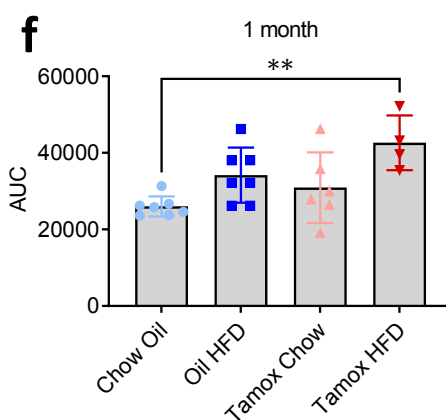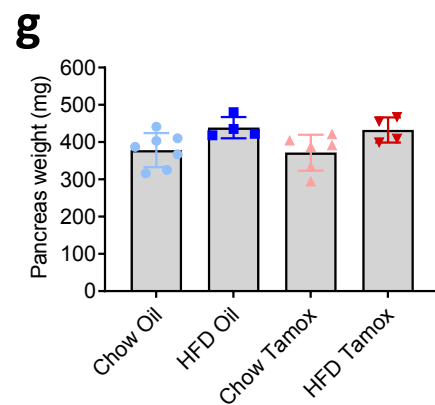

**Supp. Figure 10. Female  $i\beta KO\beta$  mice are largely protected from the loss of ChREBP $\beta$ .**

**a.** Male  $i\beta KO\beta$  body weight. **b.** Male  $i\beta KO\beta$  weight of pancreata at time of euthanasia. **c.** Female  $i\beta KO\beta$  body weight. **d.** Female  $i\beta KO\beta$  blood glucose levels. **e,f.** Glucose tolerance test and area under the curve in female oil- or tamoxifen-treated  $i\beta KO\beta$  mice **g.** Female  $i\beta KO\beta$  weight of pancreata. Data are the means  $\pm$  SEM, N=4-7, \*,  $p < 0.05$ , \*\*,  $p < 0.01$  using two-way ANOVA.

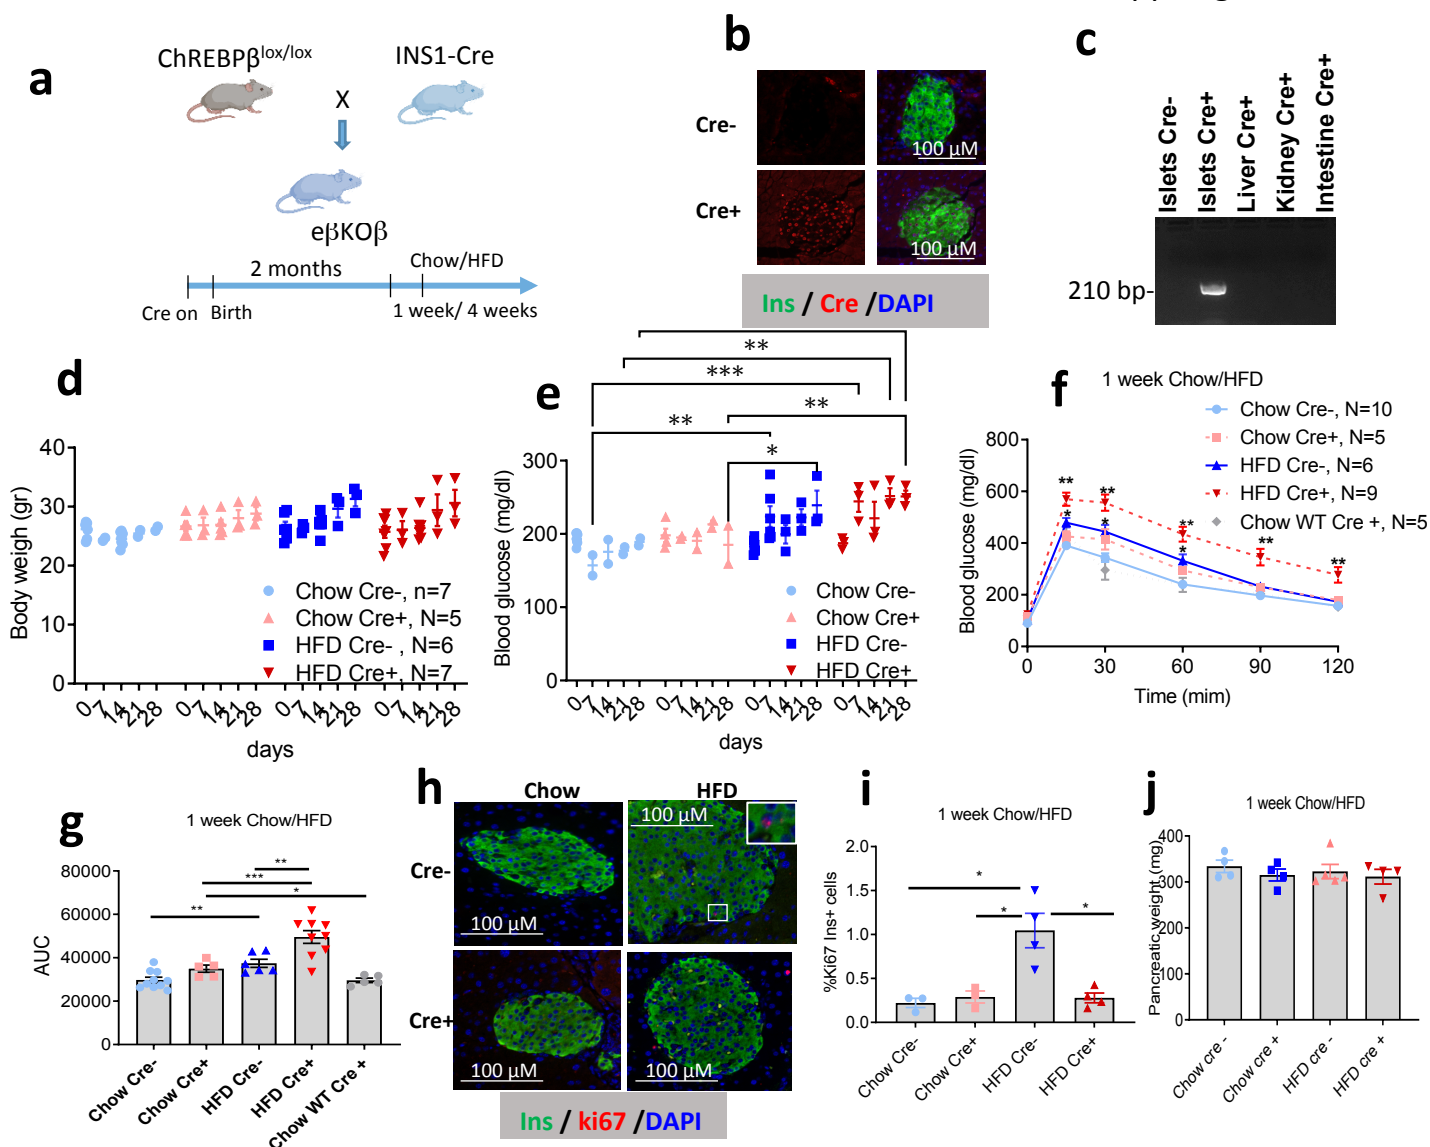

**Supp. Figure 11. ChREBP $\beta$  is necessary for adaptive  $\beta$ -cell proliferation.** **a.** Schematic showing  $\beta$ -cell specific embryonic knockout of ChREBP $\beta$  in mice (e $\beta$ KO $\beta$ , created with BioRender.com). **b.** Pancreata from 8-week-old Cre positive or negative e $\beta$ KO $\beta$  mice were harvested and immunostained for Cre recombinase and insulin. **c.** DNA from the indicated tissues was isolated from Cre positive or negative e $\beta$ KO $\beta$  mice and used as template for a PCR reaction that provided an amplicon only after deletion of ChREBP intron 1b. **d.** Body weight of Cre positive or negative e $\beta$ KO $\beta$  mice after the indicated time and diets. **e.** Blood glucose levels after the indicated treatments and times. **f,g.** Glucose tolerance test and area under the curve measurements after 1 week on a chow or high-fat diet (HFD). **h,i.** Percent Ki67-positive and insulin-positive cells in pancreata from e $\beta$ KO $\beta$  mice after 1 week of HFD. **j.** Pancreatic weight after 1 week on a HFD. Data are the means  $\pm$  SEM, N=4-7, \*,  $p < 0.05$ , \*\*, \*\*\*,  $p < 0.005$  using two-way ANOVA.

Supp. Figure 12

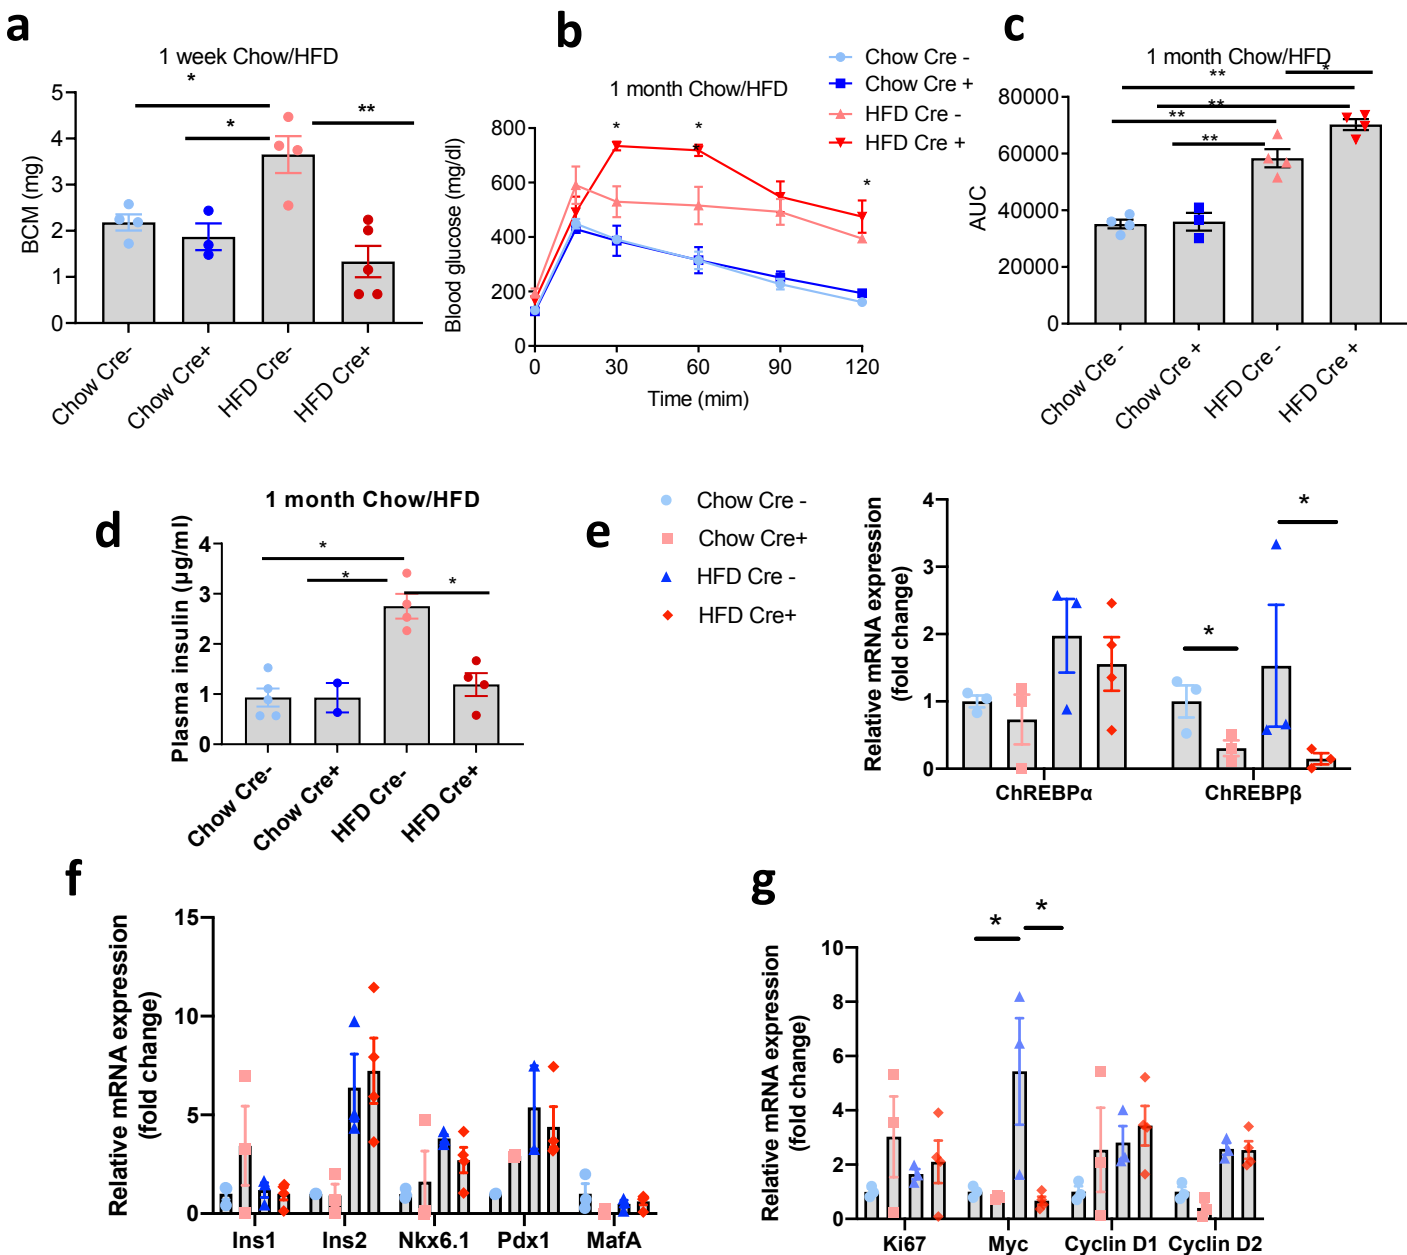

**Supp. Figure 12. ChREBP $\beta$  is necessary for adaptive expansion of  $\beta$ -cell mass, but dispensable for  $\beta$ -cell development** **a.**  $\beta$ -cell mass after one week on a chow or HFD. **b,c.** Glucose tolerance test and area under the curve measurements after 1 month on a chow or high-fat diet (HFD). **d.** Plasma insulin after 1 month on a HFD. **e-g.** Relative abundance of the indicated genes normalized to  $\beta$ -actin as determined by RT-PCR. Data are the means  $\pm$  SEM, N=4-7, \*,  $p < 0.05$ , \*\*, \*\*\*,  $p < 0.005$  using two-way ANOVA.

Supp. Figure 13

# Female eβKOβ mice

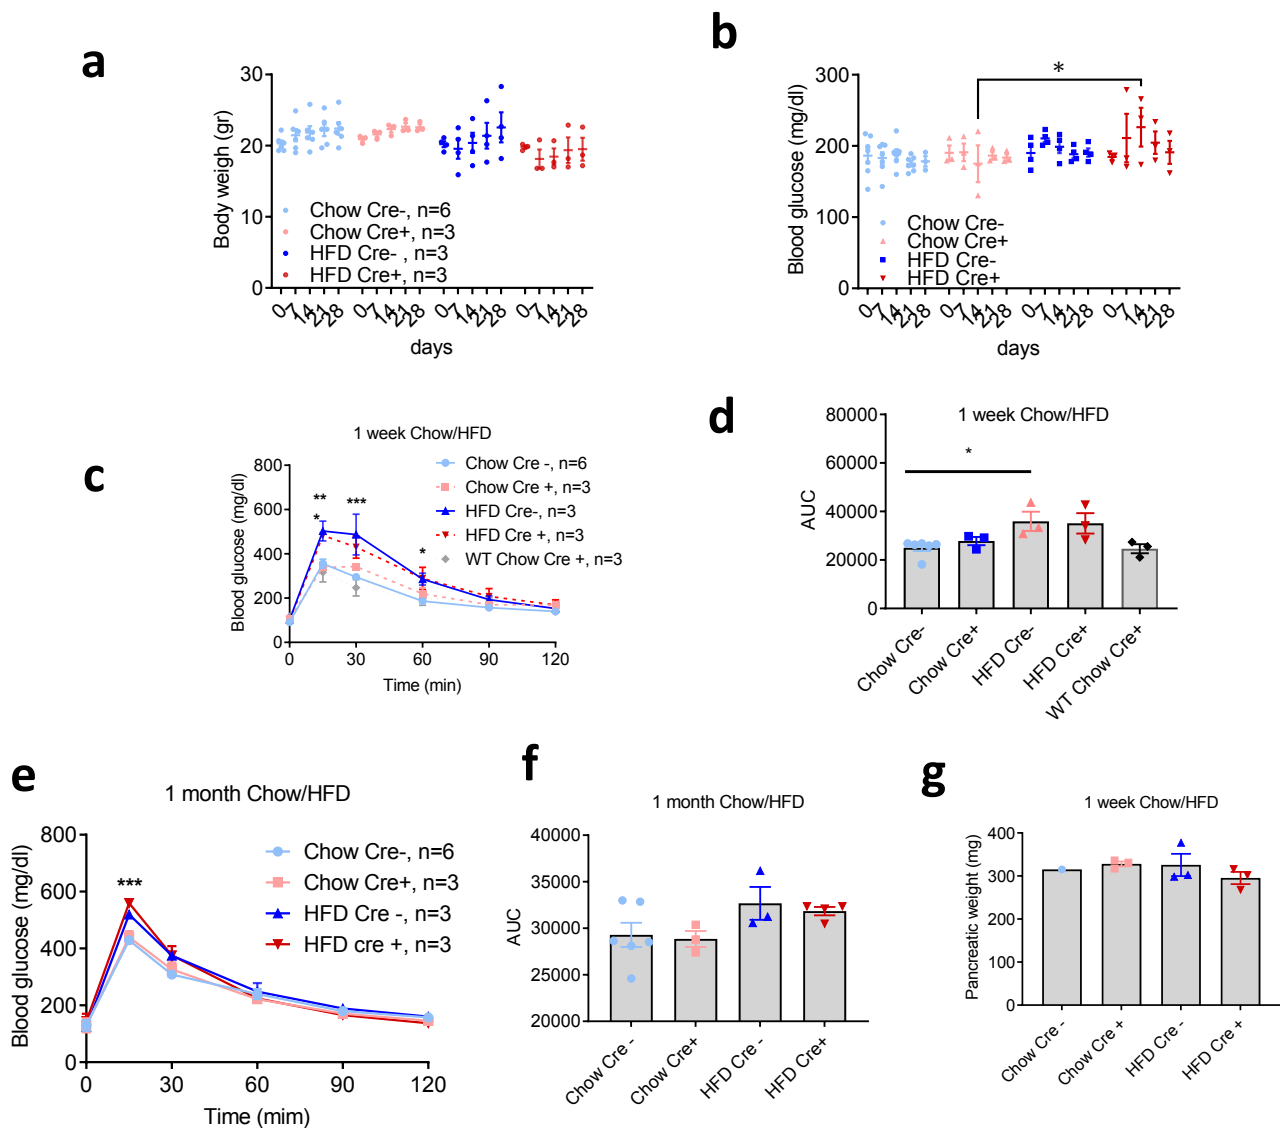

**Supp. Figure 13. Female eβKOβ mice are largely protected from the loss of ChREBPβ.** **a.** Female eβKOβ body weight after the indicated diets and time. **b.** Female eβKOβ blood glucose levels. **c,d.** Glucose tolerance test and area under the curve in female eβKOβ mice at 8 weeks of age after 1 week of chow or HFD. **e,f.** Glucose tolerance test and area under the curve in female eβKOβ mice after 1 month of Chow or HFD **g.** Weight of pancreata from female eβKOβ at 1 month. Data are the means +/- SEM, N=3-5, \*, p < 0.05, \*\*, p < 0.01 using two-way ANOVA.

LSL-ChREBP $\beta$ 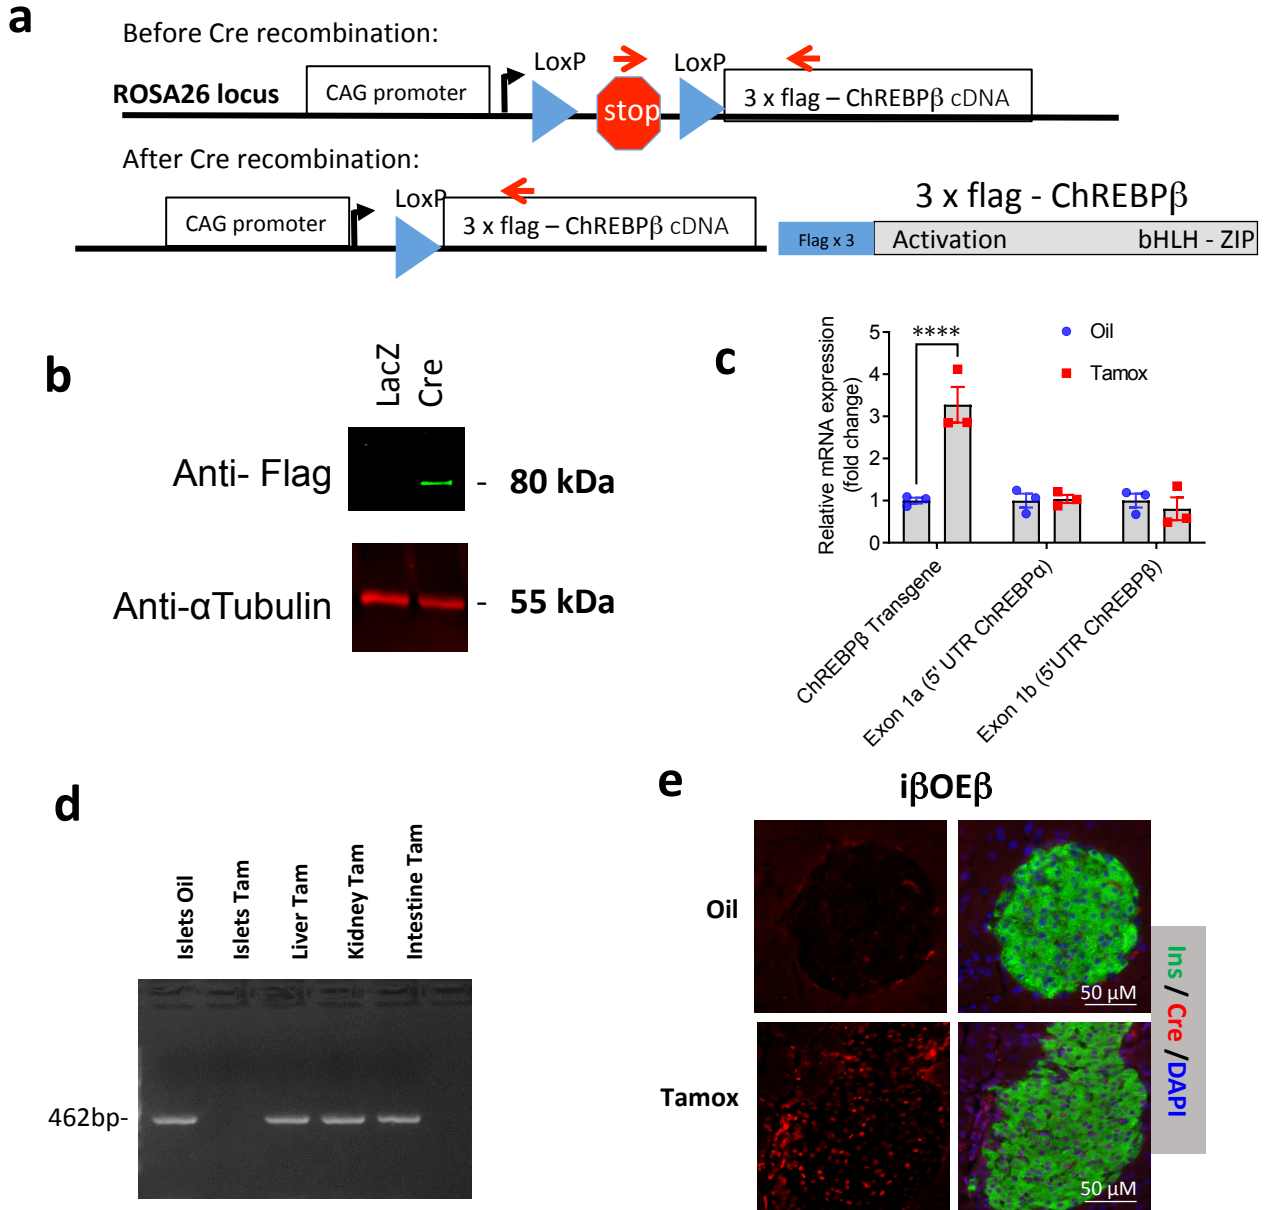

**Supp. Figure 14. Validation of LSL-ChREBP $\beta$  and *i $\beta$ OE $\beta$*  mice.** **a.** Schematic showing Cre-mediated recombination of LoxP – Stop codon – LoxP (LSL)-ChREBP $\beta$  mice resulting in expression of flag-tagged ChREBP $\beta$ . **b.** Western blot showing expression of flag-tagged ChREBP $\beta$  from isolated islets from LSL-ChREBP $\beta$  mice after transduction with adenovirus expressing control  $\beta$ -galactosidase (LacZ) or Cre. **c.** qRT-PCR of mRNA expression of the flag-tagged-ChREBP $\beta$  transgene or endogenous ChREBP $\alpha$  or ChREBP $\beta$  normalized to  $\beta$ -actin isolated islets from *i $\beta$ OE $\beta$*  mice treated as indicated. Data are the means  $\pm$  SEM,  $n=3$ , \*\*\*\*,  $P<0.0001$  using two-way ANOVA. **d.** *i $\beta$ OE $\beta$*  mice were treated with vehicle corn oil or tamoxifen, allowed to recover for one week and DNA from the indicated tissues was isolated and used as template for a PCR reaction that failed to provide an amplicon after recombination resulting in the deletion of ChREBP intron 1b. **e.** *i $\beta$ OE $\beta$*  mice were treated with vehicle corn oil or tamoxifen. After one week past the first injection, pancreata were harvested and immunostained for Cre recombinase and insulin. The results are representative of 3 independent experiments.

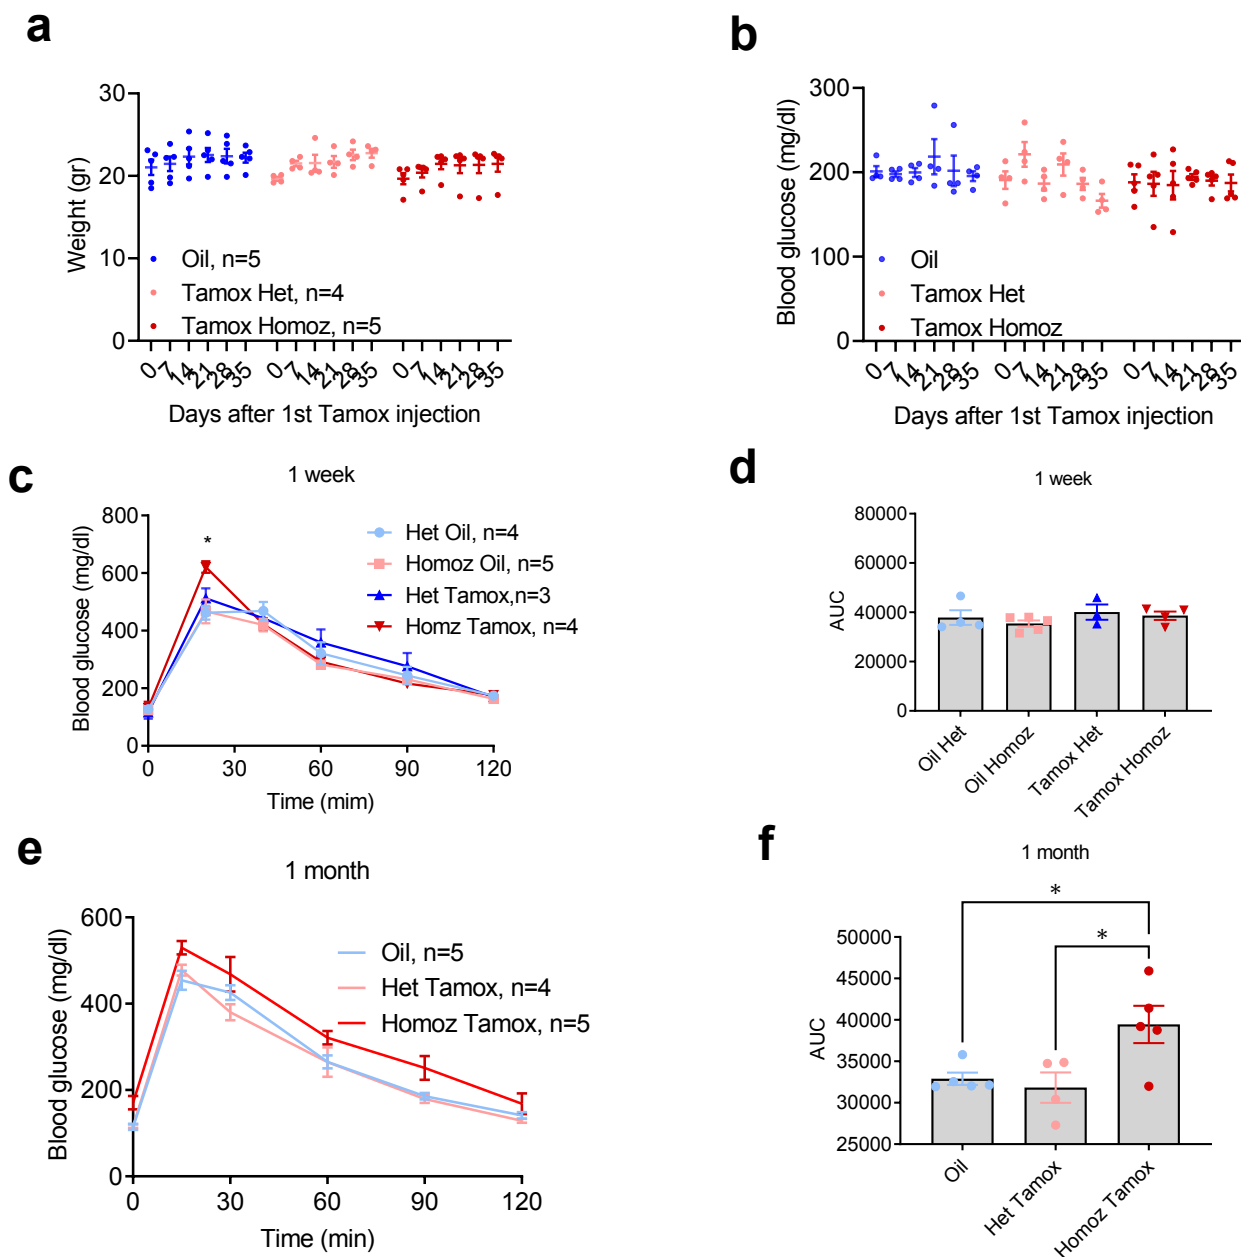

**Supp. Figure 15. Female  $i\beta OE\beta$  mice are largely protected from overexpression of ChREBP $\beta$ .** **a.** Body weight of control (oil-treated) or heterozygous or homozygous female  $i\beta OE\beta$  after tamoxifen treatment flowed by the indicated times. **b.** Heterozygous or homozygous female  $i\beta OE\beta$  blood glucose levels after oil or tamoxifen treatment. **c,d.** Glucose tolerance test and area under the curve in female heterozygous or homozygous  $i\beta OE\beta$  mice one week after the last injection with oil or tamoxifen. **e,f.** Glucose tolerance test and area under the curve (AUC) in female heterozygous or homozygous  $i\beta OE\beta$  mice one month after the last injection with oil or tamoxifen. Data are the means  $\pm$  SEM,  $n=4-5$ , \*,  $p < 0.05$  using two-way ANOVA.

Supp. Figure 16

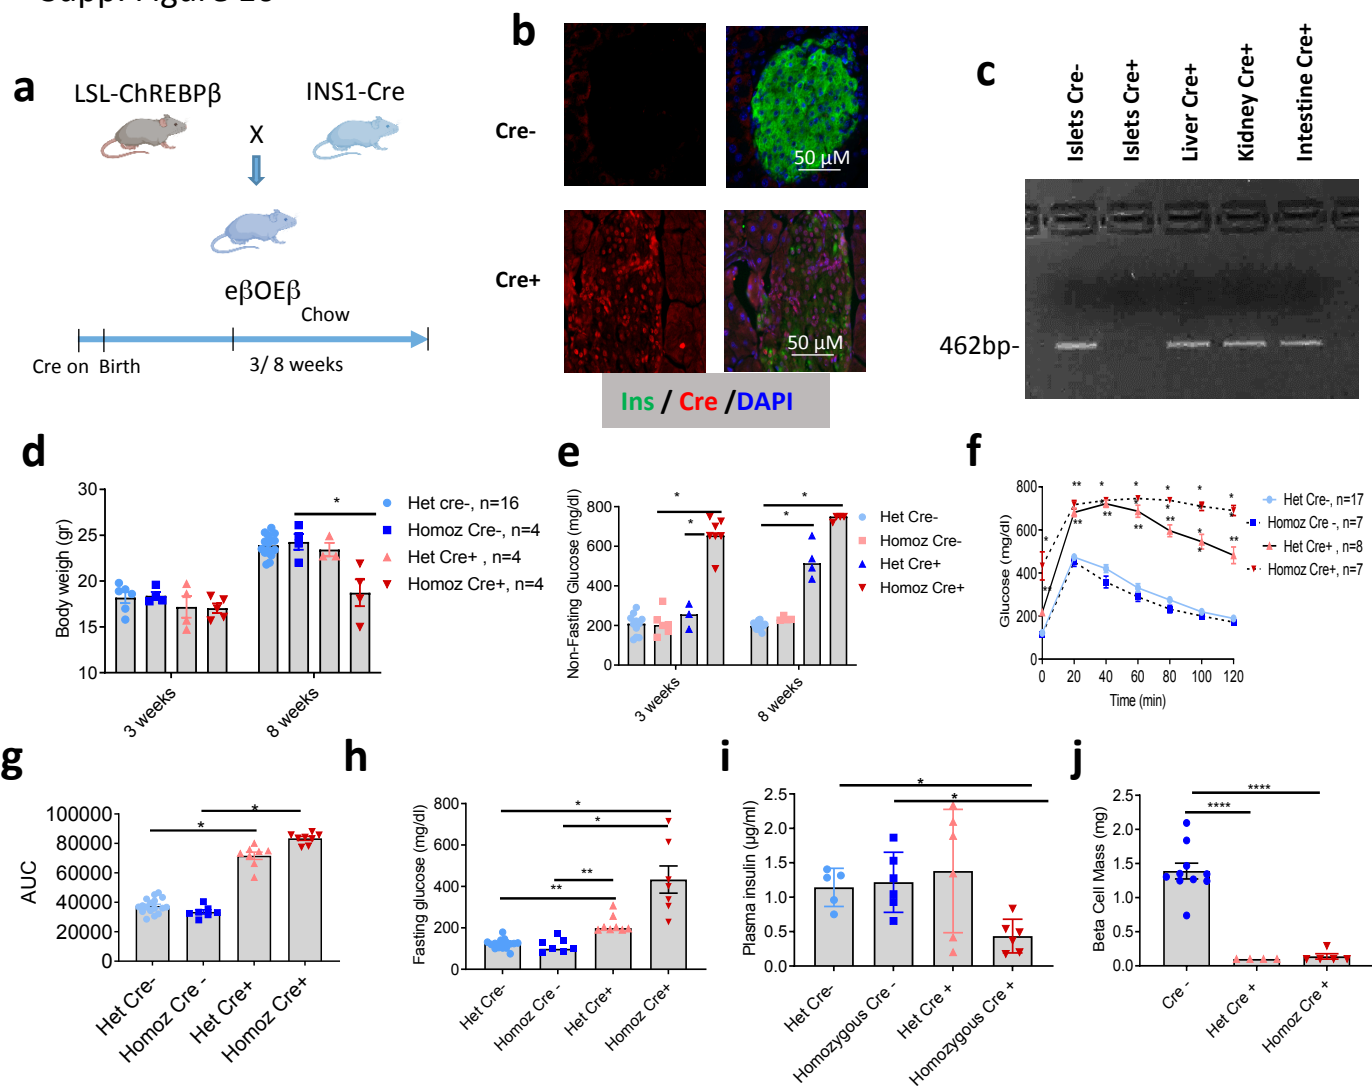

**Supp. Figure 16. Embryonic overexpression of ChREBP $\beta$  leads to  $\beta$ -cell death, glucose intolerance, and diabetes in male mice.** **a.** Schematic showing  $\beta$ -cell specific embryonic overexpression of ChREBP $\beta$  in mice (e $\beta$ OE $\beta$ , created with BioRender.com). **b.** Pancreata from 8-week-old Cre positive or negative e $\beta$ OE $\beta$  mice were harvested and immunostained for Cre recombinase and insulin. **c.** Tissue from 8-week-old e $\beta$ OE $\beta$  mice was collected and DNA from the indicated tissues was isolated and used as template for a PCR reaction that failed to provide an amplicon after recombination resulting in the deletion of ChREBP intron 1b. **d.** Body weight of Cre positive or negative e $\beta$ KO $\beta$  mice after the indicated time and diets. **e.** Non-fasting blood glucose levels in male heterozygous or homozygous Cre positive or negative e $\beta$ OE $\beta$  mice at 3 weeks and 8 weeks of age. **f,g.** Glucose tolerance test and area under the curve measurements of male heterozygous or homozygous Cre positive or negative e $\beta$ OE $\beta$  mice at 8 weeks of age. **h-j.** Fasting blood glucose levels, plasma insulin, and  $\beta$ -cell mass measurements from male heterozygous or homozygous Cre positive or negative e $\beta$ OE $\beta$  mice at 8 weeks of age. Data are the means  $\pm$  SEM, N $\geq$ 3, \*,  $p < 0.01$ . \*\*,  $p < 0.05$  using two-way ANOVA. All micrographs represent at least 3 different mice.

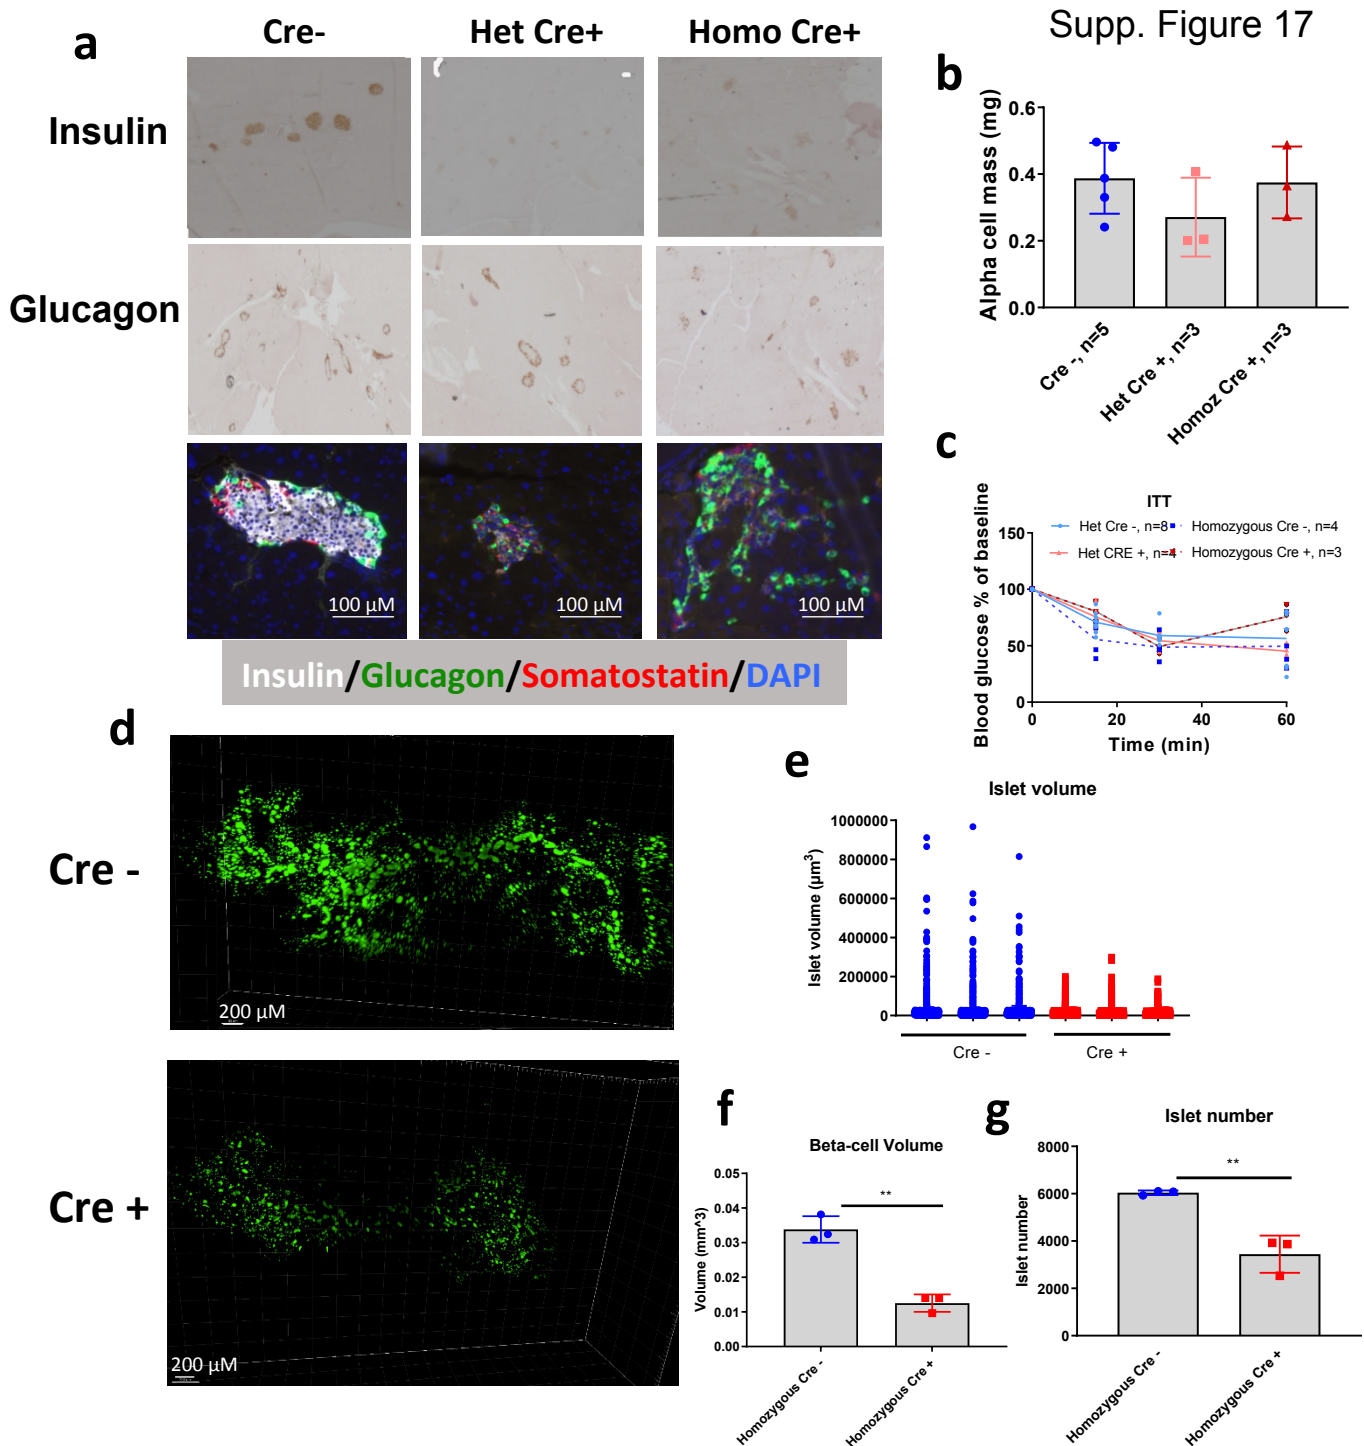

**Supp. Figure 17.** **a.** Immunochemical or immunofluorescent staining of pancreata using antibodies against insulin, glucagon or somatostatin from male heterozygous or homozygous Cre positive or negative e $\beta$ OE $\beta$  mice at 8 weeks of age. **b.** Alpha cell mass from the same tissue preparations in K. **c.** Insulin tolerance test of male e $\beta$ OE $\beta$  mice with the indicated genotypes. **d.** Pancreata were perfused and isolated from Cre positive or negative male e $\beta$ OE $\beta$  mice and clarified using the iDISCO method, and immunolabeled with an antibody against insulin. Lightsheet images were acquired. **e-g** Imaris was used calculate islet volume,  $\beta$ -cell volume and islet number from N. Data are the means  $\pm$  SEM, N $\geq$ 3, \*,  $p < 0.01$ . \*\*,  $p < 0.05$  using two-way ANOVA, All micrographs represent at least 3 different mice.

e $\beta$ OE $\beta$  females

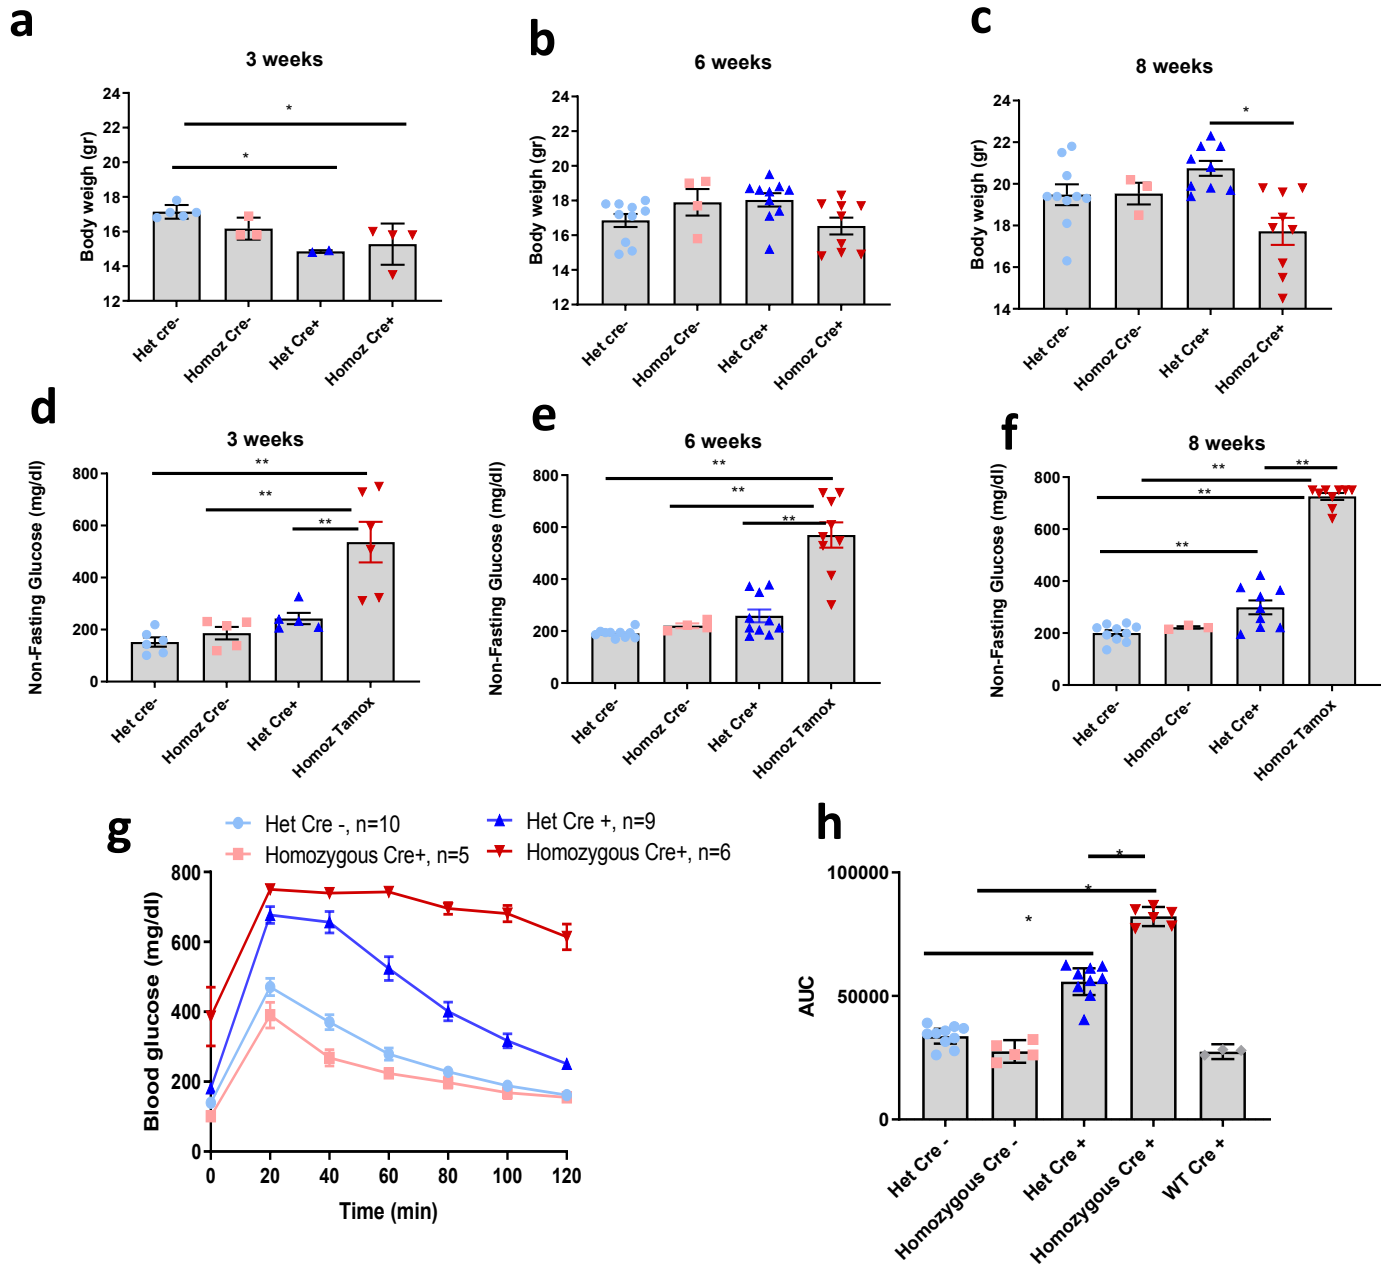

**Supp. Figure 18. Embryonic overexpression of ChREBP $\beta$  leads to  $\beta$ -cell death, glucose intolerance, and diabetes in female mice.** **a-c.** Body weight of Cre positive or Cre negative heterozygous or homozygous female e $\beta$ OE $\beta$  mice at 3, 6 or 8 weeks of age. **d-f.** Non-fasting blood glucose levels in Cre positive or Cre negative heterozygous or homozygous female e $\beta$ OE $\beta$  mice at 3, 6 or 8 weeks of age. **g, h.** Glucose tolerance test and area under the curve (AUC) for the indicated genotypes. Data are the means  $\pm$  SEM, N=5-10, \*,  $p < 0.05$ . \*,  $p < 0.05$ , \*\*,  $p < 0.01$  using two-way ANOVA,

# Supplementary material for: Maladaptive positive feedback production of ChREBPβ underlies glucotoxic β-cell failure
**Source:** Nat Commun. 2022 Jul 30;13:4423. doi: 10.1038/s41467-022-32162-x
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection Imaris version 9.1.0 was used to collect data from light sheet microscopy.

Data analysis Graphpad Prism version 9.3.1 was used for statistical analysis and for making graphs. Excell for Mac version 16.54 was used to make some graphs. Viseago version 1.8.0 and the edgeR R package version 4.2 were used for analysis of RNAseq data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets generated during and/or analysed during the current study are available in the GEO repository as accession number GSE197864 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE197864>).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Human beta cells were isolated from human cadaveric islets donors provided by the NIH/NIDDK-supported Integrated Islet Distribution Program (IIDP) (<https://iidp.coh.org/overview.aspx>), and from Prodo Labs (<https://prodolabs.com/>), the University of Miami, the University of Minnesota, the University of Wisconsin, the Southern California Islet Cell Resource Center, and the University of Edmonton, as summarized in Supplementary Table 3. Informed consent was obtained by the Organ Procurement Organization (OPO), and all donor information was de-identified in accord with Institutional Review Board procedures at The Icahn School of Medicine at Mount Sinai (ISMMS).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample sizes were based on experience with the chosen methods used, but guided by power calculations in the cases of the large 'primary' endpoints such as glucose tolerance, body weight.

### Data exclusions

There were no data exclusions

### Replication

Replication was ensured by using multiple biological replicates, and by using several orthogonal approaches to ensure the reproducibility of our findings..

### Randomization

Allocation into groups were based on genotype and the specific animals chosen per group was randomized.

### Blinding

All studies that involved manual scoring were conducted in a strictly blinded manner. Other experiments either were split into groups from a single animal or human donor, or were not blinded since the phenotype was so extreme.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Details of antibodies used are in the Methods section and include animal, poly or monoclonal, dilution, company, catalog number, and antibody registration number.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Validation      | <ol style="list-style-type: none"> <li>1. The insulin primary antibody from Dako (Agilent) (A0564) is routinely validated <a href="https://www.agilent.com/cs/library/m_sds/SDS345_NAEnglish.pdf">https://www.agilent.com/cs/library/m_sds/SDS345_NAEnglish.pdf</a></li> <li>2. Gucagon Abcam (ab10988). Abcam applies an in-house antibody validation incorporates several advanced technologies a central element of our programme includes the routine use of knockout validation that employs CRISPR gene-edited KO cell lines to provide "true" negative controls. This initiative was recognised with a 2020 CiteAb award for KO validation. <a href="https://corporate.abcam.com/abcam-triumphs-with-industry-award-for-knockout-antibody-validation-success/">https://corporate.abcam.com/abcam-triumphs-with-industry-award-for-knockout-antibody-validation-success/</a></li> <li>3. ChREBP C term (NB400-135) validation from liver extracts from well-fed rats. <a href="https://www.novusbio.com/products/chrebp-antibody_nb400-135">https://www.novusbio.com/products/chrebp-antibody_nb400-135</a></li> <li>4. ChREBP N-term rabbit polyclonal was generated by Genscript and validated in Suppl. Fig. 3 by adenoviral overexpression.</li> <li>5. anti-Flag rabbit polyclonal from Cell Signaling, where they validate their antibodies in house ( <a href="https://www.cellsignal.com/about-us/est-antibody-performance-guarantee">https://www.cellsignal.com/about-us/est-antibody-performance-guarantee</a>)</li> <li>6. Anti-green fluorescent protein (GFP) chicken polyclonal from Aves-Labs (cat# GFP-1020) validated using transgenic mice expressing the GFP gene product (<a href="https://www.aveslabs.com/products/anti-green-fluorescent-protein-antibody-gfp">https://www.aveslabs.com/products/anti-green-fluorescent-protein-antibody-gfp</a>)</li> <li>7. Anti-Cherry (red fluorescent protein) rabbit polyclonal from Rockland ((cat# 600401379S) was validated with purified Red Fluorescent Protein (<a href="https://www.rockland.com/categories/primary-antibodies/rfp-antibody-pre-adsorbed-600-401-379/">https://www.rockland.com/categories/primary-antibodies/rfp-antibody-pre-adsorbed-600-401-379/</a>)</li> <li>8. Anti-Ki67 rabbit monoclonal ThermoScientific (cat# MA5-14520) was validated using serum depleted versus serum treated HeLa cells (<a href="https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SP6-Recombinant-Monoclonal/MA5-14520">https://www.thermofisher.com/antibody/product/Ki-67-Antibody-clone-SP6-Recombinant-Monoclonal/MA5-14520</a>).</li> </ol> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                    |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | INS1 832/13 cells - Dr. Chris Newgard, Duke University. HEK293 cells were purchased from ATCC (Cat #CRL-1573)      |
| Authentication                                                    | Periodic insulin staining and GSIS for INS1 cells. Ability to expand non-replicative adenoviruses for HEK293 cells |
| Mycoplasma contamination                                          | Both INS1 and HEK293 cells tested negative for mycoplasma.                                                         |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used in this study.                                                           |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice were on a C57Bl/6 background, male and female, 6-12 weeks of age. Housing was overseen by the Mount Sinai School of Medicine Center for Comparative Medicine and Surgery in individually-ventilated polysulfone rodent cages, supplied ventilation via a HEPA-filtered supply, wall-mounted unit. Exhaust is connected to the building's exhaust fans with a flexible hose assembly. The temperature and humidity are controlled and there is a 12 hour light and dark cycle. |
| Wild animals            | There were no wild animals used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Reporting on sex        | data was collected primarily on male C57Bl/6 mice, as they are known to be more affected by a high fat diet. However, we also report data on females in the supplementray data.                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | No field collected samples were used in this study                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | All protocols were performed with the approval of and in accordance with guidelines established by the Icahn School of Medicine at Mount Sinai Institutional Animal Care and Use Committee.                                                                                                                                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Ins-1 cells were co-transfected with px330 containing RNA plasmid and pUC57 containing homology arms and the sequence for mCherry or eGFP. Cells were allowed to recover for 7-10 days following sorting. Sorted populations were then expanded and sorted for additional 3-5 times until a relatively pure population was obtained

Instrument

BD Influx was used for sorting

Software

BD Spigot

Cell population abundance

The final abundance of cells is marked on Suppl. Fig. 4.

Gating strategy

Debris, dead cells and cell doublets were excluded by side scatter. Non-transfected Ins-1 cells were used as a negative control for gating for GFP/mCherry positive cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Maladaptive positive feedback production of ChREBPβ underlies glucotoxic β-cell failure
**Source:** Nat Commun. 2022 Jul 30;13:4423. doi: 10.1038/s41467-022-32162-x
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title:** Supplementary Movie 1.

**Description:** Time course of Red/Green INS1 cells after changing media from 2 mM to 20 mM glucose. A field of Yellow (Red/Green) fluorescence in Red/Green INS1 cells from 0 to 10 h after changing culture medium from 2 mM to 20 mM glucose.

**Title:** Supplementary Movie 2.

**Description:** Pancreata were perfused and isolated from Cre negative male eOE $\beta$  mice and clarified using the iDISCO method, and immunolabeled with an antibody against insulin. Lightsheet images were acquired and Imaris software was used to render the video.

**Title:** Supplementary Movie 3.

**Description:** Pancreata were perfused and isolated from Cre positive male eOE $\beta$  mice and clarified using the iDISCO method, and immunolabeled with an antibody against insulin. Lightsheet images were acquired and Imaris software was used to render the video.

How the deposited data were processed for this re-analysis (not part of the article)

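RNA from INS-1 cells transduced with an adenovirus for GFP or ChREBPβ and kept in 2 or 11 mM glucose for 48 h was sequenced in 12 libraries, 3 for each of the 4 groups. The authors amplified the RNA, sequenced it in paired-end reads, counted reads per gene and deposited the raw counts without normalization. The same table also holds the authors' mean of each group, deposited as means of the raw counts; these equal the means of the 3 count columns in all 28728 rows for each of the 4 groups, so they are not scaled for library size, and they were used only for this check. The number of other columns of values for single samples was 0. Samples were grouped by their labels, which match the paper's groups.

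One entry without a gene name was left out of library totals and tests; it held between 0.0043% and 0.006% of the counts of a library. Names had been turned into dates by a spreadsheet in 26 entries, which were kept as they are and not named here, and 2 names occurred more than once. Of the names, 17197 matched a symbol of the RefSeq table for the GRCr8 assembly, which was used for alternative symbols and transcript lengths only. The build used by the authors is not named in the paper's text, so no coordinates are given.

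Library totals ranged from 25754488 to 60531215 counts, and the 10 most abundant genes took 4.55% to 5.81% of a library. The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 for tables and plots. Genes were filtered with edgeR's filterByExpr by group, which kept 14669, and counts were scaled with TMM factors. All 12 libraries entered a single quasi-likelihood fit with the group as factor and no further covariate. The 6 comparisons between groups and the difference of the ChREBPβ effects at 11 and 2 mM (the interaction) were tested as contrasts, with Benjamini-Hochberg adjustment over all tested genes within each. A gene counted as differentially expressed with an adjusted p under 0.05 and a change of at least 1.2-fold. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Txnip and Mlxipl were also tested by exact two-sided permutation of log2 CPM, where 3 against 3 libraries cannot go below p = 0.1.

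Gene lists were tested with limma's camera at its preset correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over all lists and 4 comparisons, with fry and an estimated correlation as alternatives. There were 3 lists from the paper (22 apoptosis regulators, 40 cell cycle genes and 13 β-cell markers, read from Fig. 7d, 7f and 7g) and 3 written for this work, each of 20 genes: the Nrf2 pathway (18 tested), ChREBP targets (17 tested) and the unfolded protein response (20 tested). The genes named in the text are those of the 6 lists, Txnip, Mlxipl, Pklr and Myc, and the 5 with the largest increase and the 5 with the largest decrease in each of the ChREBPβ comparisons at 2 and 11 mM and the interaction, among differentially expressed genes with a mean of at least 5 CPM whose groups do not overlap (this last condition not for the interaction). The ChREBPb entry was named after the table was seen. A gene with at most 3 counts in every library of a group was taken to be at the floor, and its change is given as a lower bound against that floor.

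The quasi-likelihood and likelihood ratio tests, the fit with a replicate block, DESeq2, camera and fry were tested on simulated data. For the 14669 genes simulated, 200 were given a known change in the ChREBPβ group at 2 mM. Of the 199 that passed the filter, the quasi-likelihood test recovered 171 (85.9%) with 2 false calls among the 14506 genes tested. With no gene changed it made 0 calls at 2 mM. An unchanged comparison of the table with changed genes gave 1 call. Of 20 lists of unchanged genes, 0 had a camera or fry p under 0.05.

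The tests of differential expression and of gene lists, the rule for named genes, the lists and the alternatives were fixed before the data were examined. The tests of explanations for the flagged results and the comparison of replicate letters were chosen after the results were seen. The alternatives were DESeq2, edgeR's RLE and upper quartile factors, library totals, the likelihood ratio test, no filter, at least 10 counts in every library, the replicate letter as a block, a test against a fold change of 1.2, no minimum fold change, a minimum of 2-fold, fits of the 2 groups compared only, and leaving out each of the 12 libraries in turn. Counts without any scaling were added as an alternative after the data had been seen. Correlations between comparisons that share libraries were set beside 20 simulations of unchanged groups. The Gene Ontology analysis of Fig. 7a and 7c was not repeated, since no Gene Ontology annotation was used here, and the paper's Supplementary Table 4 was not used here. Results for some single genes are not reported here.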

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

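The tests of explanations in this part were chosen after the results they bear on had been seen.

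The effect of ChREBPβ differed between 2 and 11 mM glucose for 925 genes, by edgeR's test of the interaction (229 with a more positive and 696 with a more negative effect at 11 mM). The largest negative difference among the genes named by the rule was that of Emp1 (-3.64, edgeR adjusted p = 6.53e-09) and the largest positive one that of Pdgfra (0.98, edgeR adjusted p = 0.00338). Of 100 random regroupings of the 12 libraries, the real one included, 2 gave as many genes, and the other of these gave 3587. Random regroupings mix the conditions, which widens the spread within their groups, so this share is not a p-value for the interaction. Unequal library sizes were tested by thinning every library to the smallest total. This left 807 genes, of which 737 were among the 925, which argues against library size as the whole cause. Among genes with at least 10 counts in every library, 887 passed, which argues against genes near the detection limit as the whole cause. For 645 of the 925 genes (69.7%) the response to glucose had the same direction and was smaller in the libraries labelled ChREBPβ than in those labelled GFP; for 269 it had the opposite direction and for 11 it was larger. A candidate explanation, stated as a hypothesis, is that glucose moves genes that ChREBPβ has already moved, so that less change is left. The share was taken on genes selected for the difference, so it does not separate this from other ways in which the effects of glucose and ChREBPβ could combine.

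Txnip had a difference of -3.20 between the ChREBPβ effects at 11 and 2 mM on the log2 scale (standard error 0.07, edgeR adjusted p = 7.35e-17). Leaving out each library in turn gave -3.24 to -3.14. Library size was tested again on thinned counts, where the lowest count at 11 mM was 11.9 times the highest at 2 mM with GFP, and the highest at 11 mM was 1.50 times the lowest at 2 mM with ChREBPβ. The thinned counts argue against a difference in library size as the cause. A ceiling on Txnip induction, or induction of endogenous ChREBPβ by glucose in the GFP cells, was not tested and stays open.

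G6pc, a gene of the ChREBP target list that the paper does not discuss for these cells, had 0 counts in each GFP library at 2 mM and at most 1 at 11 mM. The libraries labelled ChREBPβ had 18 to 54 counts at 2 mM and 55 to 106 at 11 mM. Against a floor of 3 counts, G6pc was at least 8.52-fold higher at 2 mM and at least 21.8-fold higher at 11 mM. Reads shared with its paralog G6pc2 cannot be told apart from reads of G6pc itself. G6pc2 had at most 2 counts in any library, but Fth1, another gene with close copies, had a highest count of 0 and Ftl1 a mean of 0.828 CPM, so a low count does not decide where shared reads were counted. Thinning left at least 17 G6pc counts in each ChREBPβ library, which argues against library size. A mislabelled sample was tested with the mean level of the ChREBP targets, a list that includes G6pc; it lay above every GFP library in 6 of the 6 libraries labelled ChREBPβ (at least 6.15 against at most 5.46 as log2 CPM). Induction of G6pc by ChREBPβ is a hypothesis, and stays open together with shared reads.

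The ChREBPb entry of the table, which the paper's text does not describe, was higher with ChREBPβ at 11 mM by 0.37 on the log2 scale, higher in every library than in each GFP library there. If the entry counted the same reads as Mlxipl, its ratio to Mlxipl would not move. The ratio was 0.304 ± 0.006 with GFP and 0.441 ± 0.016 with ChREBPβ at 2 mM (SD, n = 3), and 0.328 ± 0.015 and 0.467 ± 0.022 at 11 mM. If it counted only the transcript of the virus, it would be near 0 without it, but it was at 77.8 CPM with GFP at 2 mM. A mixture of endogenous and viral transcripts, or cross-alignment of mouse sequence, could give such values and was not tested. No group had 4 or more libraries, so single libraries were not tested as outliers.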

How the results depend on the processing

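The alternatives other than unscaled counts were set in advance, and the comparison of replicate letters was chosen after the results were seen.

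Txnip kept its direction and its significance in each of its comparisons under the alternatives run. For the named genes other than Txnip and Mlxipl, 2355 of 2392 fits under alternatives gave the same call; 18 were weaker, 19 stronger and 0 reversed. Among these, Mki67 at 11 mM was lost with DESeq2 (0.30), library totals (0.20) and upper quartile factors (0.25).

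The numbers of differentially expressed genes stayed within 1.5 times with DESeq2 (6454 genes at 2 mM and 4842 at 11 mM, of which 6379 and 4659 were shared), the other scalings, the likelihood ratio test, both filters, and fits of the 2 groups only. A test against a fold change of 1.2 gave 2963 genes for ChREBPβ at 11 mM, 1113 for glucose with GFP, 85 for glucose with ChREBPβ, 2360 for ChREBPβ at 2 mM against GFP at 11 mM and 194 for the interaction. With no minimum fold change, these were 5030 for glucose with GFP, 1100 for glucose with ChREBPβ and 6109 for ChREBPβ at 2 mM against GFP at 11 mM. With at least 2-fold, the comparisons gave 1456 (ChREBPβ at 2 mM), 992 (at 11 mM), 294 (glucose with GFP), 28 (glucose with ChREBPβ), 1866 (ChREBPβ at 11 mM against GFP at 2 mM), 795 (ChREBPβ at 2 mM against GFP at 11 mM) and 108 (interaction). A stricter or looser minimum explains these by its construction. Across the 12 fits that each left out 1 library, ChREBPβ changed 6140 to 6564 genes at 2 mM and 4584 to 4967 at 11 mM, and the interaction held 669 to 1078.

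The replicate letter as a block gave 6449 genes at 2 mM, 4861 at 11 mM, 2938 and 547 for glucose with GFP and ChREBPβ, 7379 and 3926 for the mixed comparisons and 912 for the interaction. Deviations of libraries with the same letter correlated between -0.114 and 0.0644 (18 pairs), so the letters do not pair the libraries.

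Scaling decided the shares of genes higher with ChREBPβ. With library totals, 38.8% of tested and 33.2% of differentially expressed genes were higher at 2 mM (2196 higher, 4421 lower, against 3075 and 3401 with TMM), and 36.9% and 29.3% at 11 mM (1532 higher, 3698 lower, against 2102 and 2802). With upper quartile factors the shares were 42.7% and 39.0% at 2 mM and 43.4% and 37.1% at 11 mM, and with RLE factors 50.3% and 46.6% at 11 mM. With no filter 46.8% of tested genes were higher at 2 mM, and with at least 10 counts in every library 48.6% at 11 mM. Counts without any scaling, an alternative chosen after seeing the data, moved the median of all genes by 0.59 and 0.39. They gave 86.0% and 96.2% higher at 2 mM and 82.3% and 91.0% at 11 mM. They also reversed Mlxipl (0.27 at 2 mM, 0.25 at 11 mM, 0.17 for glucose with GFP), the apoptosis median at 11 mM (0.38) and the β-cell medians for glucose (0.043 with GFP, 0.11 with ChREBPβ).

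Medians near 0 changed sign. The apoptosis median at 2 mM was -0.085 with library totals and -0.045 with upper quartile factors; at 11 mM it was 0.018 with RLE factors, 0.0069 with at least 10 counts in every library and 0.0039 with the 2 groups only. For glucose with GFP it was -0.010 with library totals and -0.000114 with upper quartile factors. Without 1 library it ranged from -0.055 (without replicate b of ChREBPβ at 2 mM) to 0.054 at 2 mM, from -0.030 to 0.050 (without replicate a of GFP at 11 mM) at 11 mM, and from -0.019 (without replicate c of GFP at 2 mM) to 0.041 for glucose with GFP. The Nrf2 medians were -0.014 at 2 mM and -0.012 at 11 mM with library totals. The unfolded protein response median for glucose with GFP was 0.0022 with no filter and ranged from -0.047 (without replicate a of GFP at 2 mM) to 0.046 (without replicate c of GFP at 11 mM). With ChREBPβ it ranged from -0.048 to -0.016 (without replicate b of ChREBPβ at 2 mM), and its list test passed without replicate c of ChREBPβ at 11 mM (-0.048) or replicate a of ChREBPβ at 2 mM (-0.040). The changes under other scalings match the shift that each scaling gave to all genes, which for the ChREBPβ comparisons was -0.10 and -0.08 with library totals and -0.06 and -0.03 with upper quartile factors at 2 and 11 mM, and 0.019 with RLE factors at 11 mM. The cause of the changes under the filters, the fits of 2 groups and the fits without 1 library was not tested. Mlxipl ranged from -0.35 to -0.25 (under the minimum fold change, without replicate c of GFP at 2 mM) for glucose with GFP and from -0.045 to 0.0023 (without replicate c of ChREBPβ at 2 mM) for ChREBPβ at 2 mM against GFP at 11 mM.

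Of the list tests with limma, fry gave adjusted p = 8.73e-04 and 0.0120 for the Nrf2 pathway at 2 and 11 mM and 0.0386 for apoptosis at 11 mM, which camera did not call, and 0.0643 and 0.719 in the other direction for apoptosis at 2 mM and for glucose with GFP. With an estimated correlation, limma's adjusted p was 0.329 and 0.251 for the unfolded protein response at 2 and 11 mM and 0.331 and 0.251 for the Nrf2 pathway and glucose with GFP and ChREBPβ; these 4 calls were lost. The cause was not tested.

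The correlation across genes of the ChREBPβ response at 2 mM with the glucose response with GFP was 0.564 (Spearman 0.599) with no filter and Spearman 0.707 with at least 10 counts in every library; without 1 library it ranged from 0.643 to 0.714 (Spearman 0.645 to 0.695). Of the ChREBPβ responses at 2 and 11 mM it was 0.852 in the main fit. The simulations of unchanged groups gave -0.056 to 0.064. Under the alternatives it was 0.354 (Spearman 0.498) with no filter and 0.902 (Spearman 0.861) with the count minimum. Without 1 library it was 0.806 to 0.829 (Spearman 0.785 to 0.804), a range that does not hold the main value. Each of these fits reapplied the filter with 1 library fewer in a group, so the genes tested could differ from those of the main fit. Whether the filter or the library left out moved the value was not tested. Depth limits genes such as G6pc, whose GFP counts lie under the floor of 3, to a lower bound.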

Differences from the paper's values

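No test of a cause was chosen for this part. The paper gives a sequencing depth of 35 to 40 M reads. The highest total of counts on genes was 60.5 M, in replicate a of ChREBPβ at 11 mM, against the paper's 40; leaving that library out gave 59.2 M, which is within 1.5 times the paper's value. In all, 5 libraries had totals from 57.1 M to 60.5 M, and leaving out any of the other 11 libraries left the highest total as it was. The lowest total was 25.8 M. Totals here are counts on genes, while the paper's are reads.

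Fig. 7e shows Txnip at about 800 with GFP at 2 mM, about 15000 with GFP at 11 mM, about 21000 with ChREBPβ at 2 mM and about 38000 with ChREBPβ at 11 mM (Fig. 7e, read by eye), on an axis given as CPM. The mean deposited counts, not scaled for library size, were 809, 15199, 21358 and 37816, and on this scale the values do not differ. Scaled to CPM they were 26.3, 351, 457 and 666.

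The paper states that almost all apoptosis markers rose with ChREBPβ at both glucose levels (Fig. 7d). With TMM scaling, 12 of 22 were higher at 2 mM and 11 of 22 at 11 mM. None of the alternatives set before the data were examined gave such a majority. Counts without scaling, a setting chosen after seeing the values, gave 20 of 22 higher at 2 mM and 18 of 22 at 11 mM.

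The paper states that transcription of most genes examined increased. Of the tested genes, 48.5% were higher at 2 mM and 47.6% at 11 mM. TMM and RLE scaling centre the changes near 0, so these shares do not test a general increase. RLE factors, set before the data were examined, gave 50.3% at 11 mM, and counts without scaling, chosen after seeing the values, gave 86.0% and 82.3%.

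Fig. 7g shows Neurod1 lowest with GFP at 2 mM and highest with ChREBPβ at 11 mM. Scaled with TMM, Neurod1 was highest with GFP at 2 mM (184 CPM) and lowest with ChREBPβ at 11 mM (129.9). The unscaled means, examined after seeing the values, rank the gene as the figure does.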

Other observations

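The simulations of unchanged groups were part of the design, but what they and the other tests in this part would show for each explanation was written after the results were seen.

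The groups that Fig. 7d, 7f and 7g show highest were read by eye for the 75 genes of the heat maps. For 73 of the 73 genes that could be read, the group shown highest had the highest mean of the counts before scaling. It had the highest mean after TMM scaling for 39, which argues against group means scaled for library size. The readings are consistent with heat maps drawn from group means not scaled for library size, a hypothesis made after the figures were seen. Since the mean totals of the other groups were 1.43, 1.62 and 1.99 times that of GFP at 2 mM, an unchanged gene would also be shown lowest there.

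Of the lists written for this work, the ChREBP targets had a median log2 fold change of 1.15 with ChREBPβ at 2 mM and 1.00 at 11 mM (12 and 13 of 17 higher, limma's camera test, adjusted p = 1.12e-05 and 2.22e-06). At 2 mM 11 were differentially expressed and higher and 2 lower, and 13 passed adjusted over the list alone; at 11 mM these were 11, 3 and 15. With the genes under the floor at their bounds, the medians were the same. Glucose with GFP moved the list by 0.50, or 0.25 without replicate a of GFP at 11 mM. The Nrf2 pathway, which the paper links to ChREBPα, had medians of 0.08 and 0.07 (camera, limma, adjusted p = 0.156 and 0.179), with 6 higher and 3 lower genes at 2 mM and 5 higher and 1 lower at 11 mM. Adjusted over the list alone 9 and 6 passed. The first median was 0.18 without replicate b of GFP at 2 mM. The second was 0.03 without replicate b of GFP at 11 mM, 0.03 without replicate c of ChREBPβ at 11 mM, 0.12 without replicate c of GFP at 11 mM and 0.11 without replicate a of ChREBPβ at 11 mM, and the medians were -0.014 and -0.012 with library totals. The unfolded protein response list had medians of -0.21 and -0.22 (camera, limma, adjusted p = 0.0247 and 0.00798), but its genes were split. Differential expression was reached by 9 lower and 4 higher genes at 2 mM and by 9 lower and 5 higher at 11 mM. The higher genes included Atf3 (2.79 at 2 mM and 2.79 at 11 mM) and Atf4 (0.59 and 0.48). In all, 13 and 14 passed adjusted over the list alone. With an estimated correlation neither list test passed (camera, limma, adjusted p = 0.329 and 0.251). Me1 is in both the Nrf2 and the ChREBP target list.

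For the number of differentially expressed genes, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many in each of the 6 comparisons. The other 9 splits gave 0 genes in each, with 183 to 1423 genes at an unadjusted p under 0.05. These splits mix the conditions, which widens the spread within their groups, and 10 splits cannot give a share under 0.1. For 13 of the 24 list tests the real split alone gave as small a camera p. The apoptosis regulators had 9 such splits at 2 mM, 10 at 11 mM, 10 for glucose with GFP and 4 with ChREBPβ. The Nrf2 pathway had 4, 4, 2 and 3 in the same order, and the unfolded protein response had 1, 3, 10 and 4. With every library thinned to the smallest total, 6205 genes passed at 2 mM and 4604 at 11 mM, of which 6017 and 4363 were among the genes called before thinning. This argues against unequal library size as the whole cause of these numbers.

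The lower level of the β-cell markers was set against gene length, which 84.2% of tested genes have. The log2 fold change at 2 mM had a Spearman rho of -0.112 with length across genes, which are not independent replicates. After the trend was removed, the median of the markers was -1.19, which argues against gene length as the whole cause. A lower share of insulin-producing cells and lower expression in each cell were not distinguished.

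Across genes, the ChREBPβ response at 2 mM and the glucose response with GFP had a Pearson correlation of 0.695. Both use the GFP libraries at 2 mM, so unchanged groups correlate too, by 0.523 to 0.598 in 20 simulations. The observed value lies above the highest of these, which argues against the shared libraries as the whole cause among the filtered genes. With no filter the Pearson correlation was lower. The simulations held the filtered genes only, so they give no range for that value, and whether the excess holds without the filter was not tested. The Spearman correlation of the filtered genes was 0.681, against 0.468 to 0.492 in the simulations. The sign was the same for 76.9% of genes, against 67.0% to 68.4% in the simulations. A candidate explanation is a response to glucose and to ChREBPβ through shared targets, a hypothesis found and tested on the same data.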
